# Gene expression profiling of epidermal cell types in *C. elegans* using Targeted DamID

**DOI:** 10.1242/dev.199452

**Published:** 2021-09-03

**Authors:** Dimitris Katsanos, Mar Ferrando-Marco, Iqrah Razzaq, Gabriel Aughey, Tony D. Southall, Michalis Barkoulas

**Keywords:** DamID, Seam cells, Epidermis, RPB-6, EFL-3/E2F7, HDA-1/HDAC1/2

## Abstract

The epidermis of *Caenorhabditis elegans* is an essential tissue for survival because it contributes to the formation of the cuticle barrier as well as facilitating developmental progression and animal growth. Most of the epidermis consists of the hyp7 hypodermal syncytium, the nuclei of which are largely generated by the seam cells, which exhibit stem cell-like behaviour during development. How seam cell progenitors differ transcriptionally from the differentiated hypodermis is poorly understood. Here, we introduce Targeted DamID (TaDa) in *C. elegans* as a method for identifying genes expressed within a tissue of interest without cell isolation. We show that TaDa signal enrichment profiles can be used to identify genes transcribed in the epidermis and use this method to resolve differences in gene expression between the seam cells and the hypodermis. Finally, we predict and functionally validate new transcription and chromatin factors acting in seam cell development. These findings provide insights into cell type-specific gene expression profiles likely associated with epidermal cell fate patterning.

## INTRODUCTION

Multicellular organisms consist of a plethora of differentiated cell types and tissues that perform specialised functions to support organismal physiology. All specialised cells are determined through the establishment of distinct patterns of gene expression (Ralston and Shaw, 2008). Thus, comparisons of gene expression profiles can uncover the mechanisms at play in establishing and maintaining cell identity. Understanding transcriptome changes with high spatiotemporal resolution is also central to stem cell biology. Transcriptional differences between multipotent progenitors and differentiated cells can reveal the molecular basis of the acquisition, maintenance and plasticity of cell fate determination (Han et al., 2018)

The *Caenorhabditis elegans* epidermis secretes the main constituents of the outer protective cuticle and facilitates developmental progression between larval stages and animal growth (Chisholm and Xu, 2012). A key cell type in the epidermis is the lateral seam cells, which display a stem cell-like behaviour during post-embryonic development (Joshi et al., 2010). In the newly hatched L1 larvae, there are ten seam cells on each lateral side. Three of those cells occupy the head region (H0-H2), six are in the midbody up to the rectum (V1-V6) and one is located near the tail (T) (Sulston and Horvitz, 1977). Throughout post-embryonic development, the seam cells perform a series of stem cell-like divisions. They divide both symmetrically at the L2 stage to expand their number, and asymmetrically at all larval stages, whereby one daughter cell acquires the hypodermal cell fate and fuses to the hyp7 syncytium, whereas the other maintains the seam cell fate (Fig. 1A) (Joshi et al., 2010; Sulston and Horvitz, 1977). These divisions generate 98 out of the 139 nuclei of the hyp7 syncytium (Altun and Hall, 2009), and a robust terminal seam cell number of 16 cells per lateral side is maintained, with minimal variation in the wild-type population (Boukhibar and Barkoulas, 2016; Katsanos et al., 2017).

**Fig. 1.**
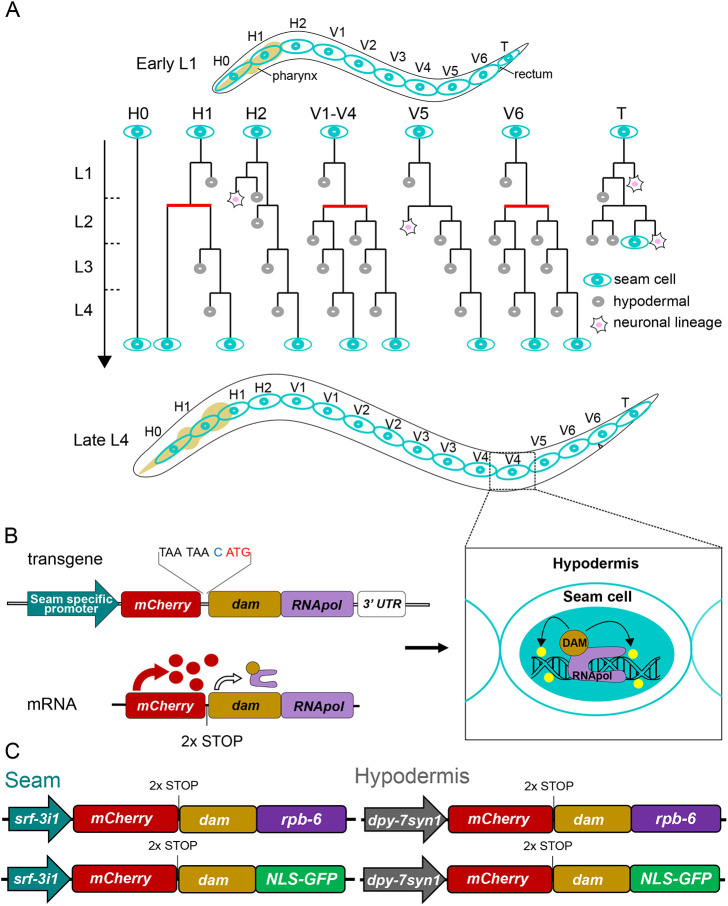
**A targeted DamID approach for cell type-specific gene expression profiling in the *C. elegans* epidermis.** (A) Postembryonic seam cell divisions for each of the initial ten seam cells of the hatched L1 animal. Symmetric divisions are denoted by horizontal red lines and asymmetric divisions by horizontal black lines. (B) The design for seam cell-specific gene expression profiling by TaDa includes a seam cell-specific promoter followed by a primary ORF of *mCherry*, two STOP codons, a frameshift (nucleotide in blue) and the coding sequence of the Dam-RNApol fusion. Expression from this transgene produces a bicistronic mRNA, which leads to very low levels of Dam-RNApol fusion protein by rare ribosomal re-initiation of translation at the secondary ORF. The result is seam cell-specific GATC methylation (yellow marks) within transcribed genes. (C) Key features of single-copy transgenes used in this study for RNApol occupancy probing by TaDa in seam cells (*srf-3i1::pes-10* promoter; left) and hypodermis (*dpy7syn1* promoter; right).

Uncovering genes that may relate to stemness and differentiation within the epidermis requires first acquiring cell type-specific gene expression profiles. A commonly used approach to acquire cell type-specific gene expression profiles relies on cell isolation followed by RNA sequencing (RNA-seq) (Celniker et al., 2009). Although selection of cells from crude suspensions by methods such as fluorescence activated cell-sorting (FACS) has been achieved in *C. elegans* (Kaletsky et al., 2018; Spencer et al., 2011, 2014), cell isolation remains particularly challenging for some tissues, including the epidermis. This is because the epidermis is tightly attached to the cuticle and anchored to a basal lamina; therefore, cell sorting is difficult and has been achieved only in adult *C. elegans* (Kaletsky et al., 2018; Zhang and Kuhn, 2013). Other approaches, such as INTACT, rely on tissue-specific isolation of nuclei prior to mRNA extraction (Deal and Henikoff, 2011; Steiner et al., 2012); however, in this case, cytoplasmic mRNAs are not included in the identified transcriptome. Tissue-specific extraction of mRNA using transgenic expression of a poly(A)-binding protein (PABPC) and sequencing (PAT-seq) has been successfully used in *C. elegans*, but potential drawbacks relate to biases in the recovery of mRNAs based on their poly(A)-tail length and toxicity related to high levels of PABPC expression (Blazie et al., 2015, 2017; Yang et al., 2005). More recently, approaches based on single cell combinatorial indexing RNA-seq (sci-RNA-seq) have been developed (Cao et al., 2017). Despite these methods being information rich, they remain bioinformatically challenging and costly.

Targeted DamID (TaDa), first developed in flies, avoids cell isolation by revealing transcribed genes as genomic regions that associate with a fusion between Dam methyltransferase from *Escherichia coli* and an RNA polymerase subunit (Southall et al., 2013). This association leaves methylation marks on the DNA and, thus, permits the identification of genes in cells or tissues of interest for which specific promoters are available to drive the expression of Dam-RNA pol fusions. The levels of expression of the Dam fusions are crucial for the success of this approach (van Steensel and Henikoff, 2000). Constitutive or high levels of Dam expression saturate DNA with nonspecific methylation, reducing the power to identify genuine hits and causing toxicity (Southall et al., 2013; van Steensel and Henikoff, 2000). This has been addressed by making use of leaky expression of the Dam fusion from uninduced conditional promoters. However, in this case, gene identification is not tissue specific unless a recombinase-based system, such as FLP/FRT or CRE/lox, is implemented to permit expression from the uninduced promoter within a certain tissue (Gómez-Saldivar et al., 2020; Harr et al., 2020; Pindyurin et al., 2016). In TaDa, low levels of expression are achieved by using a tissue-specific promoter to drive expression of a bicistronic mRNA consisting of two consecutive open reading frames (ORFs) interrupted by two stop codons and a frameshift (Southall et al., 2013). The Dam fusion occupies the secondary ORF, which is translated very infrequently because of ribosomal re-initiation, resulting in low protein levels (Kozak, 2001; Southall et al., 2013). The frequency of the re-initiation is dependent on the size of the primary ORF (Kozak, 1987, 2001), with the length of *mCherry* found to be suitable for this application (Fig. 1B) (Southall et al., 2013). We have shown that the TaDa configuration for studies in the *C. elegans* epidermis successfully prevents toxicity and saturated methylation (Katsanos and Barkoulas, 2020 preprint). Here, we use TaDa to compare gene expression profiles between epidermal cell types in *C. elegans*. We compare the gene sets we generated with other published datasets to produce a comprehensive resource of epidermal transcriptomes for seam cells and hypodermis. Furthermore, we validate our TaDa datasets by identifying new transcription and chromatin factors as well as miRNAs involved in epidermal development.

## RESULTS

### Generation of epidermal cell type-specific Dam fusions for TaDa

To resolve cell type-specific gene expression profiles in the epidermis, we first sought to identify suitable promoters to drive TaDa transgene expression in the seam cells and hypodermis. With regard to the seam cells, we focussed on the nucleotide sugar transporter gene *srf-3*, which has been shown to be expressed in these cells by single-molecule fluorescence *in situ* hybridisation (smFISH) (Fig. S1A) and a reporter construct (Höflich et al., 2004). The *srf-3* promoter fragment used in this published construct included all the upstream region of the *srf-3* isoform b (*srf-3b*), from the 3′-untranslated region (UTR) of the upstream gene (*txt-19*) to the ATG of *srf-3b*, including the first exon and intron of *srf-3a* (Fig. S1B). We found that a seam cell-specific enhancer element is located within the first intron of *srf-3a* (named here *srf-3i1*). This element, fused to a minimal *pes-10* promoter, was sufficient to drive strong and specific GFP expression in the seam without any visible expression in other tissues, such as intestinal cells or the germline, in which expression was observed under the putative promoters of *srf-3a* and *srf-3b* isoforms (Fig. S1C). Concerning the hypodermis, the promoter of the collagen gene *dpy-7* is commonly used to drive expression in this tissue (Blazie et al., 2017; Brabin et al., 2011; Johnstone et al., 1992). However, careful microscopic observation revealed that *dpy-7p* also drives low expression levels in dividing seam cells (Fig. S1D). Thus, we constructed a synthetic version of this promoter (named *dpy-7syn1*) in which we replaced nucleotides flanking two existing GATA-binding sites from AGATA, a motif previously seen in promoters of seam cell-expressed genes (Katsanos et al., 2017), to TGATA sequences that have been associated with hypodermal expression as putative binding sites for the transcription factor ELT-3 (Gilleard and Mcghee, 2001; Shao et al., 2013). The expression driven by *dpy-7syn1* was confined to the hypodermis (Fig. S1E). Taking these results together, we conclude that *srf-3i1* and *dpy-7syn1* were the most suitable regulatory elements to drive the expression of transgenes for gene expression profiling in the epidermis.

Investigation of cell type-specific gene expression in TaDa relies on studying genome-wide RNA polymerase II occupancy. To acquire such occupancy profiles, Dam was fused to the largest RNA polymerase II subunit, *ama-1/POLR2A*, which has been successfully used in TaDa experiments in *Drosophila* (Southall et al., 2013), as well as *rpb-6/POLR2F*, which participates in all RNA polymerase complexes and has been successfully used in other DamID-based approaches (Filion et al., 2010). Transgenic lines were created to allow expression of these fusions in the epidermis at low levels under the TaDa transgene configuration (Fig. 1C). Similar constructs were made with GFP (*dam:NLS-GFP*) as control (Fig. 1C), which are able to capture background levels of methylation from accessible regions of the genome, and, thus, allow assessment of the RNApol occupancy profiles against background signal (Aughey and Southall, 2016). The expression of *mCherry* in the transgene cassette was used as proxy to confirm that all single-copy transgenes drove expression in the expected cell type (Fig. S2).

The methylation capacity of the fusions was tested by extraction and amplification of methylated genomic DNA. During these experiments, we found that the *dam:ama-1* fusion failed to produce sufficient methylation (average of 1.9 million unique mappable reads per sample), whereas *dam:rpb-6* fusions produced methylation in both cell types, with an average of 17.5 million mappable reads per sample. Therefore, we decided to pursue gene expression analysis using the *rpb-6* fusions.

### RPB-6 occupancy occurs within coding sequences and reveals spatiotemporal gene expression patterns

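In targeted DamID, Dam is fused to a subunit of RNA polymerase II and methylates the adenine of GATC sites that the polymerase comes close to, in those cells in which the promoter of the transgene is active. Methylated DNA is then amplified from whole animals, so cells do not have to be isolated. The *dam:rpb-6* fusion was driven by *srf-3i1* in the seam cells, epidermal cells with stem cell-like behaviour, and by *dpy-7syn1* in the hypodermis. *dam:NLS-GFP* under the same promoter served as the control for accessible chromatin. The authors deposited values for 16 samples, which are 2 replicates of *dam:rpb-6* and 2 of *dam:NLS-GFP* for each of the 4 combinations of cell type and stage. Animals were collected 24 h after seeding at L2 and 48 h after seeding at L4, and according to the methods the L2 and L4 animals of a replicate came from the same population. The deposited values are log2 ratios without read counts, so the depth behind each score is unknown and no counting error can be given. The paper states the average number of mappable reads per *dam:rpb-6* sample, from which the depth of a single sample does not follow.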

To analyse gene expression profiles per cell type and stage, we sequenced samples from two larval stages (L2 and L4) from as few as ∼2000 individuals, and generated sequence alignment read count-normalised maps. To assess the overall binding profile, we compared the read-count scores of GATC fragments across the whole genome, which included intergenic areas with potentially lower signal levels if the RPB-6 fusions had retained their expected biological function. These comparisons showed separate clustering of *dam:rpb-6* and control samples based on Pearson correlation heat maps and principal component analysis (Fig. 2A; Fig. S3A,B). Correlation coefficient values were lower between controls compared with *dam:rpb-6* samples, likely because of the less-targeted nature of methylation in the absence of RPB-6. To evaluate the reproducibility between replicates at the level of genes that RPB-6 is expected to occupy, we also examined correlations restricted to GATC fragments that reside within protein-coding genes as well as read-count signal averaged across protein-coding genes. We found moderate-to-strong correlations between replicates based on average score per protein-coding gene (r=0.84-0.97; Fig. 2B) or per individual GATC fragment within genes (r=0.67-0.93; Fig. S3C), highlighting the reproducibility of genic signal acquisition as well as its reproducible distribution within protein-coding genes.

**Fig. 2.**
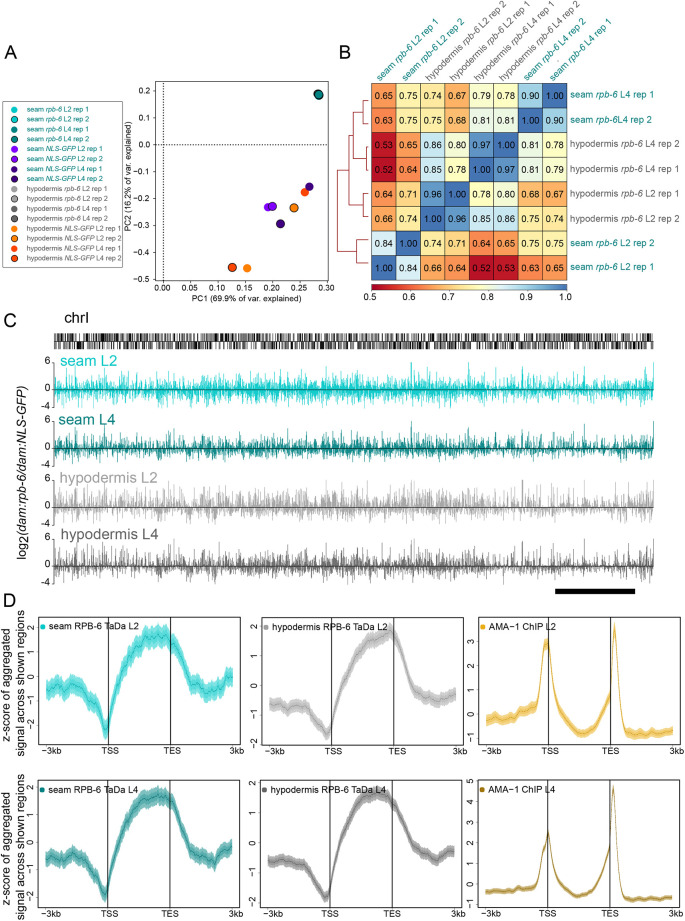
**Genome-wide RPB-6 occupancy profiles show high correlation and signal preference for gene bodies.** (A) Principal component analysis of normalised sequence-aligned read-count maps for all samples shows tight clustering of *dam:rpb-6* samples, which form a separate group from control fusion samples for both seam cells and hypodermis. (B) Summary heatmap of Pearson correlations between all *dam:rpb-6* samples based on averaged read-count normalised scores per protein-coding gene. (C) Examples of averaged signal enrichment profiles for *dam:rpb-6* occupancy across chromosome I (chrI) at the L2 and L4 stages. Locations of protein-coding genes are indicated by black vertical bars on chromosome I. (D) Aggregation plots showing either average TaDa RPB-6 signal for seam and hypodermis or the whole-animal ChIP-seq AMA-1 signal. Regions up to 3 kb upstream of the TSS to 3 kb downstream of the TES in 10 bp bins are shown. All protein-coding genes are pushed into a pseudo-length of 3 kb for the L2 and L4 samples. TaDa RPB-6 samples show increased average signal within gene sequences with preference for 3′ regions and depletion near the TSS, whereas the AMA-1 ChIP-seq signal shows peaks of increased average enrichment both over the TSS and towards the 3′ end of genes. Scale bar: 2 Mb.

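For each cell type and stage, the authors deposited 4 profiles of log2(*dam:rpb-6/dam:NLS-GFP*), covering each replicate against each control, together with their mean. Every profile held a score for each of 269057 GATC fragments of the WBcel235 assembly, and between 14.0% and 44.6% of the scores of a pairwise profile were 0. RPB-6 occupancy of a gene was calculated as the mean score of the fragments that overlap it, weighted by the overlapped length, for 19983 protein-coding genes with at least 1 fragment. A gene was called expressed when its occupancy in the averaged profile lay above that of random draws of the same number of fragments from the same profile, made with replacement, at a Benjamini-Hochberg adjusted p under 0.05. This test is one-sided, uses 50000 draws, cannot give a p under 2e-05 and compares fragments within a profile, not replicates. The spread between replicates was therefore taken from replicate 1 against control 1 and replicate 2 against control 2, which share no sample, and differences between groups were tested on these values with limma. In seam cells at L4, the profile of replicate 1 against control 1 correlated across fragments with the log2 ratio of control 2 to control 1 derived from the other profiles (r = 0.996), and not with replicate 1 against control 2 (r = -0.348). It was left out of the seam cell L4 values, which therefore rest on replicate 1 against control 2 and replicate 2 against control 1, a choice made after the scores had been seen. Across genes, which are not independent replicates, occupancy in the replicates then correlated with r = 0.309 in seam cells at L2, 0.716 in seam cells at L4, 0.803 in hypodermis at L2 and 0.772 in hypodermis at L4. With the seam cell L4 profiles as deposited, this r was -0.393. Calls and correlations without a replicate left it out of every group. They used the other replicate averaged over both controls (replicate 1 of seam cells at L4 over control 2 alone). The occupancy given for a single replicate of a gene is instead its ratio to 1 control.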

The RPB-6-occupancy TaDa signal can be calculated from stage- and promoter-matched *dam:rpb-6* and *dam:NLS-GFP* samples as normalised log_2_(*dam:rpb-6/dam:NLS-GFP*) scores per GATC fragment of the genome (see example across chromosome I in Fig. 2C). For all profiles and stages, we found consistent RPB-6 occupancy preference within genes rather than intergenic sequences at the genome-wide level (Fig. 2D). 

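Gene bodies of protein-coding genes hold 62.7% of the bases of the genome. In 8 of 8 *dam:rpb-6* samples, the mean score per base was higher within these gene bodies than outside them. The difference was 0.096 ± 0.095 (SD, n = 2) on the log2 scale in seam cells at L2, where it was about as large as the spread between replicates. It exceeded that spread in the other groups, with 0.14 ± 0.029 (SD, n = 2) in seam cells at L4, 0.17 ± 0.034 (SD, n = 2) in hypodermis at L2 and 0.15 ± 0.043 (SD, n = 2) in hypodermis at L4. With the median score per fragment in place of the mean, the difference was 0 in seam cells at both stages, 0.0059 in hypodermis at L2 and 0.014 in hypodermis at L4. In seam cells, where many scores are 0, the medians of genic and of other fragments were both 0. The median is therefore a weak measure there, and the mean per fragment differed by 0.15 at L2 and 0.21 at L4. With the seam cell L4 profiles as deposited, the difference per base in that group was 0.064.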

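Scores were averaged along the bodies of 19983 protein-coding genes, each divided into 60 bins, and over 3 kb on each side. The third of the gene body nearest the 3′ end scored higher than the third nearest the 5′ end in all 8 samples. The mean difference was 0.043 ± 0.018 (SD, n = 2) on the log2 scale in seam cells at L2, 0.061 ± 0.0074 (SD, n = 2) in seam cells at L4, 0.076 ± 0.0055 (SD, n = 2) in hypodermis at L2 and 0.070 ± 0.0036 (SD, n = 2) in hypodermis at L4, each larger than the spread between replicates. Gene by gene, the 3′ end scored higher in 47.1% of genes in seam cells at L4 and in 51.1% in hypodermis at L4, with the other groups in between. The share was 51.6% to 54.1% over the groups among genes of at least 2 kb, and 55.6% to 60.3% among genes called expressed. Genes with equal scores at both ends counted as not higher in these shares. The remaining genes therefore need not score higher at the 5′ end. The 500 bp around the TSS scored below the gene body by log2 differences of -0.052 ± 0.023 (SD, n = 2) and -0.076 ± 0.0052 (SD, n = 2) in seam cells at L2 and L4, and of -0.087 ± 0.0063 (SD, n = 2) and -0.093 ± 0.0052 (SD, n = 2) in hypodermis. Restricting the average to genes called expressed moved these values most, to between -0.57 and -0.73 for the TSS and between 0.16 and 0.28 for the 3′ end over the 5′ end. In those genes the middle of the body scored highest, with 1.83 ± 0.16 (SD, n = 2) in hypodermis at L2 against 1.68 ± 0.14 (SD, n = 2) in the third nearest the 3′ end. Against the 3 kb upstream of the gene, the 500 bp around the TSS differed by 0.55 in these genes in hypodermis at L2 and by -0.010 over all genes.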

Interestingly, RPB-6 occupancy showed a preference towards the 3′ region of genes and a depletion at the 5′ region of genes, near the transcription start site (TSS). This differs from the average AMA-1 occupancy across genes seen by ChIP-seq, which shows increased occupancy near the TSS region (Fig. 2D). The difference is unlikely to reflect method-dependent biases, because AMA-1 TaDa in *Drosophila* also showed high average occupancy of TSS and transcription end sites (TES) (Southall et al., 2013). The *C. elegans* gene coordinates used to assess average occupancy here are based on the longest transcript produced by each gene; however, up to 94% of those genes also have other isoforms (Tourasse et al., 2017). Furthermore, the average positional occupancy by isoforms of annotated gene sequences shows a preference for a 3′ location (Fig. S4A), which could contribute to the difference in localisation between RPB-6 and AMA-1 occupancy. Therefore, we tested the occupancy signal across isoforms instead of genes. All TaDa and ChIP-seq profiles exhibited approximately the same patterns of average signal enrichment (Fig. S4B), suggesting that the difference in occupancy profiles may stem from the use of RPB-6 instead of AMA-1.

To assess the potential biological relevance of the acquired occupancy signals, we focused on selected genes known to be expressed in the seam cells or hypodermis. For example, seam cell fate-promoting factors, such as *elt-1*, *egl-18* and *elt-6* (Gilleard and Mcghee, 2001; Gorrepati et al., 2013; Koh and Rothman, 2001), were found to be significantly expressed by TaDa in seam cells (Fig. 3A). Furthermore, *srf-3* and the groundhog genes *grd-13*, *grd-3* and *grd-10*, all known to be expressed in seam cells, but not hypodermis (Aspöck et al., 1999; Cao et al., 2017; Höflich et al., 2004), showed higher signal enrichment and significant occupancy in seam cells compared with hypodermis (Fig. 3A). By contrast, genes that are known to be enriched in the hypodermis, such as the transcription factor *elt-3*, the osmotic stress factor *osm-7* (Wheeler and Thomas, 2006) and the Warthog family member *wrt-8* (Aspöck et al., 1999), were enriched in hypodermal profiles (Fig. 3B). 

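*elt-1* (WBGene00001249) lies on chromosome IV from 9614995 to 9620280 of WBcel235 and overlaps 21 GATC fragments. Its log2 occupancy was 1.56 ± 0.93 (SD, n = 2) in seam cells at L2, 2.26 ± 0.20 (SD, n = 2) in seam cells at L4, 0.13 ± 0.10 (SD, n = 2) in hypodermis at L2 and -0.11 ± 0.15 (SD, n = 2) in hypodermis at L4. It was called expressed in seam cells at both stages (adjusted p = 0.0031 and 0.0016) and in hypodermis at neither. *egl-18* (WBGene00001186), on chromosome IV from 1902322 to 1917840 with 97 fragments, had an occupancy of 0.42 ± 0.25 (SD, n = 2) and 0.97 ± 0.21 (SD, n = 2) in seam cells at L2 and L4, and of 0.065 ± 0.069 (SD, n = 2) and 0.051 ± 0.21 (SD, n = 2) in hypodermis. The seam cell values passed the call (adjusted p = 0.0075 and 0.0016), but at L2 the call was lost without replicate 2, with an occupancy in replicate 1 of 0.25. *elt-6* (WBGene00001253), which follows *egl-18* on chromosome IV from 1917977 to 1921643 with 11 fragments, had an occupancy of 0.73 ± 0.24 (SD, n = 2) in seam cells at L2 and 1.51 ± 0.59 (SD, n = 2) at L4. It passed the call at L4 (adjusted p = 0.014) and not at L2 (adjusted p = 0.14, with an unadjusted p under 0.05). Between seam cells and hypodermis, limma gave *elt-1* a log2 difference of 1.43 (standard error 0.43, adjusted p = 0.38) at L2 and 2.36 (standard error 0.43, adjusted p = 0.51) at L4. For *egl-18* and *elt-6* at L4 the limma differences were 0.92 (standard error 0.18, adjusted p = 0.63) and 1.39 (standard error 0.31, adjusted p = 0.70). At L2 they were smaller, with 0.36 (standard error 0.18, adjusted p = 0.57) and 0.75 (standard error 0.31, adjusted p = 0.50). Over all 19983 genes, limma called 0 differences between the cell types at either stage, with 2073 genes at L2 and 963 at L4 at an unadjusted p under 0.05. When each replicate was averaged over both controls, except replicate 1 of seam cells at L4, which rests on control 2 alone, the values of a group shared controls and the counts were 1061 and 104. Data were simulated with 200 changed genes and a spread per gene pooled over the 4 groups. The comparison of the cell types at L2 recovered 33.5% of the changed genes at a log2 difference of 1. It recovered 84% at a difference of 2. Across genes, the SD of the difference between replicates was 0.61 in seam cells at L2 and 0.38 to 0.47 in the other groups. This recovery may therefore be overstated. Other numbers of changed genes were not simulated, and the number in the data is unknown. Differences at L2 of 3.87 for *grd-10*, 2.60 for *grd-3* and 2.48 for *grd-13* were not called in the data. Nor were those of the collagen genes *col-160* (-3.09) and *col-39* (-2.93).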

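*srf-3* (WBGene00005153) lies on chromosome IV from 12849510 to 12854408 and overlaps 9 fragments. Its log2 occupancy was 0.92 ± 0.51 (SD, n = 2) in seam cells at L2 and 0.86 ± 0.59 (SD, n = 2) at L4, against -0.26 ± 0.43 (SD, n = 2) and -0.68 ± 0.47 (SD, n = 2) in hypodermis. In seam cells it had an unadjusted p under 0.05 at both stages and did not pass the call after adjustment (adjusted p = 0.11 and 0.15). The groundhog genes lie side by side on chromosome IV between 3438312 and 3441841. In seam cells at L2, *grd-13* had an occupancy of 2.50 ± 0.61 (SD, n = 2), *grd-3* of 2.59 ± 0.82 (SD, n = 2) and *grd-10* of 2.91 ± 0.14 (SD, n = 2). At L4 the values were 3.46 ± 0.66, 3.50 ± 0.43 and 3.40 ± 0.28 (SD, n = 2), in the same order. In hypodermis the occupancy of these genes was between -0.96 for *grd-10* at L2 and 0.022 for *grd-10* at L4. All were called expressed in seam cells at both stages, with adjusted p between 0.0026 for *grd-13* and *grd-3* at L4 and 0.034 for *grd-10* at L2, and not in hypodermis. The L2 call of *grd-10*, which overlaps 3 fragments, was lost without either replicate, although its occupancy was 2.81 and 3.01 in the replicates. The limma difference between seam cells and hypodermis was largest among these genes for *grd-10* at L2 (3.87, standard error 0.35, adjusted p = 0.14) and for *grd-3* at L4 (3.51, standard error 0.41, adjusted p = 0.27). With each replicate averaged over both controls, the values of a group share controls. The adjusted p by limma was then 0.0091 and 0.017 for *grd-10* at L2 and L4, and 0.040 and 0.051 for *grd-3*. For *grd-13* it was 0.075 and 0.084.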

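*elt-3* (WBGene00001251; chromosome X from 13934874 to 13941216, 17 fragments) had a log2 occupancy of 1.84 ± 0.32 (SD, n = 2) in hypodermis at L2 and 0.71 ± 0.56 (SD, n = 2) at L4, and of 0.54 ± 0.84 (SD, n = 2) and 1.12 ± 0.57 (SD, n = 2) in seam cells. It was called expressed in hypodermis at both stages (adjusted p = 0.0013 and 0.036) and in seam cells at L4 (adjusted p = 0.011). The hypodermal L4 call was lost without replicate 1, the occupancy in replicate 2 being 0.32, and a seam cell call at L2 was gained without replicate 1, with 1.14 in replicate 2. With limma, seam cells differed from hypodermis by -1.29 (standard error 0.53, adjusted p = 0.50) at L2 and by 0.41 (standard error 0.53, adjusted p = 1) at L4, where the difference was within the spread between replicates. *osm-7* (WBGene00003887; chromosome III from 13576182 to 13580662, 12 fragments) reached 1.59 ± 0.036 (SD, n = 2) and 1.38 ± 0.21 (SD, n = 2) in hypodermis at L2 and L4, against 0.30 ± 0.022 (SD, n = 2) and 0.46 ± 0.75 (SD, n = 2) in seam cells. It was called in hypodermis alone (adjusted p = 0.0061 at L2 and 0.0074 at L4). *wrt-8* (WBGene00006954; chromosome V from 15342054 to 15344581, 10 fragments) had 1.03 ± 0.81 (SD, n = 2) and 1.22 ± 1.09 (SD, n = 2) in hypodermis, with a spread between replicates close to the mean, and 0.43 ± 0.62 (SD, n = 2) and 0.21 ± 0.48 (SD, n = 2) in seam cells. In hypodermis it passed the call at L4 (adjusted p = 0.015) and not at L2 (adjusted p = 0.071, with an unadjusted p under 0.05). The L4 call was lost without replicate 1, with an occupancy of 0.45 in replicate 2, and a call at L2 was gained without replicate 2, with 1.60 in replicate 1.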

Other factors, such as *nhr-25*, which is known to be expressed in both tissues (Gissendanner and Sluder, 2000), showed signal enrichment and significant occupancy in all profiles (Fig. 3B). 

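*nhr-25* (WBGene00003623) lies on chromosome X from 13008493 to 13013964 and overlaps 22 fragments. Its log2 occupancy was 1.91 ± 0.35 (SD, n = 2) in seam cells at L2, 1.56 ± 0.69 (SD, n = 2) in seam cells at L4, 2.18 ± 0.083 (SD, n = 2) in hypodermis at L2 and 1.32 ± 0.17 (SD, n = 2) in hypodermis at L4. It was called expressed in every group (adjusted p between 0.0012 and 0.0031), and each call held without either replicate.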

Finally, the seam cell-expressed terminal differentiation fusogen *aff-1*, which mediates the fusion of seam cells into a single syncytium at the late L4 stage (Sapir et al., 2007), was significantly occupied by RPB-6 at the L4 stage, but not at L2 (Fig. 3C). Similarly, the collagen gene *col-19*, which is primarily expressed in the early adult hypodermis (Liu et al., 1995), was found to show strong signal enrichment at the L4 stage (Fig. 3C). These results indicate that TaDa can be used to resolve spatiotemporal patterns of gene expression in *C. elegans*.

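*aff-1* (WBGene00016625) lies on chromosome II from 6860582 to 6863752 and overlaps 6 fragments. In seam cells its log2 occupancy was 0.21 ± 0.40 (SD, n = 2) at L2 and 0.93 ± 0.022 (SD, n = 2) at L4. The rise between the stages was 0.72 by limma (standard error 0.20, adjusted p = 0.44). At L4 it had an unadjusted p under 0.05 and did not pass the call after adjustment (adjusted p = 0.24), and at L2 it reached neither (adjusted p = 0.94). In hypodermis the occupancy was -0.23 ± 0.13 (SD, n = 2) at L2 and -0.10 ± 0.12 (SD, n = 2) at L4.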

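*col-19* (WBGene00000608) lies on chromosome X from 421707 to 422691 and overlaps 4 fragments. In hypodermis its log2 occupancy was -0.013 ± 0.059 (SD, n = 2) at L2 and 1.21 ± 1.11 (SD, n = 2) at L4, and in seam cells 0.090 ± 0.18 (SD, n = 2) and 1.09 ± 0.75 (SD, n = 2). The rise from L2 to L4 was 1.22 in hypodermis (limma, standard error 0.59, adjusted p = 1) and 1.00 in seam cells (limma, standard error 0.59, adjusted p = 0.70). At L4 it had an unadjusted p under 0.05 in both cell types, and neither value passed the call after adjustment (adjusted p = 0.14 and 0.27). The paper reads the signal over genes with known expression as a sign that TaDa can be used to resolve where and when genes are expressed.

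**Figure D1:**
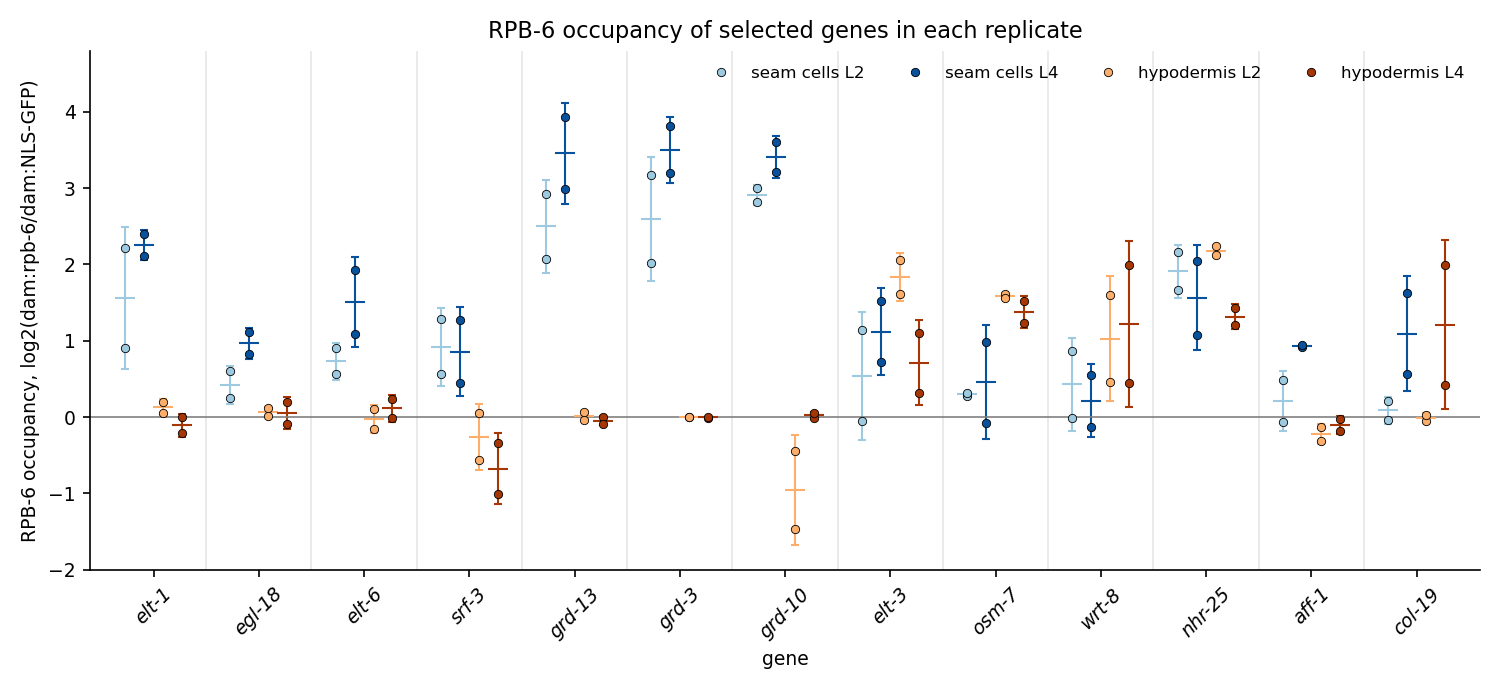
RPB-6 occupancy, as log2(*dam:rpb-6/dam:NLS-GFP*), of each selected gene on the horizontal axis, with a point for each of the 2 replicates of a cell type and stage, the mean as a horizontal line and the SD as bars. Replicates of *grd-10* lie close together in seam cells at L2 (2.81 and 3.01), and those of *wrt-8* lie far apart in hypodermis at L4 (1.99 and 0.45).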

**Fig. 3.**
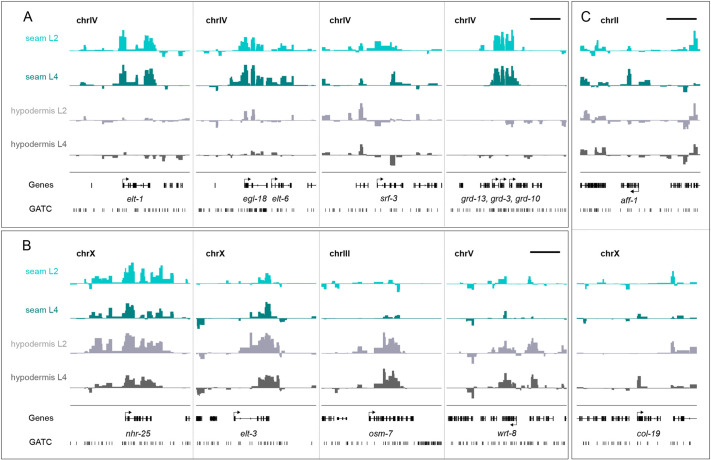
**Signal enrichment across genes with known cell-type specificity.** (A-C) Examples of the signal enrichment profiles over genes showing statistically significant RPB-6 occupancy (FDR<0.05). (A) *elt-1*, *egl-18/elt-6*, *srf-3*, and *grd13/grd-3/grd-10* show expression in seam cells. (B) *elt-3*, *osm-7* and *wrt-8* show expression mostly in hypodermis and *nhr-25* in both cell types. (C) Expression of *aff-1* and *col-19* is higher at L4, consistent with the temporal regulation of these genes. *y*-axes represent normalised log_2_*(dam:rpb-6*/*dam:NLS-GFP)* scores (data range: −2–4). Genes and GATC sites are shown in black. Scale bars: 5 kb.

### TaDa-identified genes match epidermally expressed genes and relate to epidermal tissue functions

To convert genome-wide TaDa signal into gene expression information, we performed gene calling to calculate an average RPB-6 occupancy value for every protein-coding gene. Given that higher frequency of transcription may produce more methylation on average, we reasoned that average occupancy values could reveal the levels of gene expression. 

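Occupancy in the averaged profiles was compared across the 19983 protein-coding genes, which are not independent replicates, so no p is given. Pearson's r was 0.649 between L2 and L4 in seam cells, 0.847 between L2 and L4 in hypodermis, 0.613 between seam cells and hypodermis at L2, and 0.796 between them at L4. Spearman's correlation of the same pairs was 0.474, 0.755, 0.433 and 0.677. Both comparisons with seam cells at L2 weakened when replicate 2 was left out of both profiles compared. Then r fell from 0.649 to 0.403 against seam cells at L4 and from 0.613 to 0.356 against hypodermis at L2. Leaving it out of seam cells at L2 alone was not tested. Among genes with at least 5 fragments, the cuticle collagen gene *dpy-13* had the highest occupancy in all 4 profiles, from 5.46 ± 1.05 (SD, n = 2) on the log2 scale in seam cells at L2 to 7.90 ± 0.099 (SD, n = 2) in seam cells at L4. The seam cell L4 value depends on the profile left out. In the authors' lists, which rest on all deposited profiles, it was 5.91, below 6.17 and 6.57 in hypodermis at L2 and L4.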

A moderate-to-strong positive correlation was observed when comparing TaDa expression values across stages and cell types (Fig. 4A), which indicates some similarity across the TaDa-identified transcriptomes at a quantitative level. Quantitative datasets have been produced for seam cells and hypodermis by combinatorial barcoding and single-cell transcriptome clustering at the L2 stage (Cao et al., 2017). Interestingly, gene ranking by TaDa based on RPB-6 occupancy for all cell types and stages broadly aligned with the ranking of these genes based on cell type-matched sci-RNA-seq expression values (Fig. 4B).

**Fig. 4.**
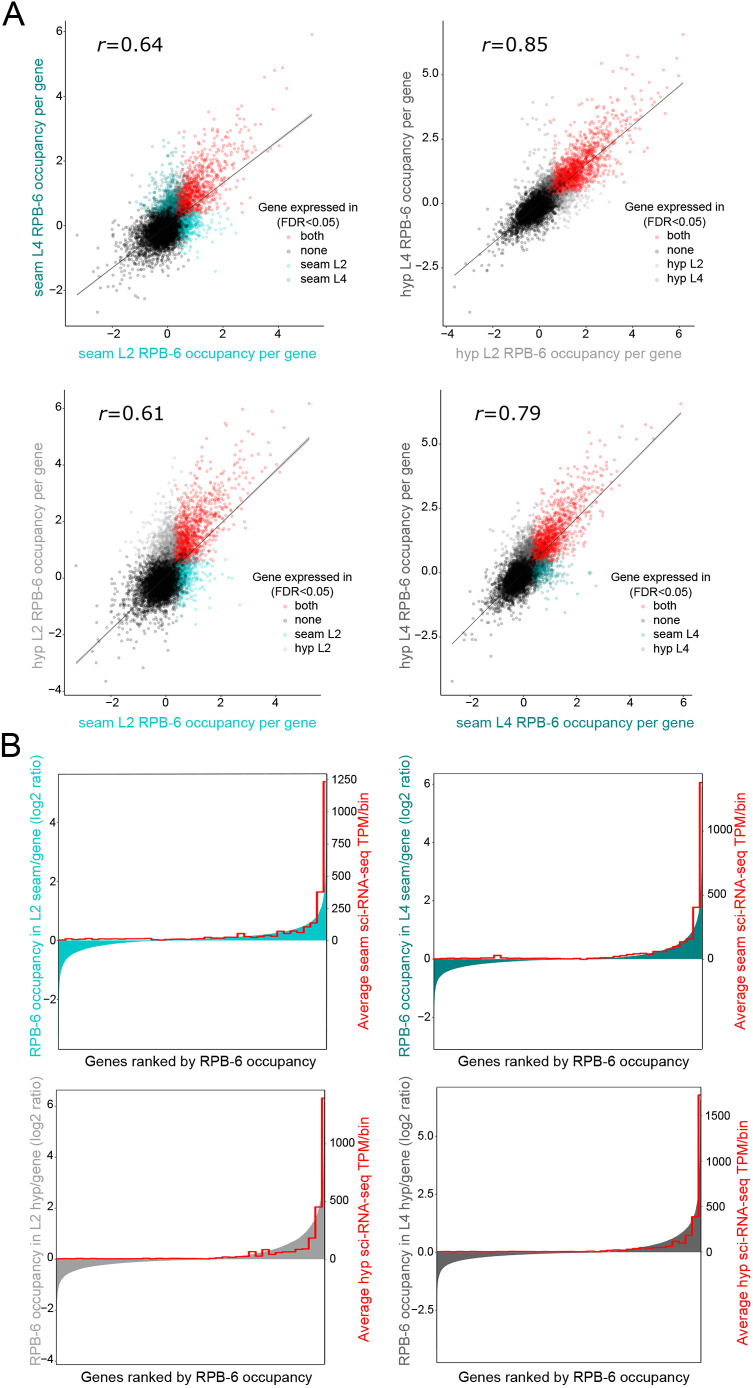
**Quantitative assessment of discovered transcriptomes.** (A) Correlation scatterplots between cell types and developmental stages of TaDa RPB-6-occupancy values per gene across all protein-coding genes. Dots correspond to individual genes and are coloured based on the sample in which they were expressed (FDR<0.05) as indicated. The Pearson's correlation coefficient *r* for each comparison is also shown. (B) Comparison of TaDa RPB-6-occupancy values for all cell types and developmental stages with cell type-matched sci-RNA-seq expression values (Cao et al., 2017). Protein-coding genes are ranked on the *x*-axis from left to right based on their RPB-6-occupancy value shown on the left *y*-axis. This ranking is compared with the averaged sci-RNA-seq expression value in bins of 500 genes shown on the right *y*-axis. The ranking is similar between TaDa and superimposed sci-RNA-seq expression levels.

Expressed genes per cell type and developmental stage were identified based on statistically significant RPB-6 occupancy across their sequence. This analysis revealed 2227 genes at the L2 and 2446 genes at the L4 stage for seam cells, and 2756 genes at the L2 stage and 2681 genes at the L4 stage for hypodermis (Fig. 5A,B; Table S1). 

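Among 19983 protein-coding genes, 573 were called expressed in seam cells at L2 and 948 at L4, and 1220 in hypodermis at L2 and 1162 at L4. Against 200 rotated copies of the profile, whose windows also hold expressed genes, 0 genes were called in any group and between 773 and 989 had an unadjusted p under 0.05. Against the random draws, the counts at an unadjusted p under 0.05 were 2189 and 2517 in seam cells and 2755 and 2731 in hypodermis, where chance alone gives 999. With all 4 seam cell L4 profiles as deposited, 881 genes were called in seam cells at L4, of which 855 were among the 948. The seam cell L2 count depended on single replicates, with 300 genes without replicate 2 and 789 without replicate 1. Of the genes called, between 98.8% and 99.5% per group are also in the authors' deposited list for that group. In simulated profiles with correlated neighbouring fragments and no expressed gene, at most 48 genes passed the adjusted call in any of 10 draws per profile, while between 1676 and 2050 had an unadjusted p under 0.05. Neighbouring fragments were less correlated in these profiles (r from 0.629 to 0.746) than in the real profiles (r from 0.705 to 0.809). With the correlation raised to the real one, a setting added after that result, at most 165 genes passed and between 1752 and 2109 had an unadjusted p under 0.05. In a copy of each profile with its scores shuffled among fragments and 200 genes raised by 2 on the log2 scale, the call recovered 0 of them. In settings added after that result, it recovered between 95.5% and 98.5% of 200 genes raised by 4, and between 27% and 68.8% of 1000 genes raised by 2.

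**Figure D2:**
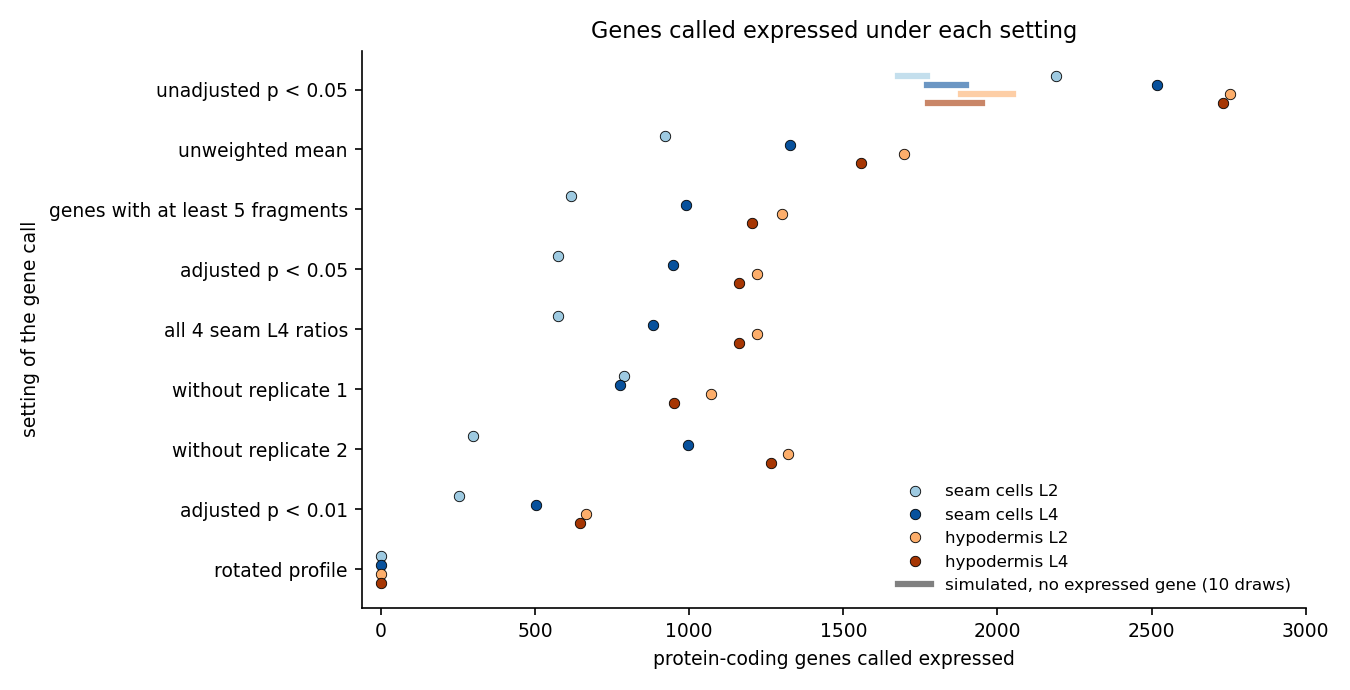
Number of protein-coding genes called expressed, on the horizontal axis, under each setting of the call, with a point for each cell type and stage. Bars give the range over 10 simulated profiles without an expressed gene and with less correlated fragments than the real profiles, from 1676 to 2050 genes at an unadjusted p under 0.05, below the observed 2189 to 2755.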

In both cases, there was significant overlap in the gene sets between stages (Fig. 5A,B). 

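In seam cells, 412 genes were called at both stages, against 27.2 expected if the sets were independent, a 15.2-fold excess (one-sided Fisher's exact test among 19983 genes, log10 of p = -445). They made up 71.9% of the genes called at L2 and 43.5% of those called at L4. In hypodermis, 882 genes were called at both stages, against 70.9 expected, a 12.4-fold excess (log10 of p = -982 by the same test), and made up 72.3% and 75.9% of the L2 and L4 sets. Without replicate 2, the genes shared between stages in seam cells fell from 412 to 196. Genes are not independent of one another, so these p-values overstate the evidence.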

To test whether TaDa identification of expressed genes is subject to bias, we investigated how expressed and nonexpressed genes may differ in their GATC numbers and gene length. We found that expressed genes were longer and had more GATCs, which is not surprising given the reliance of this method on available GATC sequences (Fig. S5A). However, the same tendency was seen when gene expression was determined based on sci-RNA-seq (Fig. S5B). This analysis also revealed that TaDa-identified genes showed higher expression based on RNA-seq (Fig. S5A) and that genes shown to be highly expressed by sci-RNA-seq showed higher TaDa expression values (Fig. S5B).

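Genes called expressed in seam cells at L2 had a median length of 3850 bp, against 1995 bp for the other genes tested, and a median of 16 GATC sites against 6. The 2-sided Kolmogorov-Smirnov test (n = 573 called and n = 19410 other genes) gave D = 0.299 for length, p = 1.3e-44, and D = 0.427 for GATC sites, p = 1.5e-92. In seam cells at L4 the medians were 3623.5 bp against 1980 bp and 15 sites against 6 (D = 0.277 and 0.410). In hypodermis they were 3337 bp against 1974 bp at L2 and 3381.5 bp against 1978 bp at L4, with 14 sites against 6 at both stages (D between 0.239 and 0.389). Among the alternatives, the authors' deposited lists lowered the difference most, to medians of 2705 bp against 1964 bp and 10 sites against 6 in seam cells at L2 (D = 0.158 and 0.261). Restricting the test to the 14528 genes with at least 5 fragments left medians of 3934.5 bp against 2618 bp and 16.5 sites against 8 in that group (D = 0.211 and 0.345), and 3398.5 bp against 2604 bp and 14 sites against 8 in hypodermis at L2 (D = 0.141 and 0.291).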

**Fig. 5.**
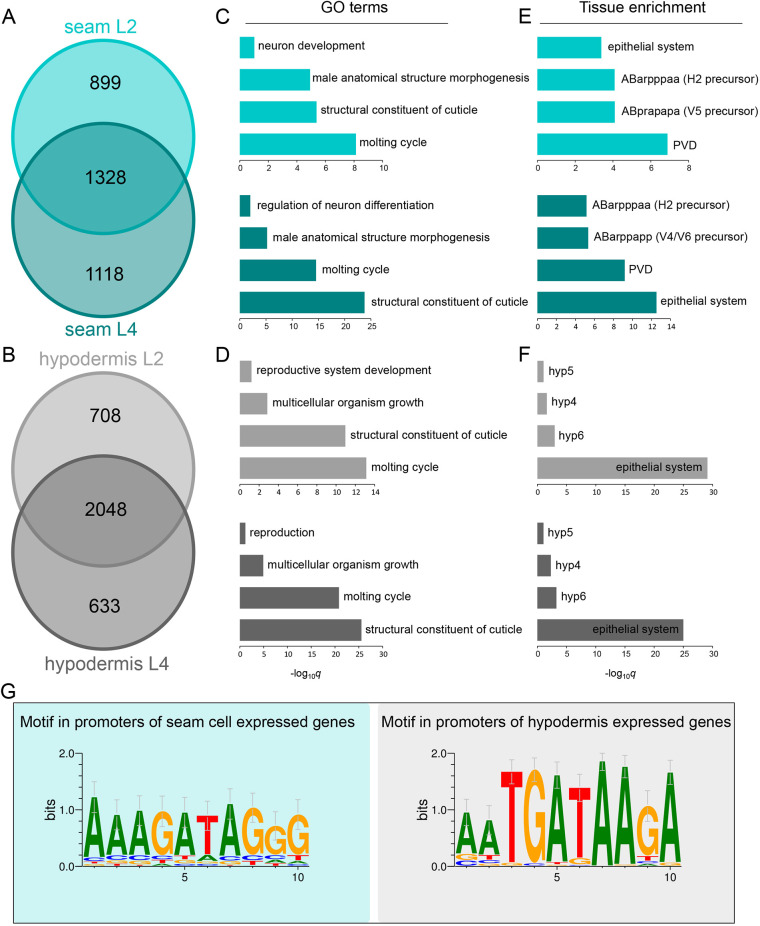
**TaDa-identified sets of expressed genes for seam cells and hypodermis are enriched for relevant GO terms and tissues.** (A,B) Venn diagram of sets of genes found to be expressed in seam (A) or hypodermis (B) by TaDa based on significant RPB-6 occupancy at L2 and L4 stages. (C,D) Plots of selected significantly enriched GO terms for seam (C) and hypodermis (D) for the L2 (top) and L4 (bottom) gene sets. (E,F) Plots of selected over-represented tissues with expression patterns significantly enriched for similarity to seam (E) or hypodermis (F) gene sets at the L2 (top) and L4 (bottom) stage. (G) *De novo*-identified motifs enriched in the sequences up to 2 kb upstream of the TSS of genes in the intersection between genes expressed at L2 and L4 for seam (left) and hypodermis (right). These motifs were found enriched only in the cell type for which they are presented.

To assess the potential biological relevance of these gene sets, we pursued first Gene Ontology (GO) and tissue enrichment analysis. Both cell types were enriched for terms pertaining to the synthesis of the cuticle and moulting (Page, 2007) (Fig. 5C,D). 

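As gene families stand in here for the GO terms, called genes were counted among families recognised by their symbols. Of 156 *col* genes, which encode cuticle collagens, 15 were called in seam cells at L2, 45 in seam cells at L4, 36 in hypodermis at L2 and 65 in hypodermis at L4. The odds ratio over other genes was 3.67, 8.50, 4.72 and 12.2 in the same order, with adjusted p between 7.4e-38 and 8.1e-05 (Fisher's exact test, Benjamini-Hochberg adjusted over 20 tests of 5 families in 4 groups). Of 59 hedgehog-related genes, 8, 14, 13 and 16 were called in that order, with odds ratios between 4.38 and 6.33 and adjusted p of at most 4.4e-04. Nuclear hormone receptor genes (269 *nhr* genes) were not enriched, with odds ratios between 0.888 and 1.45 and adjusted p of at least 0.24. With the authors' deposited lists in place of the calls, *nhr* genes were enriched in hypodermis at L2 (odds ratio 1.74, adjusted p = 7.1e-04). Families that the paper does not discuss served for comparison. Of 583 chemoreceptor genes of the *srh*, *str*, *sri* and *srw* families, 0 were called in seam cells and 1 at each stage in hypodermis, and of 31 *msp* genes, which encode major sperm proteins, 0 were called in any group.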

The seam cell gene sets showed significant enrichment for neuronal GO terms, which are related to this cell type because some seam cell daughters generate neural precursors (Chisholm and Hsiao, 2012; Sulston and Horvitz, 1977) (Fig. 5C). The seam cells also give rise to sensory rays of the male tail (Sulston et al., 1980), which may be reflected by the significantly enriched term ‘male anatomical structure morphogenesis’. Likewise, the gene sets from the hypodermal *dpy-7syn1* expression domain showed enrichment for the term ‘multicellular organism growth’, which is consistent with the fact that the syncytial hypodermis is a major driver of growth in *C. elegans* (Chisholm and Hsiao, 2012) (Fig. 5D). Similarly, when assessing enrichment for tissues with known expression profiles by a tissue enrichment analysis, the ‘epithelial system’ was found to be significantly enriched for all gene sets (Chisholm and Hsiao, 2012) (Fig. 5E,F). For tissue over-representation terms, the ‘PVD’ neuron, which arises from the V5 seam cell, was found to be significantly enriched in the seam cell gene sets, along with the seam cell precursor cells ‘ABarpppaa’, ‘ABprapapa’ and ‘ABarppapp’, and ‘hyp4’, ‘hyp5’ and ‘hyp6’ in the case of hypodermis (Fig. 5E,F).

To search for putative motifs driving the expression of enriched genes, we used a region 2 kb upstream of the TSS of genes found in the intersections between the L2 and L4 profiles. 

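Genes called at both stages were compared with all other genes tested for a TGATAA on either strand within 2 kb upstream of the gene start. In hypodermis, 88.4% of 882 genes had the motif, against 86.4% of the other genes, an odds ratio of 1.21 (2-sided Fisher's exact test, p = 0.087). In seam cells, 88.1% of 412 genes had it, an odds ratio of 1.16 (p = 0.34, Fisher's exact test). Ranked by odds ratio among all 2080 words of 6 bases, with reverse complements merged, TGATAA was at rank 346 in hypodermis and 695 in seam cells. The region searched changed the hypodermal result, since within 1 kb upstream 70.7% of genes against 65.8% had the motif (odds ratio 1.26, p = 0.0025 by Fisher's exact test) and within 500 bp 49.0% against 43.4% (odds ratio 1.25, p = 0.0012). Within those regions the seam cell odds ratios were 1.07 and 1.04 (Fisher's exact test, p = 0.56 and 0.69). A test within 2 kb by 10 groups of genes with a similar share of A and T was chosen after the results were seen. It gave odds ratios of 1.28 (95% confidence interval 1.04 to 1.58) in hypodermis and 1.30 (0.96 to 1.76) in seam cells. Whether the odds ratios differ between the cell types was not tested.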

Interestingly, a TGATAA motif was found to be significantly enriched in the hypodermal gene sets, which shows similarity to the binding motif for the hypodermal transcription factor ELT-3 (*P*=5.81×10^−6^) (Fig. 5G). For the seam cell datasets, we found an AGATAG motif (Fig. 5G), similar to that of the ELT-1-related human GATA2 factor (*P*=7.44×10^−4^). 

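Of the 412 genes called at both stages in seam cells, 51.9% had an AGATAG on either strand within 2 kb upstream, against 41.8% of other genes, an odds ratio of 1.5 (2-sided Fisher's exact test, p = 5.2e-05). Of the 882 genes called at both stages in hypodermis, 50.0% had it, against 41.7% of other genes, an odds ratio of 1.4 (Fisher's exact test, p = 1.2e-06). The sets share 356 genes, so the enrichments in the 2 cell types are not independent. The motif ranked 139 in seam cells and 92 in hypodermis among the 2080 words. Against genes matched on their number of fragments the odds ratios were 1.59 and 1.46 (Fisher's exact test, p = 0.0013 and 1.1e-04). Whether the odds ratios differ between the cell types was not tested. The highest odds ratios belonged to AAAAAG in seam cells (7.29) and CAAAAA in hypodermis (3.19).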

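The first intron of *srf-3a* holds an AGATAG on the minus strand at 12850104 to 12850109 of chromosome IV, where the reference sequence around it on the plus strand reads TTCTGATCAACTATCTCCTTTTTTCT. Within 5 kb upstream of the start of *lin-22*, which lies on chromosome IV from 3019738 to 3023304, the motif occurs on the minus strand at 3014833 to 3014838, which is 4899 bp upstream. The plus strand there reads CTCGTGTCAACTATCTCTGCGTCTCT. Upstream of *srf-3* the motif also occurs at distances of 1297, 2920 and 3093 bp from the gene start.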

Notably, an AGATAG motif is found in the intron 1 of *srf-3*a as well as in the promoter region of *lin-22* and, when deleted, seam cell expression of *lin-22* is decreased (Katsanos et al., 2017). Taken together, the GO term enrichment and motif enrichment analyses suggest that the expression profiles acquired by TaDa represent genes transcribed in the epidermis.

### TaDa-determined gene lists show extensive overlap with other published datasets

We first compared the TaDa-acquired gene lists for seam cells and hypodermis to datasets derived from tissue-specific nuclear RNA experiments (Serizay et al., 2020). We found that our TaDa datasets contained ubiquitously expressed and epidermal genes, as expected (Fig. S6A). Therefore, we compared our data against transcriptomes for epidermal cell types derived via other methods, such as sci-RNA-seq and PAT-seq. In PAT-seq, epidermal tissue specificity was achieved by mRNA tagging via expression of a poly(A)-binding protein under a seam cell (*grd-10* in this case) or hypodermal (*dpy-7*) promoter (Blazie et al., 2017). All gene-set intersections for seam cells across methods were highly significant (*P*≤2.2×10^−162^ with a Fisher's exact test), with 72.4% of the TaDa-defined seam cell genes at L2 and 79% of the L4 genes being present in the sci-RNA-seq dataset (Fig. S6B). The overlaps with PAT-seq were smaller (33.8% for L2 and 33.9% for L4), but also significant (Fig. S6B). Similar observations were made upon comparing the hypodermal datasets, with 76.1% and 79.2% of TaDa genes overlapping with sci-RNA-seq and 67.4% and 71.3% overlapping with PAT-seq for the L2 and L4 gene-sets, respectively (Fig. S6C). Based on this considerable agreement, we present here detailed datasets for genes expressed in seam cells and hypodermis, as supported by TaDa alone or in combination with sci-RNA-seq and PAT-seq (Table S1).

Sci-RNA-seq and PAT-seq are thought to be quantitative methods that can reveal levels of expression for each transcript. Therefore, we examined correlations between sci-RNA-seq or PAT-seq and TaDa expression values. The assessment was performed for both seam cells and hypodermis using the L2 datasets, which were stage matched to the sci-RNA-seq datasets. Interestingly, all comparisons showed a statistically significant correlation with a weak positive association (Pearson's correlation test: *P*<0.05 for all; Fig. S6D). Therefore, it is interesting that expression levels from these methods tend to align, despite the overall differences in what these techniques measure.

### TaDa identifies new transcription factors and chromatin regulators acting in seam cell development

Next, we compared the TaDa-identified genes across cell types by performing multiple intersections. 

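Over the 4 profiles, 1757 genes were called in at least 1, and 356 were called in seam cells and hypodermis at both L2 and L4. If the sets were independent, 0.0965 genes would be expected in all 4. The shared genes made up between 29.2% of the genes called in hypodermis at L2 and 62.1% of those called in seam cells at L2. Without replicate 2, 172 genes were shared by all 4 profiles, and the genes called in all groups but seam cells at L2 formed a larger subset. At an unadjusted p under 0.05, 1058 genes were shared, between 38.4% and 48.3% of the sets.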

Interestingly, the largest subset was the overlap between all gene sets (1035 genes) with 37.5-46.4% of genes from each set present in the overlap (Fig. S7A). 

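The sets called in different cell types overlapped by 450 genes between seam cells and hypodermis at L2 and by 704 at L4. Between the stages, seam cells at L2 shared 444 genes with hypodermis at L4, and seam cells at L4 shared 646 with hypodermis at L2. Each overlap was between 11.2-fold and 13.3-fold the number expected, and the log10 of p was at most -460 (1-sided Fisher's exact test over 6 pairs of sets). The overlaps of seam cells at L2 with hypodermis at L2 and L4 fell to 215 and 197 without replicate 2. They were 478 and 471 without replicate 1.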

All pairwise and higher-order overlaps of gene sets across cell types and developmental stages were significant (Fig. S7B). Based on all intersections between TaDa expression profiles, we identified a set of genes putatively expressed in the seam cells, but not the hypodermis, and vice versa. 

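At an adjusted p under 0.05, 257 genes were called in seam cells at either stage and at neither stage in hypodermis, and 648 were called in hypodermis alone. The seam cell number was 406 without replicate 1, and 1036 at an unadjusted p under 0.05. Of the genes called in a single cell type, 24 were called at both stages in seam cells and 234 at both stages in hypodermis. Of these 258 genes, 200 (77.5%) had an unadjusted p under 0.05 at a stage in the other cell type, where the share of all genes was 16.8% in seam cells and 16.9% in hypodermis. With limma, 0 of the 258 genes differed between the cell types, and 152 had an unadjusted p under 0.05. The set of 258 depended on single replicates. Without replicate 1, the genes called at both stages in a single cell type were 58 in seam cells and 183 in hypodermis. Without replicate 2 they were 15 and 308.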

Notably, these TaDa gene sets were enriched for genes identified as being specifically expressed in the same cell type using sci-RNA-seq (Fig. S7C,D).

We argued that the seam cell list may contain factors that play a role in seam cell development; thus, we decided to compare this list against a list of known transcription and chromatin factors in *C. elegans* and to test the function of selected candidates (Table S2). We found 58 transcription factors in the overlap, including well-known transcription factors expressed in seam cells, including *elt-1*, *ceh-16*, *egl-18*, *elt-6* and *nhr-73* (Cassata et al., 2005; Koh and Rothman, 2001; Miyabayashi et al., 1999; Gorrepati et al., 2013; Huang et al., 2009; Smith et al., 2005). 

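*ceh-16* (WBGene00000439), on chromosome III from 8622735 to 8626314 with 10 fragments, had a log2 occupancy of 0.61 ± 0.18 (SD, n = 2) in seam cells at L2 and 0.34 ± 0.11 (SD, n = 2) at L4, and of -0.012 ± 0.018 (SD, n = 2) and -0.093 ± 0.031 (SD, n = 2) in hypodermis. At L2 it had an unadjusted p under 0.05 and did not pass the call after adjustment (adjusted p = 0.26), and at L4 it reached neither (adjusted p = 0.60). The difference from hypodermis at L2 was 0.63 (limma, standard error 0.11, adjusted p = 0.21). With each replicate averaged over both controls, where the values of a group share controls, it was 0.54 (limma, adjusted p = 0.049). *nhr-73* (WBGene00003663), on chromosome I from 11433671 to 11436018 with 9 fragments, had 0.46 ± 0.47 (SD, n = 2) and 0.74 ± 0.26 (SD, n = 2) in seam cells, against -0.0072 ± 0.026 (SD, n = 2) and -0.026 ± 0.030 (SD, n = 2) in hypodermis. In seam cells it had an unadjusted p under 0.05 at both stages, and passed the call at neither (adjusted p = 0.45 and 0.20).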

We selected a subset for which there was no prior evidence for a function in seam cell development to perform a small-scale RNAi screen using terminal seam cell number as the phenotypic readout, which reflects the fidelity of developmental patterning. Interestingly, two out of nine RNAi treatments were found to have a significant effect on seam cell number (Fig. 6A). The most striking was the knockdown of the E2F transcription factor *efl-3*, which caused a significant increase in average seam cell number from 16.07 in the control to 18 in the RNAi-treated animals (*P*<0.0001 with a one-way ANOVA) (Fig. 6A). To confirm whether *efl-3* is expressed in seam cells, we studied its expression pattern by smFISH. We found evidence for expression in seam cells, with stronger expression in V lineage cells (Fig. 6B,C). This observation validates *efl-3* as a seam cell-expressed regulator influencing epidermal development.

**Fig. 6.**
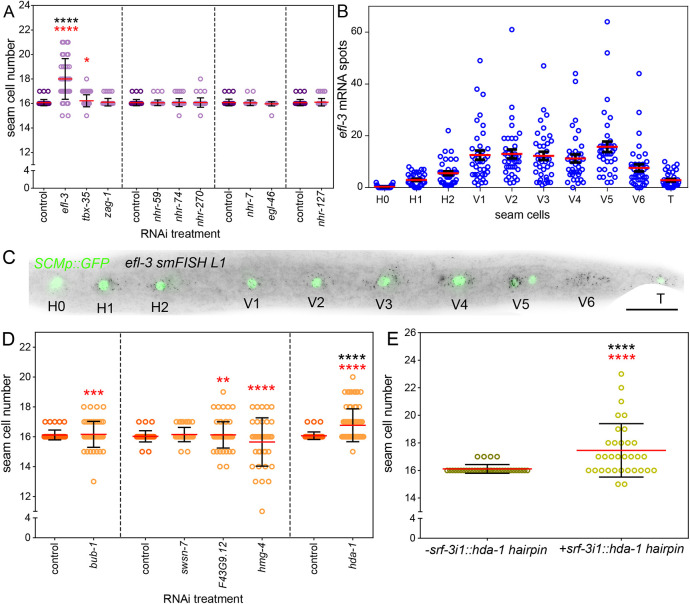
**TaDa identifies new regulators of seam cell patterning.** (A) Quantification of seam cell number in the late L4 stage of RNAi-treated animals carrying the seam cell marker *SCMp::GFP* (34≤*n*≤59 animals per treatment). (B) Quantification of *efl-3* smFISH mRNA spots per seam cell of late L1 animals (*n*=38). (C) Representative smFISH from three independent experiments in wild type at the late L1 stage, showing *efl-3* expression (black spots) in seam cells marked by *SCMp::GFP*. (D) Quantification of seam cell number in post-embryonic RNAi treatments for the chromatin factors indicated on the *x*-axis in late L4 stage animals carrying the *SCMp::GFP* reporter (36≤*n*≤73). (E) Expression of an *hda-1* hairpin in the seam cells (*n*=33) increases seam cell number compared with controls, which do not carry the hairpin (*n*=36). In A and D, sets of treatments performed on the same day are grouped by dashed lines. In A, B, D and E, the red line indicates the mean. Error bars represent s.d. in A, D and E, and s.e.m. in B. Seam cell scorings were repeated at least twice. Black asterisks indicate statistically significant differences to the mean with either a one-way ANOVA and a Dunnett's post-hoc (A,D) or a two-tailed *t*-test (E). Red asterisks indicate statistically significant differences in variance with a Levene's median test. In all cases, *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. Scale bar: 20 μm.

Within the set of 1090 seam cell genes, we found 35 putative chromatin factors (Table S2), a subset of which was also targeted by RNAi. 

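The genes of Table S6, which were targeted by RNAi, number 21. In seam cells, 2 were called expressed at L2 and 6 at L4, and in hypodermis 0 at either stage. At an unadjusted p under 0.05 the numbers were 21 and 12 in seam cells, and 2 and 1 in hypodermis. The median log2 occupancy of the list was 0.50 in seam cells at L2 and 0.65 at L4, against 0.049 and 0.038 in hypodermis. Since the paper chose these genes from the same profiles, their occupancy is not independent evidence. The genes called in seam cells and not in hypodermis were *baz-2*, *chd-3*, *efl-3*, *nhr-270*, *nhr-74* and *swsn-7*. Among them, *efl-3* (chromosome II from 8412671 to 8416857, 15 fragments) had an occupancy of 0.98 ± 0.23 (SD, n = 2) and 1.01 ± 0.19 (SD, n = 2) in seam cells at L2 and L4, against -0.17 ± 0.42 (SD, n = 2) and -0.40 ± 0.13 (SD, n = 2) in hypodermis. Its adjusted p was 0.030 and 0.028 in seam cells, and the call was lost without either replicate at L2 and without replicate 2 at L4, where occupancy in replicate 1 was 0.87. By limma, its difference from hypodermis was 1.16 at L2 (standard error 0.24, adjusted p = 0.26) and 1.41 at L4 (standard error 0.24, adjusted p = 0.47). With each replicate averaged over both controls, the adjusted p by limma passed 0.05, with 0.0071 at L2 and 0.012 at L4. The values of a group then share controls, which gave at least 1006 calls per contrast in groups simulated without a difference.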

Among the targeted factors, the kinetochore-binding factor *bub-1* was included as a control because of its known functions in multiple embryonic and post-embryonic lineages, including seam cells (Wang et al., 2009). 

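Of *bub-1*, *hmg-11*, *hmg-1.1*, *hmg-4*, *chd-1*, *chd-3*, *hda-1* and *swsn-7*, *swsn-7* and *chd-3* were called expressed in seam cells. *swsn-7* (chromosome II from 8022632 to 8027763, 16 fragments) had a log2 occupancy of 0.81 ± 0.18 (SD, n = 2) at L2 and 0.93 ± 0.25 (SD, n = 2) at L4, against 0.41 ± 0.34 (SD, n = 2) and 0.23 ± 0.46 (SD, n = 2) in hypodermis. It passed the call at both stages (adjusted p = 0.047 and 0.028), which it lost without either replicate at L2 and without replicate 2 at L4, with 0.75 in replicate 1. *chd-3* (chromosome X from 12846439 to 12852601, 29 fragments) had 0.37 ± 0.80 (SD, n = 2) and 0.86 ± 0.43 (SD, n = 2) in seam cells. It was called at L4 (adjusted p = 0.0077), but not without replicate 1, with an occupancy of 0.55 in replicate 2, and at L2 a call was gained without replicate 1, with 0.94 in replicate 2. The other factors in this list were not called in any group. In seam cells at L2 their occupancy lay between 0.39 for *chd-1* and 1.53 for *hmg-11*, which scored -0.037 in replicate 1 and 3.09 in replicate 2 and was called without replicate 1. At that stage all of them had an unadjusted p under 0.05 and an adjusted p between 0.100 and 0.39. In hypodermis an unadjusted p under 0.05 was reached by *swsn-7* and *chd-1* at L2 and by *hmg-11* at L4.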

Other factors included high mobility group factors (*hmg-11*, *hmg-1.1* and *hmg-4*), chromodomain helicases (*chd-1* and *chd-3*) and a histone deacetylase (*hda-1*), as well as the SWI/SNF chromatin remodelling complex factor *swsn-7*. The screen was initially attempted with onset of RNAi treatment at the L4 stage of the previous generation to the one that was scored, allowing for likely depletion of maternal deposition of the targeted genes. We did not find any significant change in the mean seam cell number or variance in the population (Fig. S8). However, for some treatments (*bub-1*, *hda-1*, *hmg-4*, *swsn-7* and *F43G9.12*), we observed embryonal lethality, which prompted us to perform post-embryonic RNAi for these factors. In this case, *bub-1*, *F43G9.12* and *hmg-4* RNAi showed a significant increase in seam cell number variance in the population (Fig. 6D). More strikingly, *hda-1* RNAi led to a significant increase in seam cell number (Fig. 6D). This is likely the result of a cell-autonomous role for *hda-1* in the seam, because seam cell number increase was reproduced with a seam cell-driven *hda-1* hairpin construct (Fig. 6E). Taken together, our results show that TaDa can be used to predict new factors influencing epidermal development.

### TaDa reveals miRNAs with potential epidermal functions

Given that TaDa allows the discovery of small RNAs expressed in a tissue without any modification of the experimental protocol, we investigated miRNA expression in epidermal cell types. Of the 256 annotated mRNAs of the *C. elegans* genome, 64 showed expression in seam cells and/or hypodermis by TaDa. 

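The annotation used here holds 261 miRNA genes, and each was extended by 500 bp on both sides as in the methods. Of these windows, 15 were called expressed in at least 1 profile at a Benjamini-Hochberg adjusted p under 0.05, and 66 at an unadjusted p under 0.05. A window is wider than the miRNA, and 151 of the 261 windows overlap a protein-coding gene. Among the windows that overlap none, 6 were called in at least 1 profile.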

More specifically, 35 miRNA genes were found to be significantly occupied in the seam cell datasets at L2 and 39 at L4, compared with 28 in the hypodermal dataset at L2 and 39 at L4 (Fig. 7A). Intersections of those miRNA revealed that most were shared across expression domains, likely indicating housekeeping or broad epidermal functions, whereas others were uniquely expressed in one cell type (Fig. 7A). For example, the miRNA cluster *mir-42*, *mir-43* and *mir-44* was found to be expressed only in seam cells in both stages, whereas *mir-47* was found to be expressed only in hypodermis in both stages (Fig. 7B), which is consistent with previous reports of epidermal gene expression for these miRNAs based on transcriptional reporters (Kinser et al., 2021; Martinez et al., 2008). 

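By group, 1 miRNA was called in seam cells at L2 and 7 at L4, and 6 in hypodermis at L2 and 13 at L4. The counts were 36 and 41 in seam cells and 28 and 35 in hypodermis at an unadjusted p under 0.05. Extending each miRNA by 1000 bp gave 13, 23, 13 and 13 in the same order. In seam cells the counts changed with single replicates, from 0 without replicate 2 to 6 without replicate 1 at L2, and from 7 without replicate 1 to 15 without replicate 2 at L4.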

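Of the 15 miRNAs called, 6 were called in both cell types, 1 in seam cells alone and 8 in hypodermis alone. The miRNA called in seam cells alone was *let-7* (WBGene00002285; chromosome X from 14743590 to 14745321, 9 fragments), at L4, with a log2 occupancy in the averaged profile of 1.57 (adjusted p = 0.025) against 0.65 (adjusted p = 0.23) in hypodermis at L4, and the call was kept without either replicate. At an unadjusted p under 0.05, 31 were shared, 24 were found in seam cells alone and 11 in hypodermis alone. The difference in occupancy between the cell types was not tested for these miRNAs.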

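*mir-42*, *mir-43* and *mir-44* lie within 11889811 and 11890118 of chromosome II, and their windows overlap no protein-coding gene and share fragments. In seam cells, log2 occupancy of the *mir-42* window, over 3 fragments, was 1.59 ± 0.48 (SD, n = 2) at L2 and 2.40 ± 0.17 (SD, n = 2) at L4. The windows of *mir-43* and *mir-44*, over 2 fragments each, had 1.42 ± 0.47 and 1.34 ± 0.46 at L2 and 2.20 ± 0.25 and 2.04 ± 0.24 at L4 (SD, n = 2). In hypodermis the mean of each of these windows was between -0.071 and 0.011, within the spread between replicates from 0. All of them had an unadjusted p under 0.05 in seam cells at both stages. After adjustment none passed the call, the lowest adjusted p being 0.070 for *mir-42* at L4. *mir-47* lies on chromosome X from 13921250 to 13921346. Its window had an occupancy of 1.30 ± 0.48 (SD, n = 2) in hypodermis at L2 and 1.2 ± 1.19 (SD, n = 2) at L4, and of 0.40 ± 1.65 (SD, n = 2) and 0.75 ± 0.048 (SD, n = 2) in seam cells. In hypodermis it had an unadjusted p under 0.05 at L4 and not at L2, and passed the call at neither stage (adjusted p = 0.47 and 0.30).

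**Figure D3:**
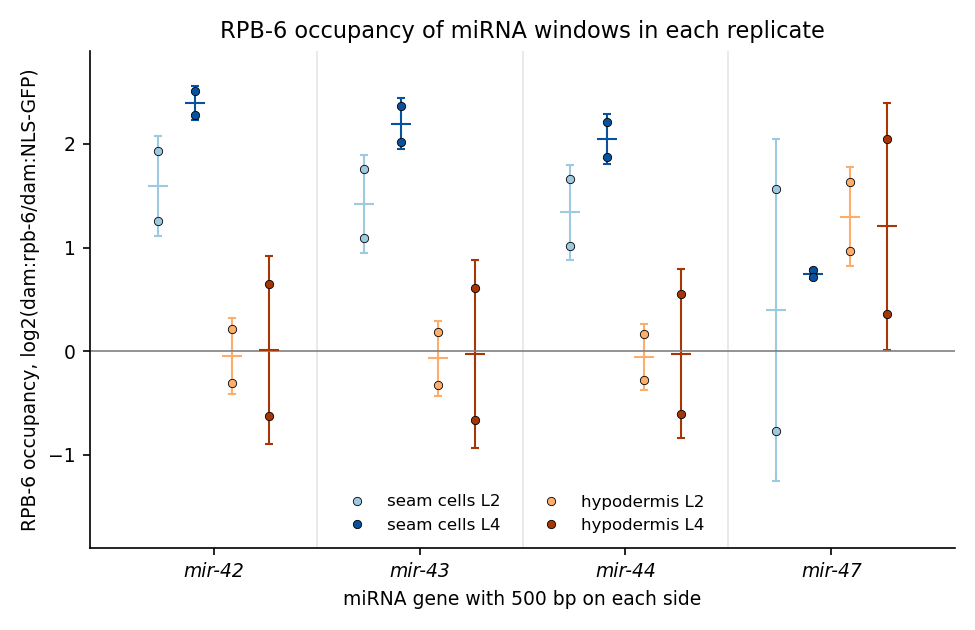
RPB-6 occupancy, as log2(*dam:rpb-6/dam:NLS-GFP*), of each miRNA gene with 500 bp on both sides, with a point for each of the 2 replicates, the mean as a horizontal line and the SD as bars. For *mir-42* both seam cell L4 replicates (2.51 and 2.28) lie above both hypodermal L4 replicates (0.65 and -0.63).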

To address whether these miRNAs may have functions in epidermal development, we overexpressed them in the epidermis using the same promoters used for TaDa. The miRNAs *mir-42*, *mir-43*, *mir-44* form an operon on their genomic locus on chromosome II (Martinez et al., 2008); thus, all three miRNAs were overexpressed as a single unit. Interestingly, both the *mir-42*, *mir-43*, *mir-44* cluster and *mir-47* significantly increased seam cell number variance when overexpressed within their endogenous domain, and not when they were overexpressed in the other epidermal cell type (Fig. 7C). These findings underscore the value of TaDa in revealing not only protein-coding genes, but also miRNAs expressed in a tissue of interest.

**Fig. 7.**
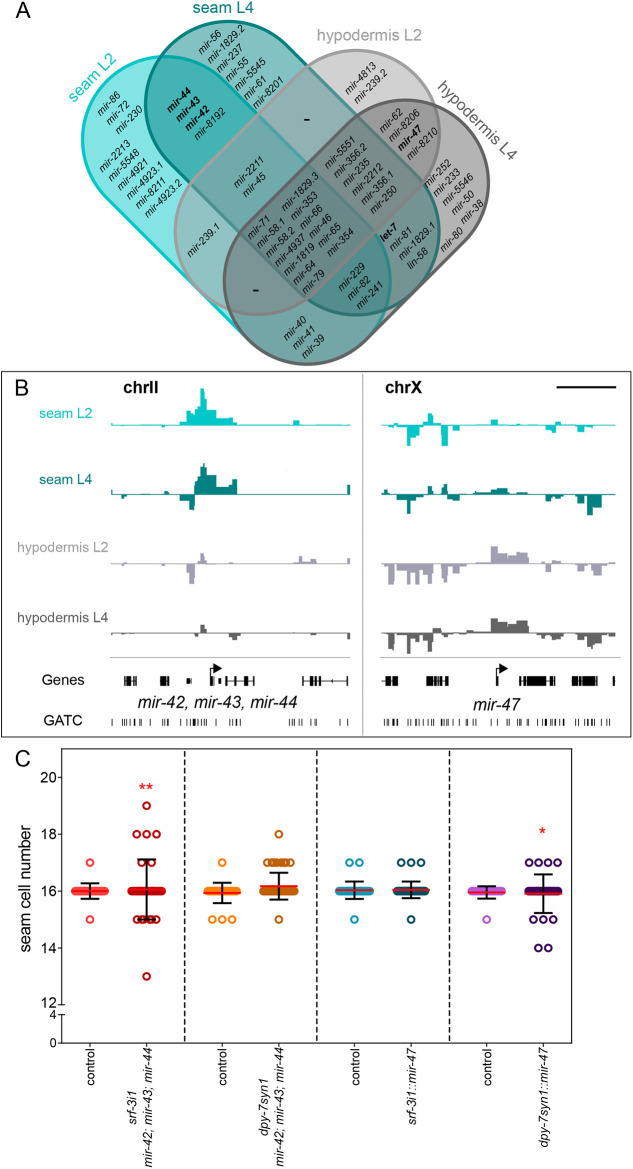
**TaDa identifies miRNAs expressed in the epidermis with putative developmental functions.** (A) Venn diagram listing all miRNAs found to be expressed by TaDa in each cell type and stage. (B) Signal enrichment in both cell types at the L4 stage around the locus of *mir-42*, *mir-43*, *mir-44* only in seam profiles and around *mir-47* only in hypodermis profiles. The *y*-axes represent log_2_*(dam:rpb-6*/*dam:NLS-GFP)* scores (data range: −2–4). (C) Quantification of seam cell number by counting *SCMp:GFP* nuclei at the late-L4 stage in animals overexpressing either *mir-47* or the *mir-42*, *mir-43*, *mir-44* cluster in both cell types. There is an increase in seam cell number variance upon overexpression within the native expression domain compared with controls without the extrachromosomal array (21≤*n*≤53 for controls, 31≤*n*≤47 for transgenics). Seam cell scorings were repeated twice. Red lines indicate the mean; error bars represent s.d. Red asterisks indicate statistically significant differences in variance with a Levene's median test. *P<0.05, **P<0.01. Scale bar: 5 kb.

## DISCUSSION

### RPB-6-occupancy profiles reveal genes expressed in closely related cell types

We introduce TaDa as a method to study tissue-specific gene expression profiles in *C. elegans*. This method is based on investigating genome-wide occupancy of RPB-6, a subunit that participates in all RNA polymerase complexes, as a proxy to identify transcribed genes in the tissue of interest without cell isolation. We focussed on the *C. elegans* epidermis, for which gene expression profiles are less studied compared with other tissues. We demonstrated that we can resolve gene expression profiles in epidermal cell types and used these data to predict new regulators influencing epidermal development.

Analysis of the RPB-6-occupancy profiles revealed enrichment within genes, with the average RPB-6 signal being depleted near the TSS and increased closer to the 3′ end. This localisation is consistent with a recent report (Gómez-Saldivar et al., 2020), but does not fully match AMA-1 occupancy peaks near the TSS and the TES of genes previously observed in ChIP-seq in *C. elegans* or TaDa in *Drosophila* (Araya et al., 2014; Southall et al., 2013). The AMA-1 *Drosophila* homologue RpII215 has produced methylation patterns in a fusion with Dam in the TaDa configuration (Southall et al., 2013). However, we found that *dam:ama-1* fusions produced very little methylation in *C. elegans*, which was also observed in attempts to express this transgene in other *C. elegans* tissues (Gómez-Saldivar et al., 2020). We speculate that inherent differences in the function of these subunits may explain the localisation patterns of methylation. RPB-6 is known to stabilise the transcribing polymerase on the DNA (Ishiguro et al., 2000); thus, the structural conformation of the initiation complex may obstruct DAM:RPB-6 from methylating GATCs in the vicinity of the start site. Instead, as transcription starts and the polymerase disengages from various components of the initiation complex (Hahn, 2004), the DAM:RPB-6 fusion may gain access to methylate DNA over the rest of the gene sequence.

### Strengths and weaknesses of TaDa as a method for tissue-specific gene expression profiling in *C. elegans*

Two other methods have produced so far comparable information for gene expression profiles in seam cells and hypodermis, namely PAT-seq and sci-RNA-seq (Blazie et al., 2017; Cao et al., 2017). Comparisons between these methods and TaDa revealed good agreement, with extensive qualitative overlaps; for example, ≥72.4% of the total genes identified by TaDa were also identified with sci-RNA-seq. This is encouraging especially because TaDa measures a distinct biological quantity as a proxy of gene expression and, thus, some differences between datasets were anticipated.

All methodologies have their own strengths and weaknesses. Both sci-RNA-seq and PAT-seq rely on a larger amount of starting material (Blazie et al., 2017; Cao et al., 2017). With TaDa, even for seam cells, which constitute a small fraction of the total cells (32/∼1000), we were able to acquire an average of 17.5 million unique reads starting from a moderately sized population of around 2000 individuals. Furthermore, the TaDa bicistronic mRNA design minimises Dam-fusion expression levels and, thus, overcomes transgene-associated animal toxicity (Katsanos and Barkoulas, 2020 preprint). This is a limitation in PAT-seq because of the high expression of a poly(A)-binding protein, which can influence the acquired gene expression profiles (Yang et al., 2005). Moreover, TaDa allows profiling of the tissue-specific expression of small RNAs within the same experiment, which cannot be achieved by RNA seq-based approaches without introducing specialised protocols for RNA isolation or small RNA tagging (Alberti et al., 2018; Lu et al., 2007). By contrast, DamID-based methods have limited ability to capture dynamic changes in gene expression because it is difficult to rule out methylation carry-over. Another key advantage of sci-RNA-seq over TaDa is that a single experiment allows the elucidation of transcriptomes for all cell types of *C. elegans*, which makes sci-RNA-seq cost effective relative to the wealth of information that it can create. Nevertheless, attribution of single-cell transcriptomes to specific cell types in sci-RNA-seq relies on specific gene markers and can be challenging for certain cell types that do not cluster sufficiently apart (Cao et al., 2017).

The total number of genes identified by TaDa per cell type and stage was lower compared with sci-RNA-seq. This may indicate decreased sensitivity of TaDa to detect small genes or genes with low expression. TaDa relies on the availability of GATC sites, which may be limited within certain genes. A key example is the bHLH Hes-like *lin-22* transcription factor, which is expressed in seam cells (Katsanos et al., 2017), but was not detected by TaDa. This gene only contains two GATC sites, 2 kb apart, and methylation of both sites would be required for the occupancy to pass the significance threshold. However, lack of available GATC sites within genes is unlikely to be pervasive in *C. elegans*, in which the average length of GATC fragments within protein-coding genes is only 518.4 bp and the median 183 bp. Furthermore, we showed that similar biases in detecting expressed genes as a function of gene length are also likely to exist in datasets generated using RNA-seq methods. 

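*lin-22* (WBGene00003008) overlaps 6 GATC fragments. Its log2 occupancy was 0.16 ± 0.64 (SD, n = 2) in seam cells at L2 and 0.60 ± 0.21 (SD, n = 2) at L4, and -0.41 ± 0.24 (SD, n = 2) and -0.16 ± 0.098 (SD, n = 2) in hypodermis. It did not reach an unadjusted p under 0.05 in any group, and in seam cells the adjusted p was 0.99 at L2 and 0.44 at L4. The reference sequence of the gene body holds 5 GATC sites, at 3020146, 3022198, 3022469, 3022938 and 3023214 of chromosome IV. The sites at 3020146 and 3022198 bound the longest fragment, of 2052 bp, which scored 0.15 in seam cells at L2 and 0.082 at L4 in the averaged profiles. The fragments nearer the 3′ end scored between 0.98 and 2.63 in seam cells at L4.

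**Figure D4:**
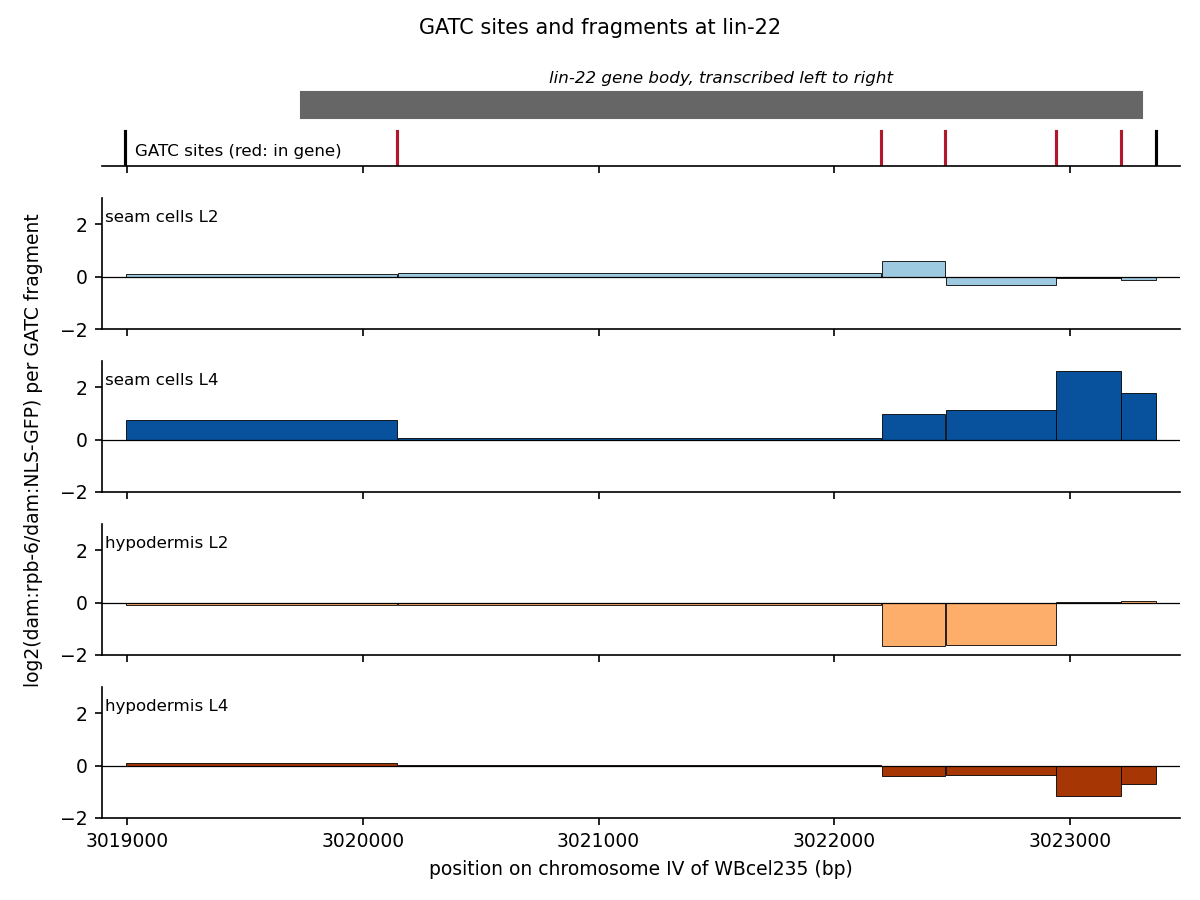
Map of *lin-22* on chromosome IV of WBcel235, with position in bp on the horizontal axis, GATC sites as vertical lines (red within the gene) and, for each cell type and stage, the log2(*dam:rpb-6/dam:NLS-GFP*) score of each fragment in the averaged profile as bars to scale. In seam cells at L4 the highest bar (2.63) is the fragment of 276 bp between 3022940 and 3023215.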

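The fragments between neighbouring GATC sites of WBcel235 were measured in the deposited profiles. The 169083 fragments that lie inside a protein-coding gene had a mean length of 295.3 bp and a median of 167 bp. Counting every fragment that overlaps a protein-coding gene, an alternative chosen after the values were seen, the 199075 fragments had a mean of 373.3 bp and a median of 209 bp. A protein-coding gene overlapped a median of 7 fragments and held a median of 6 GATC sites.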

Genes missing from high-throughput datasets are a common feature; for example, PAT-seq seam cell datasets do not include either core seam cell genes, such as *elt-1*, *ceh-16* and *srf-3*, or all new genes identified by TaDa and validated in this study.

### Functional validation of TaDa-predicted transcription factors, chromatin factors and miRNAs reveals previously unidentified regulators of epidermal development

We validated TaDa predictions using targeted RNAi screens. Although a partial RNAi effect could account for the absence of a significant phenotype for some of the transcription or chromatin factors targeted, we were able to identify new genes involved in epidermal development. Regarding transcription factors, we identified a new role for *efl-3* in seam cell patterning. Its human homologue, *E2F7*, is an atypical E2F that is thought to act as a repressor by competing with other E2F genes for binding to targets (Di Stefano et al., 2003; Endo-Munoz et al., 2009; Li et al., 2008). In *C. elegans*, EFL-3 is known to supress cell death in the VA and VB cells of the ventral cord (Winn et al., 2011). Seam cell daughters undergo endoreduplication before adopting the hypodermal fate, and E2F7 has been linked with the regulation of polyploidisation in specialised mammalian cells (Lammens et al., 2009). Terminal seam cell number counting lacks the resolution required to understand fully the developmental basis of the defect upon *efl-3* knockdown; thus, further experiments will be necessary to dissect the exact function of EFL-3 in the epidermis. Based on the observed increase in seam cell number upon RNAi knockdown, we speculate that EFL-3 is likely to facilitate cell differentiation in the epidermis.

In the case of chromatin factors, perturbation of *hmg-4*, *F43G9.12* and *hda-1* by RNAi was shown to affect terminal seam cell number. First, *hmg-4* is a member of the histone chaperone ‘facilitates chromatin transcription’ (FACT) complex, is a homologue of the human SSRP1, and has been shown to be expressed in multiple somatic tissues (Kolundzic et al., 2018; Suggs et al., 2018). The FACT complex has been shown to act as a cell fate barrier in *C. elegans* and mammalian systems (Kolundzic et al., 2018). In *C. elegans*, it has been mostly studied in the context of regulating cell cycle timing in the embryo, whereby *hmg-4* acts redundantly with its paralogue *hmg-3*, as well as in the intestine, where it is thought to maintain inaccessible chromatin states to prevent gene expression activation related to cell fate reprograming (Kolundzic et al., 2018; Suggs et al., 2018). *F43G9.12* is a homologue of the mammalian PAX3 and PAX7 binding protein 1 (PAXBP1). In mice, it has been shown to act by binding to the paired-box transcription factors Pax3 or Pax7 and the histone 3 lysine 4 (H3K4) methyltransferase complex, which are required for the proliferation of myoblasts by regulating cell cycle genes (Diao et al., 2012). It is interesting that these two chromatin factors appeared to modulate seam cell number variance without altering the mean, which may reflect regulation of a broad array of genes with potentially opposing functions in the epidermis. Finally, *hda-1* encodes a histone deacetylase and is the homologue of human *HDAC1* and *HDAC2*. Although *hda-1* has not been studied in seam cells, it is required for the development of the male sensory rays (Choy et al., 2007), which arise from seam cell divisions. Furthermore, *hda-1* has been shown to instruct correct transcriptional programmes during embryogenesis by associating with POP-1 (Calvo et al., 2001), which has established roles in seam cell development as a key effector of the Wnt/β-catenin pathway. HDA-1 is linked to differentiation events, for example during the transition of the anchor cell towards an invasive fate (Matus et al., 2015). Work on the mammalian *hda-1* homologues has highlighted diverse roles in haematopoiesis that are context and co-factor dependent (Wang et al., 2020). Therefore, it is conceivable that HDA-1 acts in the epidermis to drive cell differentiation or maintenance of the differentiated state.

Finally, we took advantage of the use of RPB-6 in TaDa, which allows us to capture total transcription (Gómez-Saldivar et al., 2020), to identify miRNAs expressed in specific epidermal cell types. For example, we found evidence that the *mir-42*, *mir-43*, *mir-44* cluster is specifically expressed in seam cells, whereas *mir-47* is expressed in hypodermis. Previous work indicated that *mir-42* and *mir-43* are predominantly expressed during embryonic development, whereas *mir-44* expression persists in larvae (Lau et al., 2001). Therefore, the overexpression phenotype in seam cells may stem from a shift in the timing of miRNA expression or may be due to a threshold effect. In the case of *mir-47*, it is particularly interesting that expression in hypodermis, but not seam cells, causes a seam cell phenotype in a non-cell-autonomous manner. Further investigation is required to identify the targets of these miRNAs and dissect their mode of action. Our findings highlight the potential of TaDa to contribute to our understanding of the tissue-specific gene networks underlying cell fate decisions in different developmental contexts.

## MATERIALS AND METHODS

### *C. elegans* maintenance

The *C. elegans* strains used in this study were maintained according to standard protocols (Corsi, 2006) on Nematode Growth Medium (NGM) plates, grown monoxenically on a lawn of *E. coli* OP50 at 20°C. For TaDa experiments, strains were grown on a lawn of a *dam^−^/dcm^−^ E. coli* mutant of the K12 strain (New England Biolabs, C2925). The laboratory reference N2 strain was used as the reference strain. A complete list of strains used in this study is available in Table S3.

### Molecular cloning

To test the specificity of hypodermal promoters, pIR6 (*pdpy-7::unc-54 3′UTR*) was digested with EcoRI and SmiI (ThermoFisher Scientific) to remove the *pdpy*-7 promoter and linearise the plasmid. Using oligos MBA270 and MBA271, the promoter of *dpy-7* was amplified while altering two GATA sites on the 5′ and the 3′ of the sequence to form the *dpy-7syn1* promoter, which was inserted by Gibson in the digested pIR6 to form the pIR16(*dpy-7syn1::unc-54 3′UTR*) plasmid. pIR16 was linearised with SmiI digestion and the sequence of *mCherry-H2B* was amplified using oligos DK46 and DK47 from a pre-existing pENTR mCherry-H2B plasmid and inserted by Gibson in pIR16 to form pDK18 (*dpy-7syn1::mCherry-H2B::unc-54 3′UTR*).

To study the expression pattern of the putative seam cell-specific promoter of *srf-3*, three versions of the promoter were amplified from N2 lysate. The promoter of isoform a was amplified using DK33 and DK34 oligos and was used in a Gibson assembly along with pCFJ151 as backbone, *C. elegans* optimized GFP amplified from JH01 (Heppert et al., 2016 preprint) with DK35 and DK36 oligos, H2B amplified from the pENTR mCherry-H2B plasmid mentioned above using oligos DK37 and DK38, and *unc-54* 3′UTR amplified with DK39 and DK40 oligos from pIR6. The resulting construct was pDK16 (*srf-3ap::GFPo-H2B::unc-54 3′UTR+cb-unc-119*). This was then digested with NheI/XmaJI (ThermoFisher Scientific) to remove the promoter and replace it with the isoform b promoter *srf-3bp*, amplified using either oligos DK33 and DK59 or the *srf-3* intron 1, amplified with oligos DK64 and DK65 and fused by fusion PCR to the *pes-10* minimal promoter amplified with DK66 and DK67 from L3135 (Fire Lab Vector Kit) to create pDK26(*srf-3bp::GFPo-H2B::unc-54 3′UTR*) and pDK32(*srf-3i1::pes-10::GFPo-H2B::unc-54 3′UTR*). In this study, the *srf-3i1:pes-10* promoter is generally referred to as *srf-3i1* for simplicity.

To build the constructs for epidermal RNApol TaDa, the *srf-3i1::pes-10* promoter was amplified with DK89 and DK90 from pDK32 and the *dpy-7syn1* with DK113 and DK114 from pDK18, and donor vectors were produced via a BP reaction (pDK44 and pDK61, respectively). pDK7 (Katsanos and Barkoulas, 2020 preprint) digested with PaeI was used to insert *rpb-6* amplified with DK27 and DK28 from N2 lysate and *NLS-GFP* amplified form pPD93_65 with DK43 and DK44, downstream and in-frame with *dam*. The two intermediate plasmids were inserted in parallel LR reactions with pDK44 and pDK61 to produce four different plasmids: pDK54(*srf-3i1::pes-10::mCherry::Dam-myc:NLS-GFP::unc-54 3′UTR+cb-unc-119*); pDK55(*srf-3i1::pes-10::mCherry::Dam-myc:rpb-6::unc-54 3′UTR+cb-unc-119*); pDK64(*dpy-7syn1::mCherry::Dam-myc:NLS-GFP::unc-54 3′UTR+cb-unc-119*); and pDK65(*dpy-7syn1::mCherry::Dam-myc:rpb-6::unc-54 3′UTR+cb-unc-119*). To test *ama-1* for TaDa, the p304(*cb-unc-1119+phsp-16::ama-1:Dam::unc-54 3′UTR*) plasmid (kindly donated by Peter Meister, University of Bern, Switzerland) was converted into a TaDa versatile vector with a gateway docking site for easy promoter insertion by digesting with XmaJI/PteI (ThermoFisher Scientific) to remove the existing promoter along with a part of *Dam*. From pDK7 using the primers DK41 and DK42, a compatible Gibson amplicon containing *attR4-L1::mCherry::dam(part)* was amplified and used in a Gibson assembly with the above vector to produce pDK20(*cb-119+attR4-L1::mcherry::Dam-myc::ama-1::unc-54 3′UTR*). pDK20 was used in LR reactions with pDK44 and pDK61, as above, to produce pDK46(*cb-unc-119+srf-3i1::pes-10::mCherry::Dam-myc:ama-1::unc-54 3′UTR*) and pDK62(*cb-unc-119+dpy-7syn1::mCherry::Dam-myc:ama-1::unc-54 3′UTR*).

To produce a seam cell *hda-1* hairpin construct, a fragment from the *hda-1* gene overlapping the second and third exons was amplified using oligos DK247 and DK248. The amplicon was inserted with a Golden Gate reaction in pDK157(*srf-3i1-mut::Δpes-10::outron::non-palGGBpiI::srf-3a intron5::non-palGGEsp3I::p10 3′UTR*) (Hintze et al., 2021) to produce pDK158(*srf-3i1-mut::Δpes-10::outron::>hda-1 fragment>::srf-3a intron5::<hda-1 fragment<::p10 3′UTR*).

To assemble the miRNA overexpression constructs, the vectors pDK127 carrying a *dpy-7syn1* promoter and *p10 3′UTR* and pDK82 carrying a *srf-3i1::Δpes-10* promoter and *p10 3′UTR* were both digested with XmaJI and PacI to remove sequences between the promoter and 3′UTR. The miRNAs *mir-42*, *mir-43* and *mir-44* were amplified together to ensure correct processing using oligos DK217 and DK218 as well as DK219 and DK218. The two amplicons were inserted in the above digested pDK82 and pDK127, respectively, to form pDK133(*srf-3i1::Δpes-10::mir-42-44::p10 3′UTR*) and pDK147(*dpy-7syn1::mir-42-44::p10 3′UTR*), respectively. Similarly, *mir-47* was amplified using the pairs of oligos DK220 and DK221 and oligos DK222 and DK221 to produce a pDK127- and a pDK82-compatible product that were inserted by Gibson assembly to create pDK139(*srf-3i1::Δpes-10:::mir-47::p10 3′UTR*) and pDK148(*dpy-7syn1::mir-47::p10 3′UTR*), respectively. A complete list of the oligos used in this study is shown in Table S4.

### Transgenesis

Transient transgenesis by formation of multicopy extrachromosomal arrays through microinjection was achieved following established protocols (Corsi, 2006; Evans, 2006; Mello et al., 1992). Stable transgenic lines with single-copy locus-specific inserted transgenes were produced for the purposes of this study using the *Mos1-*mediated single-copy insertion (MosSCI) method (Frøkjær-Jensen et al., 2014) and standard protocols (Nance and Frøkjær-Jensen, 2019). The EG6699 strain was used to obtain all single-copy insertions in this study. To improve screening, ‘reverse chunking’ was performed (O'Connell, 2010) and all resulting lines were molecularly confirmed for single-copy insertions using oligos NM3880 and NM3884. All the transgenes generated in this study as well as the make-up of injection mixes used are presented in Table S5.

### Microscopy

For phenotyping, live animals were mounted on fresh 2% agarose pads containing 100 μM NaN_3_ for immobilisation on glass slides. The slides were then imaged using an inverted Ti-eclipse fully motorised epifluorescence microscope (Nikon) with a metal halide light source fitted with an iKon M DU-934 camera (Andor) controlled via the NIS-Elements software (Nikon). Scoring of the terminal seam cell number phenotype was performed for the lateral side most proximal to the objective in late-L4 or early-adult animals carrying the *SCMp::GFP* marker.

To perform smFISH, animals were synchronised by bleaching and were subsequently grown at 20°C for 18 h to reach the late L1 and for 25 h for the L2 asymmetric seam cell division stage, confirmed by microscopy. Animals were fixed and smFISH was performed according to established protocols (Barkoulas et al., 2013; Katsanos et al., 2017) using probes made up of pools of 38-48 oligos fluorescently labelled with Cy5 (sequences of probe oligos are listed in Table S4). Imaging was performed using the set-up outlined above with settings as previously described (Katsanos et al., 2017), and analysis and probe signal quantification was performed using a custom MATLAB (MathWorks) pipeline (Barkoulas et al., 2013).

### Targeted DamID

Strains for TaDa experiments were separated into two biological replicates and were grown on *dam^−^/dcm^−^* plates. For each replicate, nine 55 mm *dam^−^/dcm^−^* plates fully populated with gravid adults were bleached to isolate embryos, which were then seeded on new *dam^−^/dcm^−^* plates and incubated at 20°C. Half of the resulting populations were collected in M9 buffer after 24 h at the L2 stage, and the other half after 48 h at the L4 stage. This was followed by thorough washing of the resulting animal pellets with M9, as previously described (Katsanos and Barkoulas, 2020 preprint). Genomic DNA was extracted from each sample, representing a biological replicate for each Dam fusion at a given developmental stage; GATC-methylated fragments were isolated and PCR amplified according to an adapted targeted DamID protocol for *C. elegans* (Katsanos and Barkoulas, 2020 preprint). Library preparation and Next Generation Sequencing on an Illumina HiSeq 4000 platform was performed by GENEWIZ on the resulting products.

### Calculation of TaDa signal profiles for RPB-6 occupancy and gene calling

FASTQ files representing single-end reads for each sample and replicate were mapped on the *C. elegans* genome. Sequence alignment read-count maps were generated and normalised log_2_(*dam:rpb-6/dam:NLS-GFP*) ratio scores were calculated per GATC fragment of the genome using the perl script damidseq_pipeline v1.4.5 (Marshall and Brand, 2015) (available at https://github.com/owenjm/damidseq_pipeline). The pipeline was used calling Bowtie 2 v2.3.4 (Langmead and Salzberg, 2012) to map reads on *C. elegans* bowtie indices from assembly WBcel235 (available from Illumina iGenomes page), Samtools v1.9 (Li et al., 2009) for alignment manipulations, and a GATC-fragment interval file across the *C. elegans* genome in GFF format (Katsanos and Barkoulas, 2020 preprint). For every cell type at a given developmental stage, each of the *dam:rpb-6* and *dam:NLS-GFP* fusions were represented by two replicates, permitting four pairwise genome-wide log_2_(*dam:rpb-6/dam:NLS-GFP*) calculations. Those were averaged into a single signal profile of log_2_(*dam:rpb-6/dam:NLS-GFP*) enrichment scores per GATC of the genome for every cell type and developmental stage, which were used for all downstream processing. Visualisation of the signal tracks and other genomic features presented in this study was performed using the SignalMap NimbleGen software (Roche) and Integrative Genomics Viewer (IGV) (Robinson et al., 2011).

To identify transcribed genes based on the enrichment of the RPB-6 occupancy signal over gene bodies, the Rscript polii.gene.call (Marshall and Brand, 2015) (available at https://github.com/owenjm/polii.gene.call) was used. The averaged signal profiles described above were used as input along with a genomic interval file listing genes and coordinates from the release 93 annotation of the WBcel235 assembly. A false discovery rate (FDR) lower than 0.05 was used as the threshold to call expressed genes. The outputted gene lists were updated to the Ensemble release 99 annotation post-processing (complete lists of expressed genes per cell type and developmental stage are presented in Table S1). To call expressed miRNAs using the RNA pol TaDa signal profiles, the miRNA genomic coordinates used here were extended 500 bp upstream and 500 bp downstream to expand their size for better FDR assignment.

### Pearson's correlation and principal component analysis

The Pearson's correlation between samples was assessed using the deeptools3 (Ramírez et al., 2016) multiBamSummary (--binSize 300 or using a bed file of GATC coordinates or coordinates of protein-coding genes) and plotCorrelation (--corMethod pearson, --whatToPlot heatmap or scatterplot, --skipZeros, --removeOutliers) tools on Galaxy (https://usegalaxy.eu/). Correlations here were calculated using mapped read-count signal either binned on genome-wide GATCs, genic GATC fragments or across protein-coding genes. Principal component analysis was performed using the deeptools3 plotPCA tool on the multiBamSummary matrices. For both analyses, regions with very high or zero values for both compared samples were excluded to prevent artificial inflation of correlation levels.

### Aggregation plots of signal localisation

Aggregation plots were generated using the SeqPlots GUI application (Stempor and Ahringer, 2016), with settings specified individually for each presented result. Aggregation plots represent signal averages for every 10 bp bins in regions of specified length around positional features of the genome. Start and end coordinates of genes based on the largest transcript were used as the TSS and TES, were anchored to two positions of the *x*-axis and their genic sequence was pushed or stretched to a specified pseudo-length. For each bin around the feature an average was calculated across all the features to generate the aggregation plot line. When a shaded area is shown, it represents the 95% confidence interval. When *z*-scores are presented on the *y*-axes, these have been calculated as deviations from the mean signal seen across the plotted region.

### Assessment of overlaps between gene sets

Statistical significance of overlaps between sets of coding genes was calculated using either a hypergeometric distribution test on http://nemates.org/MA/progs/overlap_stats.html or a Fisher's exact test using the R software package SuperExactTest (Wang et al., 2015). For both tests, the sampling pool was set to 20,191, the number of annotated coding genes in the Ensemble release 99 of the WBcel235 assembly. Representation of overlaps was either in the form of Venn diagrams generated using http://bioinformatics.psb.ugent.be/webtools/Venn/ or in the form of the output of the SuperExactTest package.

### Gene set enrichment analysis

Identification of enriched GO terms or association with tissue-specific expression for the gene sets identified in this study was performed using a tool available on Wormbase (Angeles-Albores et al., 2016, 2018) using a *q*-value threshold of 0.1. The *−*log_10_*q* value is plotted for significant GO terms presented here.

### Motif identification in promoters of genes found to be expressed by TaDa

To identify motifs associated with promoters of genes expressed in seam cells or hypodermis based on RPB-6 TaDa experiments, the respective identified gene sets were converted to NCBI Refseq ID names using SimpleMine. The Refseq IDs list was used as input for the perl script findMotifs.pl of the HOMER v4.11.1 platform (Heinz et al., 2010) using a prefabricated *C. elegans* promoter set and looking for motifs 6, 8 or 10 bp long (options: worm -len 6,8,10) within the 2 kb sequence upstream of the TSS of each gene. The homer-generated positional weight matrices were converted into transfac matrices using the RSAT (Nguyen et al., 2018) Metazoa convert matrix tool (http://rsat.sb-roscoff.fr/convert-matrix_form.cgi) and were imported to Weblogo3 (Crooks et al., 2004) (http://weblogo.threeplusone.com/) for logo drawing.

### RNAi by feeding

Knockdown of seam cell-expressed transcription and chromatin factor genes was performed by feeding animals on lawns of bacteria expressing double-strand (ds)RNA targeting each gene of interest (clones are commercially available from Source Bioscience and are listed in Table S6). Bacteria were grown overnight and then seeded directly onto NGM plates containing 1 μM IPTG (Promega), 25 μg/ml ampicillin (Sigma-Aldrich) and 6.25 μg/ml tetracycline (Sigma-Aldrich). Five L4 animals of the JR667 strain were transferred on RNAi plates and allowed to lay progeny, which were observed for phenotypic effects and scored for terminal seam cell number at the L4 and early-adult stage of the subsequent generation. Embryonic lethal or developmental-arresting treatments were performed post-embryonically by seeding synchronised by bleaching embryos on RNAi plates. Control treatments were performed in parallel, by feeding animals on lawns of the same strain of HT115 bacteria.

### Statistical analysis

Statistical analysis for comparisons between quantitative datasets was performed using GraphPad Prism 7 (www.graphpad.com). To test differences in the mean between seam cell scorings, an unpaired two-tailed *t*-test was performed when the comparison was between two datasets, and a one-way analysis of variance (ANOVA) was performed when multiple datasets were compared. One-way ANOVA was followed by a Dunnett's post-hoc test when the mean of multiple datasets was compared with that of a control. To compare distributions for which density plots are shown, a Kolmogorov–Smirnov two-sided test was performed in R. The significance level used throughout the study was *P*<0.05.

## Supplementary Material

Click here for additional data file.

10.1242/develop.199452_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Gene expression profiling of epidermal cell types in C. elegans using Targeted DamID
**Source:** Development. 2021 Sep 3;148(17):dev199452. doi: 10.1242/dev.199452
**Supplement:** Supplementary information

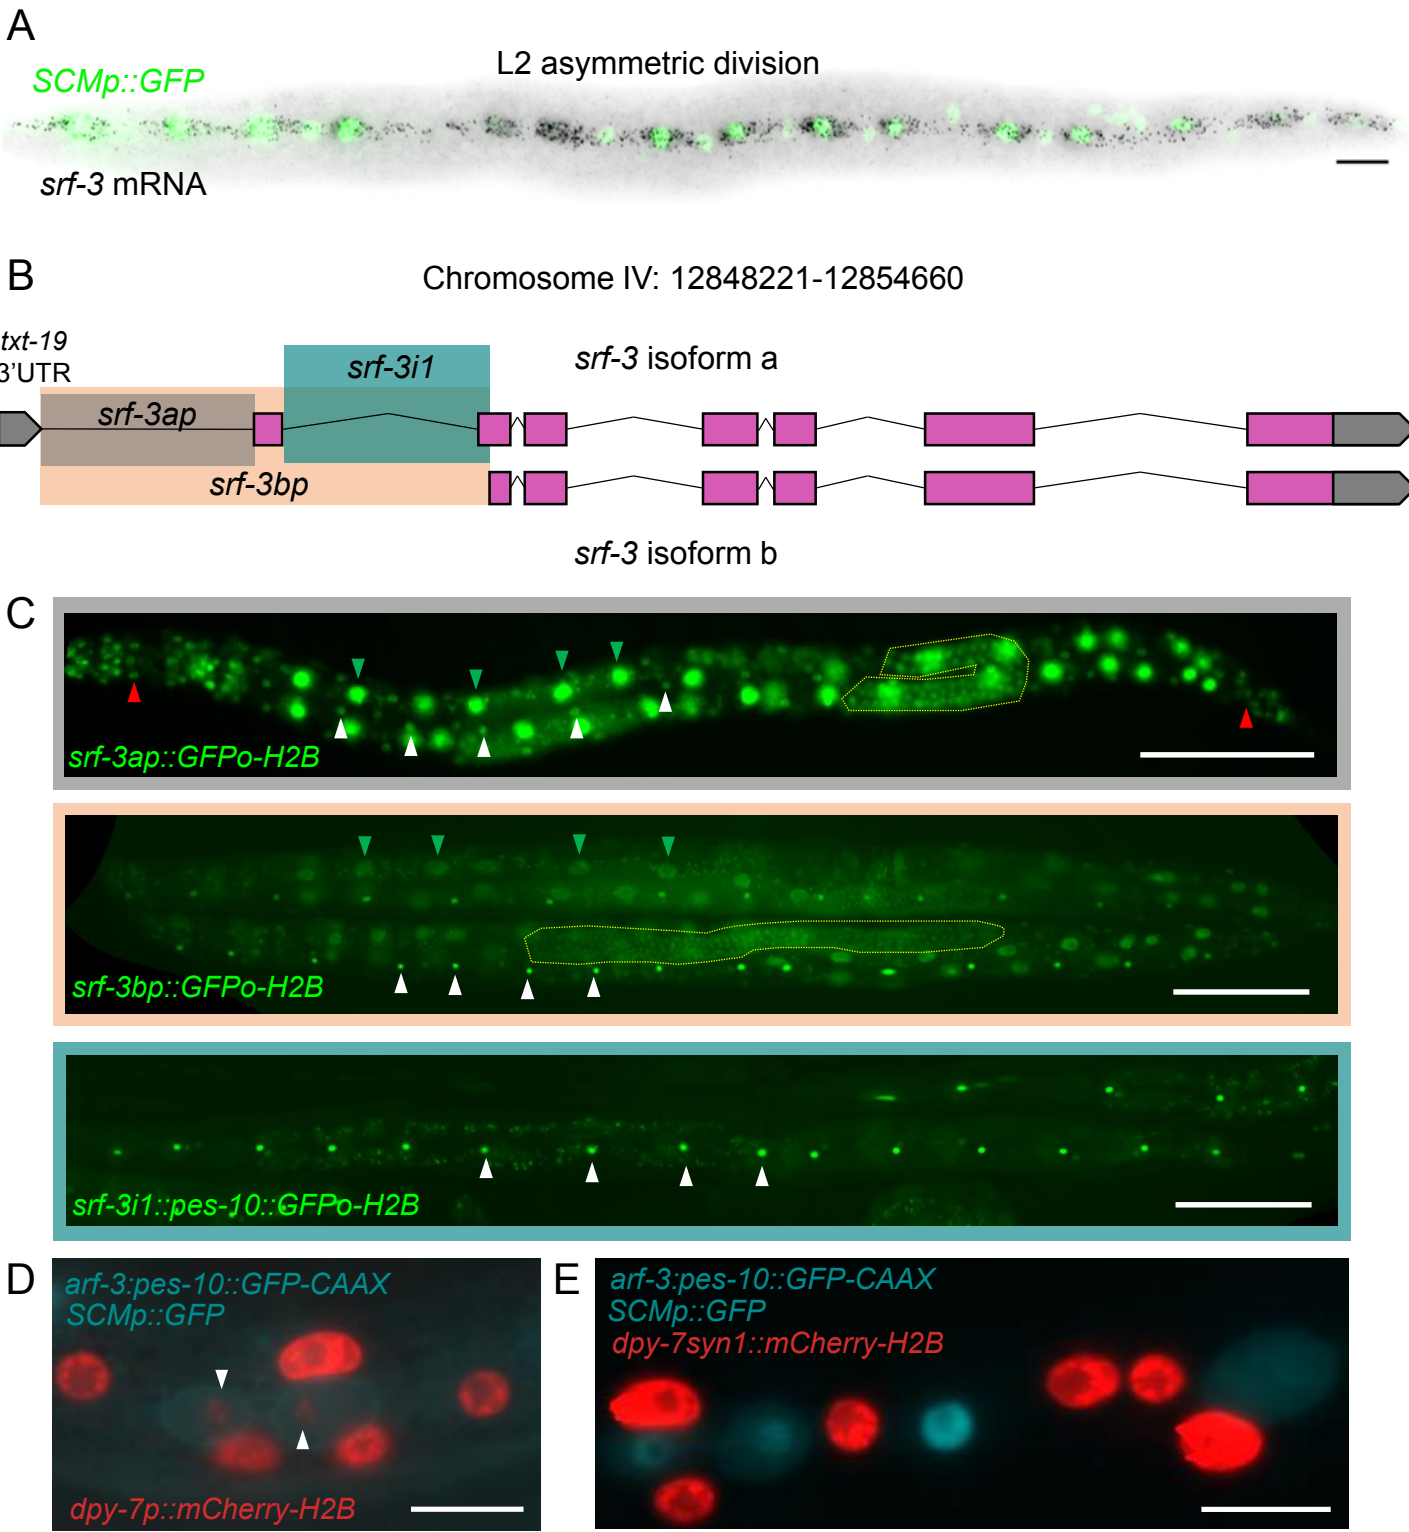

### Fig. S1. Establishing seam cell and hypodermis-specific promoters for RNApol TaDa.

**(A)** Representative image of *srf-3* smFISH at the L2 stage, during the asymmetric seam cell division, showing high levels of transcript in seam cells. Seam cell nuclei are marked by the *SCMp::GFP* reporter and *srf-3* mRNAs appear as black spots. **(B)** Illustration of the *srf-3* locus on chromosome IV. Pink blocks signify exon sequences and grey indicate 3' UTRs. Two isoforms of *srf-3* (isoform a and b) are shown. Shaded areas near the 5' mark putative promoter or regulatory sequences tested for seam cell specific expression. With grey, the 1093 bp putative promoter sequence of isoform a (*srf-3ap*), extending from the end of the upstream gene *txt-19* 3'UTR to the *srf-3* isoform a start codon. With peach, the 2246 bp sequence starting at the same position and extending to the start codon of isoform b (*srf-3bp*) and with teal, the 1081 bp first intron of isoform a (*srf-3i1*). **(C)** Representative fluorescence images of late L4 transgenic animals carrying single-copy transgenes of transcriptional reporters driving expression of *GFP-H2B* under the *srf-3ap* promoter (grey frame), the *srf-3bp* promoter (peach frame) and the *srf-3i1::pes-10* promoter (teal frame). White arrowheads show expression in seam cell nuclei, green in intestinal and red in hypodermal. Yellow outlined areas indicate further expression in the germline. **(D-E)** Representative fluorescence images showing expression of *mCherry-H2B* under the promoter of *dpy-7* from a single-copy transgene (D) and *dpy-7syn1::mCherry-H2B* from a multi-copy transgene (E) at the L3 asymmetric cell division stage. Seam cells are marked in cyan by membrane (*arf-3::pes10::GFP-CAAX*) and nuclear (*SCMp::GFP*) reporters. Note expression of *dpy-7p::mCherry-H2B* in seam cell nuclei, indicated by white arrowheads, which is more prominent during divisions and is abolished in *dpy-7syn1::mCherry-H2B* transgenics. Scale bars are 100  $\mu$ m in C and 10  $\mu$ m in D and E.

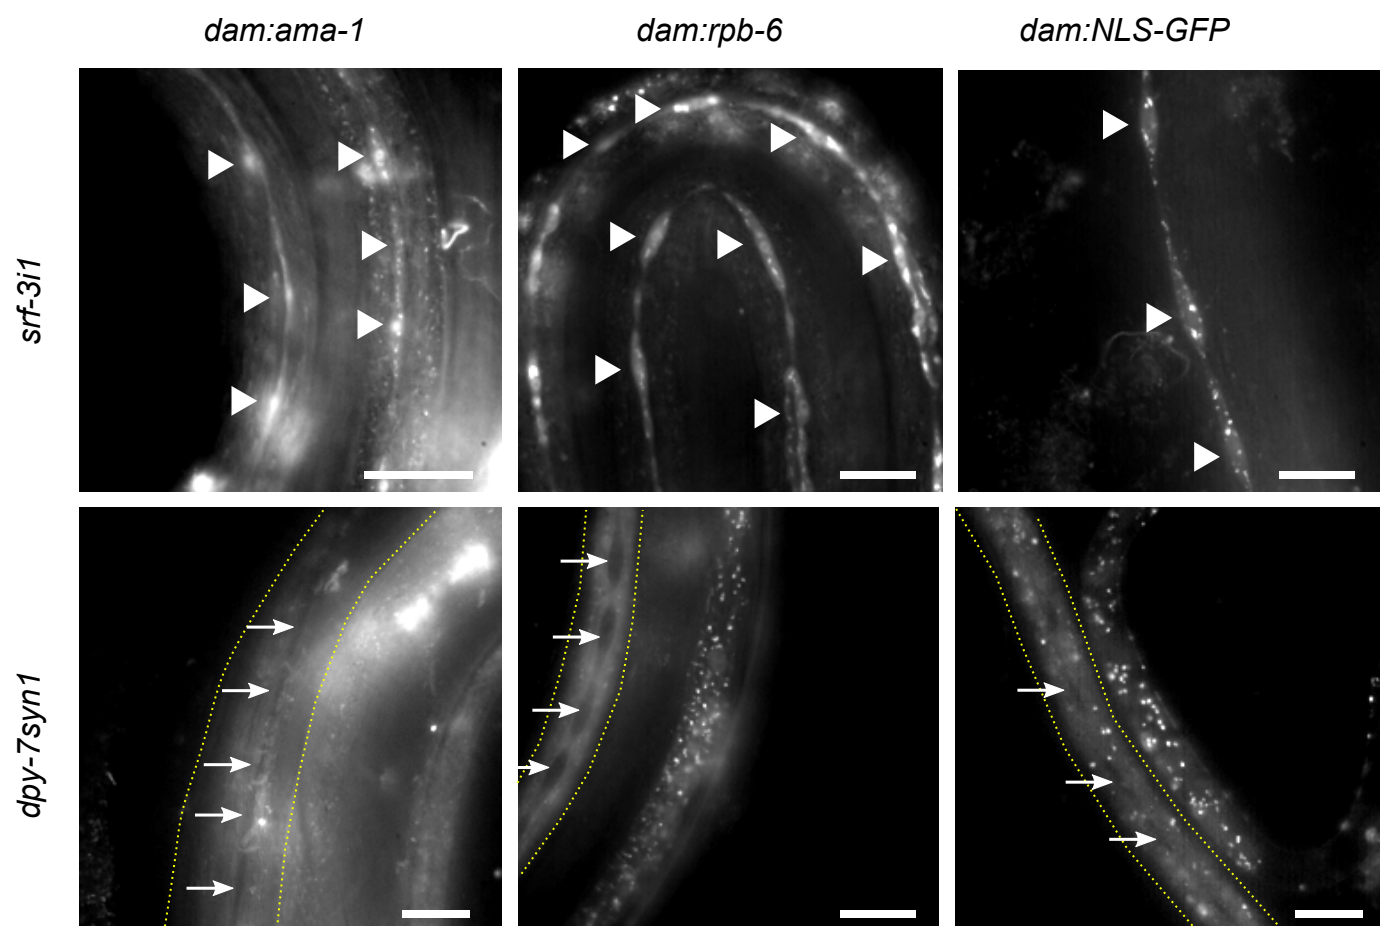

**Fig. S2. Validation of expression of the RNAPol TaDa transgenes.**

Confirmation of single-copy transgene expression in the expected tissue of interest, for specified transgenes, using *mCherry* expression as a proxy. Animals were imaged at the L4 stage. White arrowheads indicate expression in the seam cells, while white arrows indicate absence of expression in the seam cells in animals expressing in the hypodermis, indicated by the yellow outline. Scale bars are 20 μm.

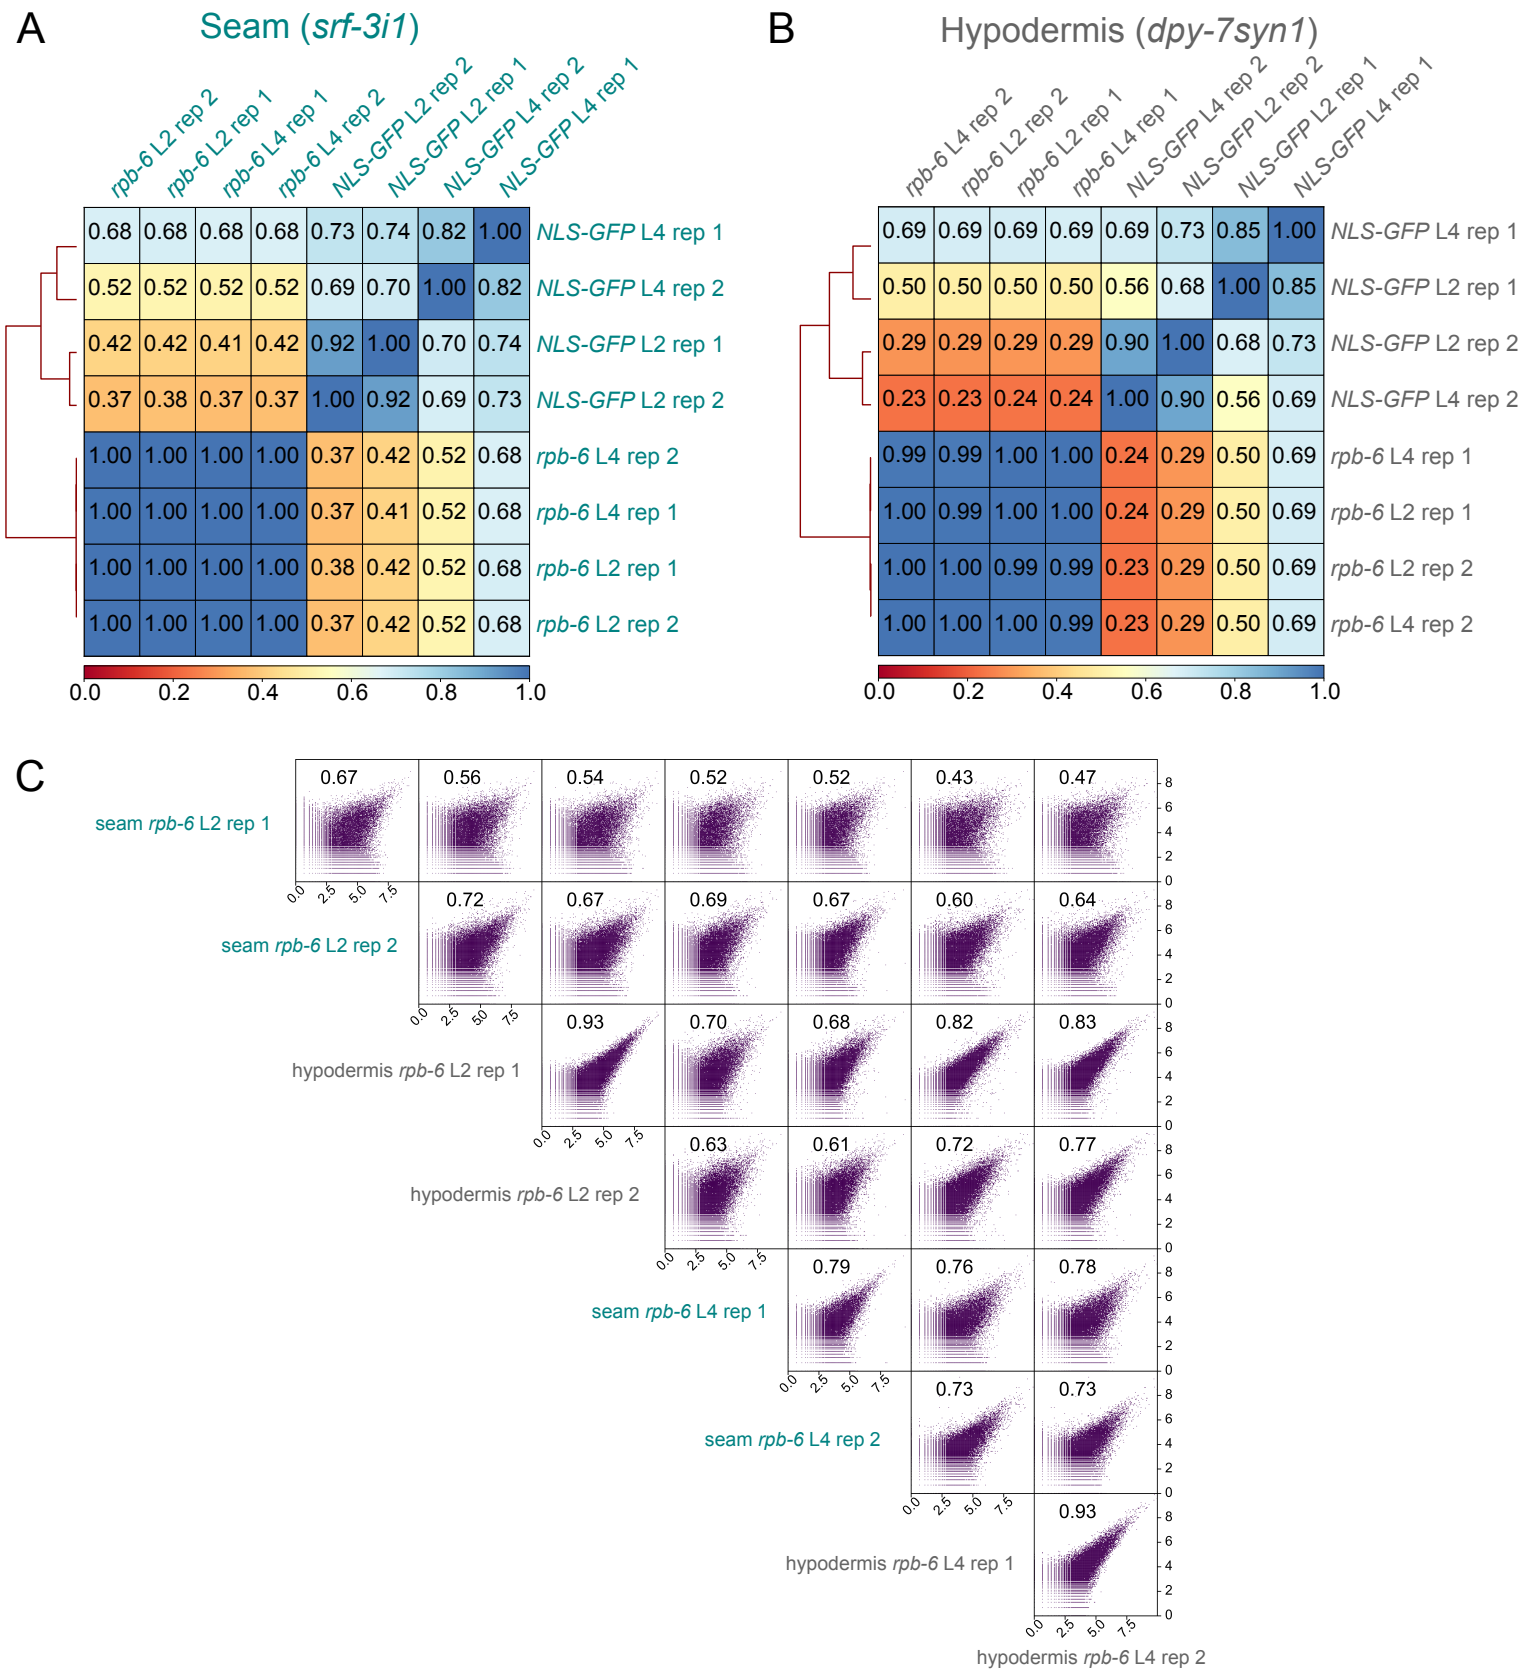

**Fig. S3. RPB-6 occupancy signatures are similar across cell types and different to controls.**

**(A-B)** Pearson correlation heatmaps based on genome-wide normalised aligned read count maps for the seam (A) and hypodermis (B). The correlation coefficient for each pairwise comparison is printed in each cell of the heatmap. For both promoters, the *dam:rpb-6* samples show higher correlation than the control samples. **(C)** Scatterplots and Pearson correlations across replicates, cell types and developmental stages based on read-count normalised scores of GATC fragments participating in protein-coding genes. The correlation coefficient  $r$  values are shown in each corresponding cell. Note that these values are not identical to those reported in Fig. 2B, likely due to differences in signal distribution across GATC fragments in protein-coding genes.

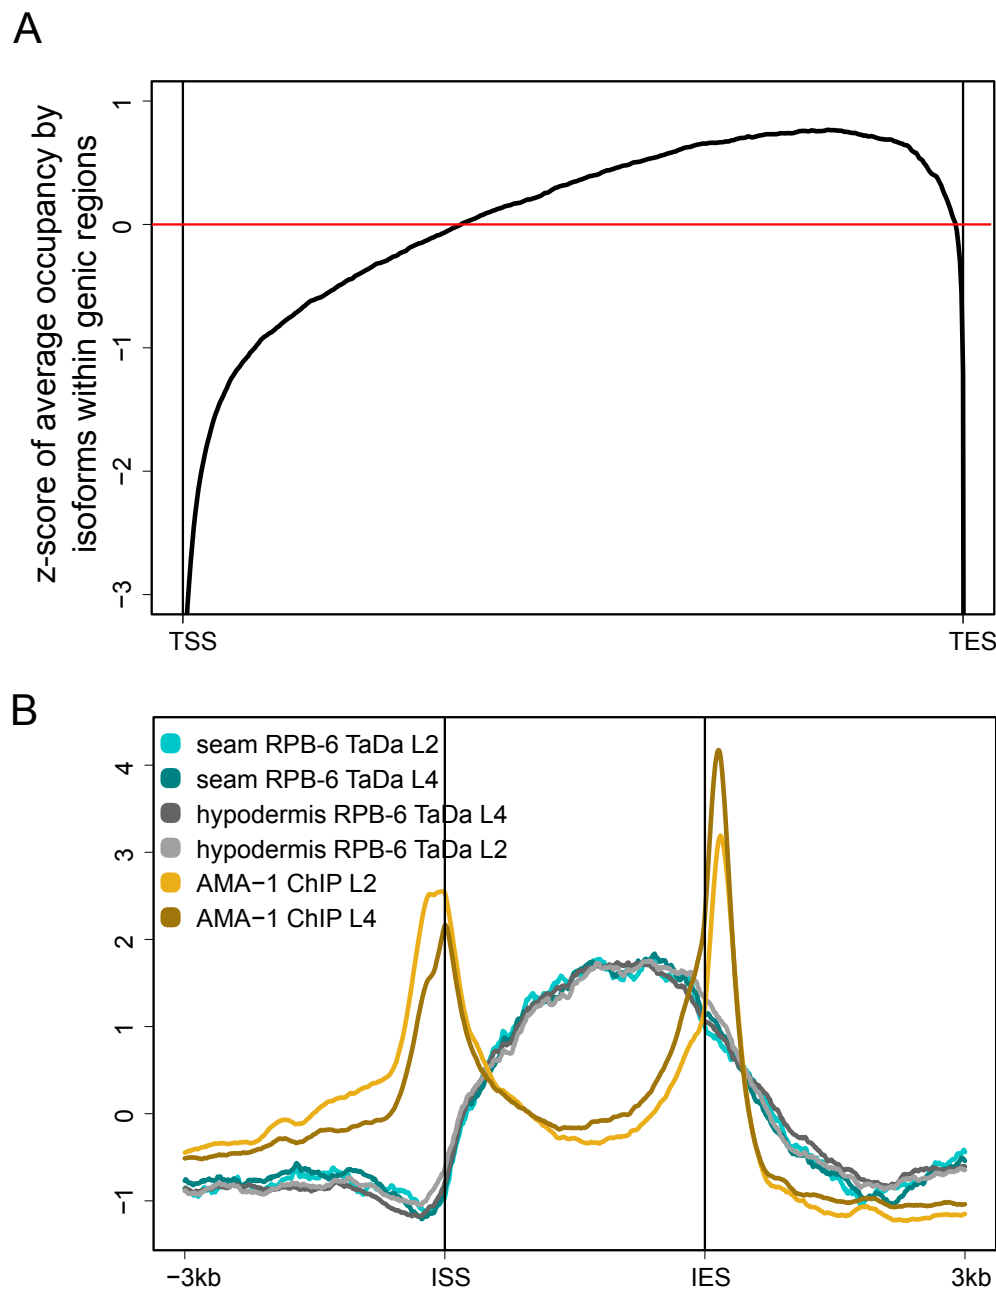

**Fig. S4. Isoform positional enrichment within genes does not explain the RPB-6 occupancy signal preference for 3' regions.**

**(A)** Deviation from the average occupancy of gene sequences by isoforms shows increased coverage of 3' regions compared to 5' regions of gene sequences annotated based on the largest transcript. Red line indicates the average isoform occupancy across the gene length. **(B)** Aggregation plot for the RPB-6 TaDa signal from the different cell types and developmental stages along with whole-animal AMA-1 ChIP-seq signal with the averaged signal anchored at the start and end sites (ISS and IES respectively) of all isoforms of *C. elegans* protein-coding genes, pushed into a pseudo-length of 3kb, along with a region 3kb upstream and 3kb downstream. In Y-axes show z-scores for the plotted sequence length in both cases.

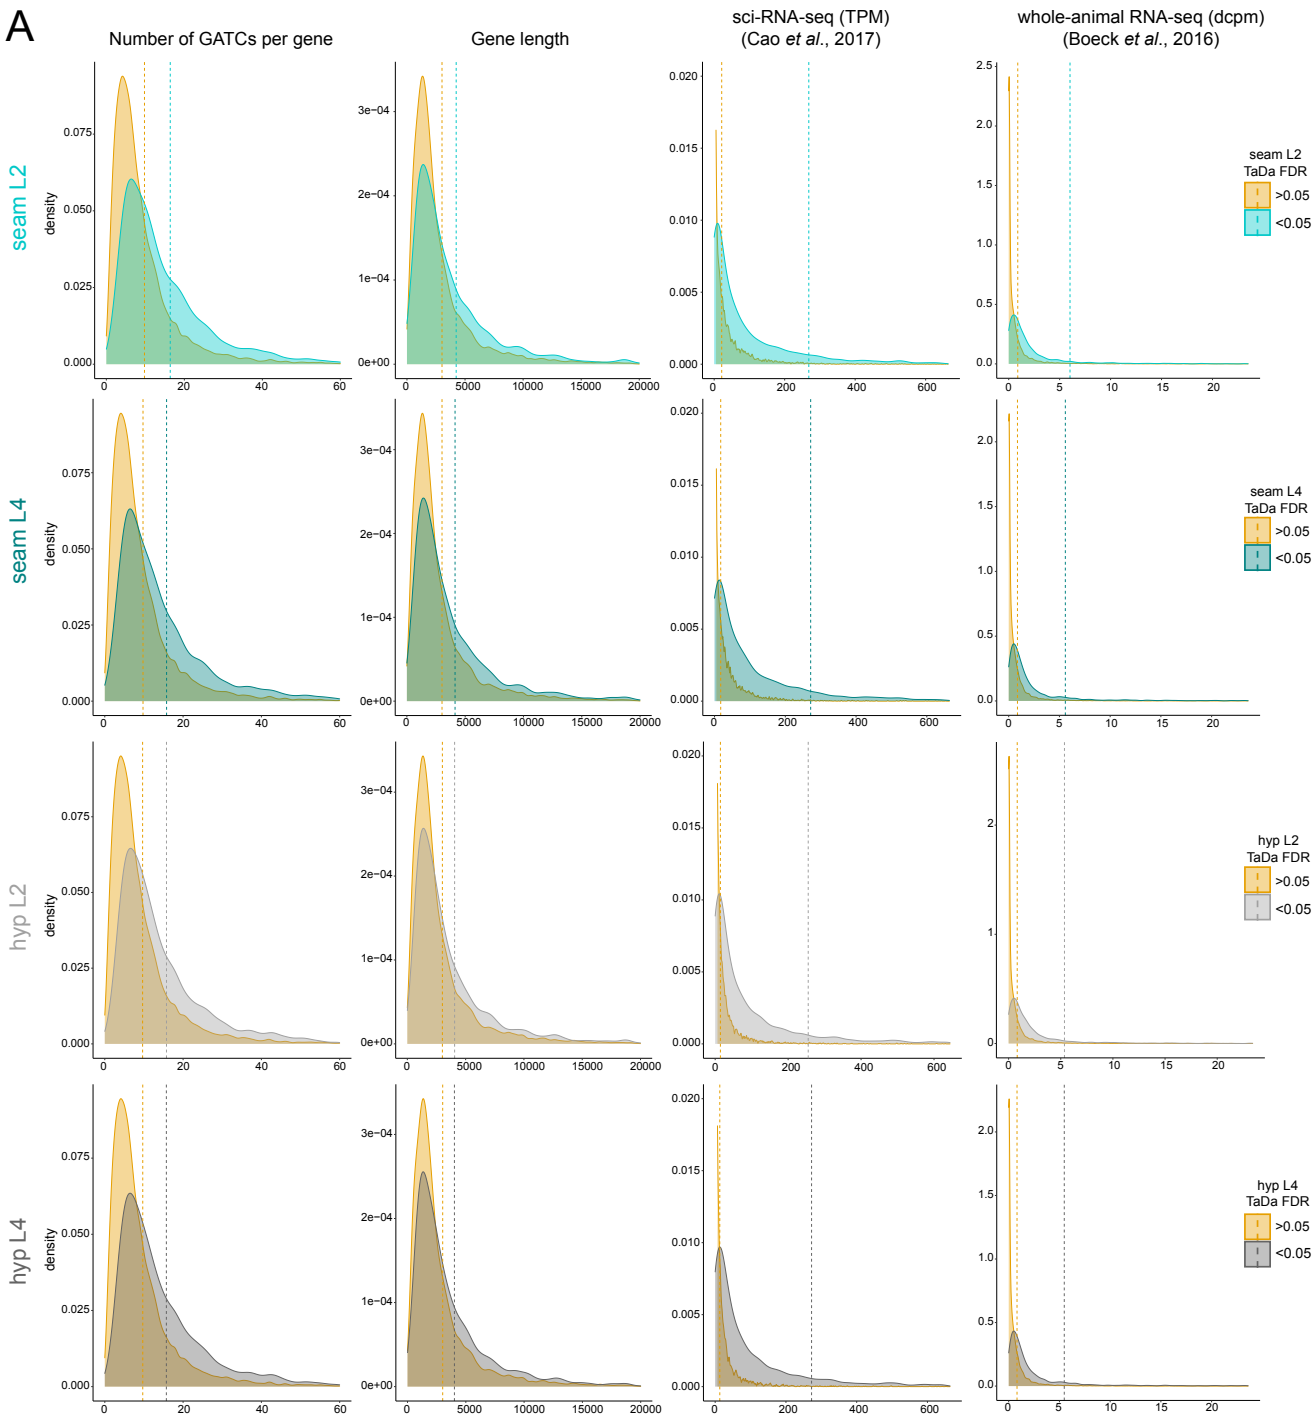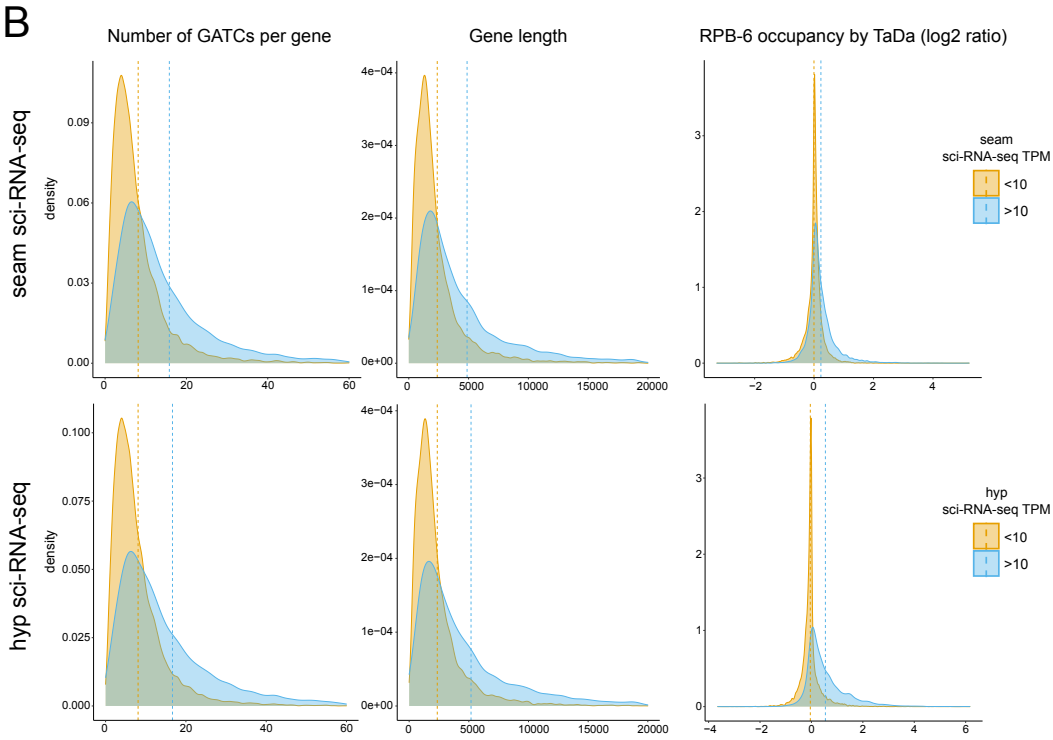

**Fig. S5. TaDa-identified expressed genes show higher expression in RNA-seq experiments and are biased for GATC availability.**

**(A)** Density plots of protein coding genes, separated in groups of expressed or non-expressed based on TaDa (FDR<0.05), per cell type and developmental stage plotted against: the number of GATCs within gene, gene length, sci-RNA-seq expression values (in TPM: transcripts per million) (Cao et al., 2017) and stage-matched whole-animal RNA-seq expression values (in dcpm: depth of coverage per base per million reads) (Boeck et al., 2016). For all cell types and stages TaDa expressed genes showed significantly increased sci-RNA-seq and whole-animal RNA-seq expression values compared to non-expressed, as well as higher numbers of GATCs and consequently longer gene lengths. **(B)** Density plots of protein coding genes, separated in groups of expressed or non-expressed based on sci-RNA-seq (TPM>10) (Cao et al., 2017), per cell type plotted against: the number of GATCs within gene, gene length and TaDa RPB-6 occupancy values ( $\log_2(rpb-6:dam/NLS-GFP:dam)$ ). In both cell types expressed genes showed significantly longer gene length and likely consequently more GATCs than non-expressed, as well as higher RPB-6 occupancy values. In A and B dashed lines indicate the distribution mean and statistical significance of difference in the distributions was determined with a Kolmogorov-Smirnov test,  $p < 2.2 \times 10^{-16}$ . The X-axis is limited to the 99<sup>th</sup> percentile of values and for sci-RNA-seq the Y-axis is limited to 0.02 for visualisation.

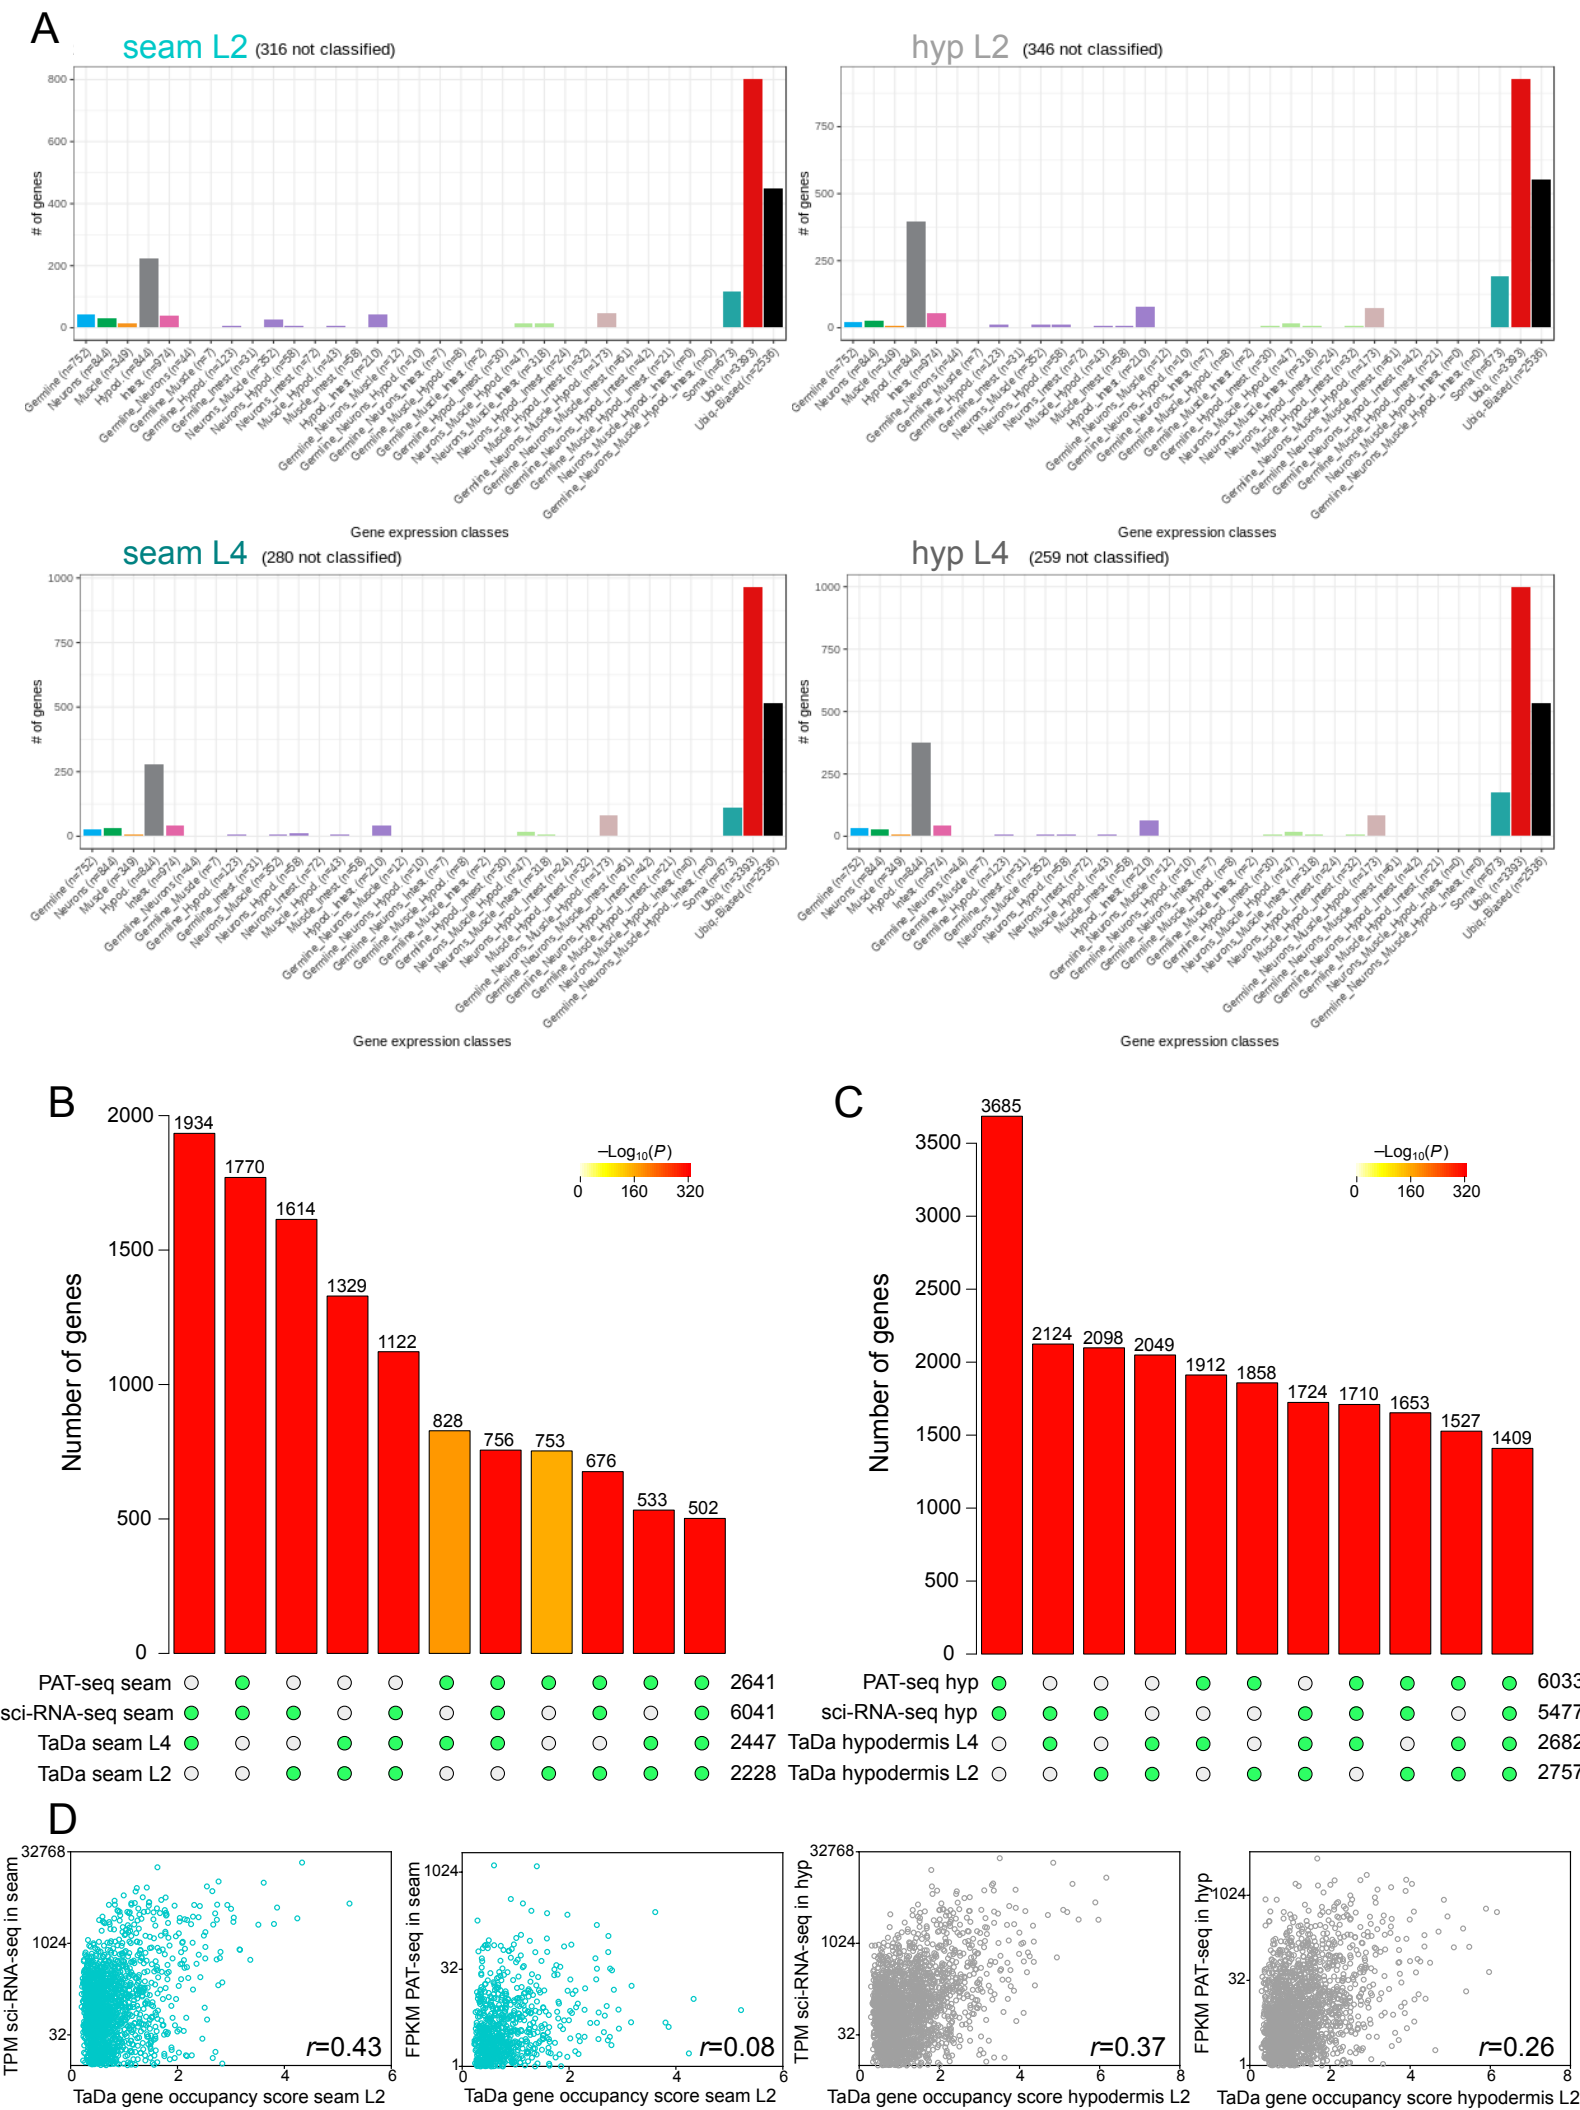

**Fig. S6. TaDa-identified expressed genes overlap significantly with other published transcriptomes.**

**(A)** Barplots of numbers of TaDa-identified expressed genes for each cell type and developmental stage that are in common with gene-sets classified based on their tissue specificity (Serizay et al., 2020). **(B-C)** Barplots of the sizes and statistical significance, assessed by a Fisher's exact test, of all possible intersections between TaDa, sci-RNA-seq genes over a 10 TPM threshold (Cao et al., 2017) and PAT-seq-identified sets of expressed genes (Blazie et al., 2017) in the seam cells (B) and the hypodermis (C). All overlaps are highly significant. **(D)** Correlation scatterplots of expression levels for L2 genes common between seam (left) or hypodermis (right) TaDa sets and the sci-RNA-seq or the PAT-seq datasets for seam cells and hypodermis. For TaDa the  $\log_2(\text{dam:rpb-6}/\text{dam:NLS-GFP})$  scores are used as a measure of expression levels, for sci-RNA-seq the values are transcripts per million reads (TPM) and for PAT-seq fragments per kilobase of transcript per million reads (FPKM). All correlation analyses showed significant although weak correlation (indicated by the  $r$  values) across methods with  $p < 0.0001$  for all.

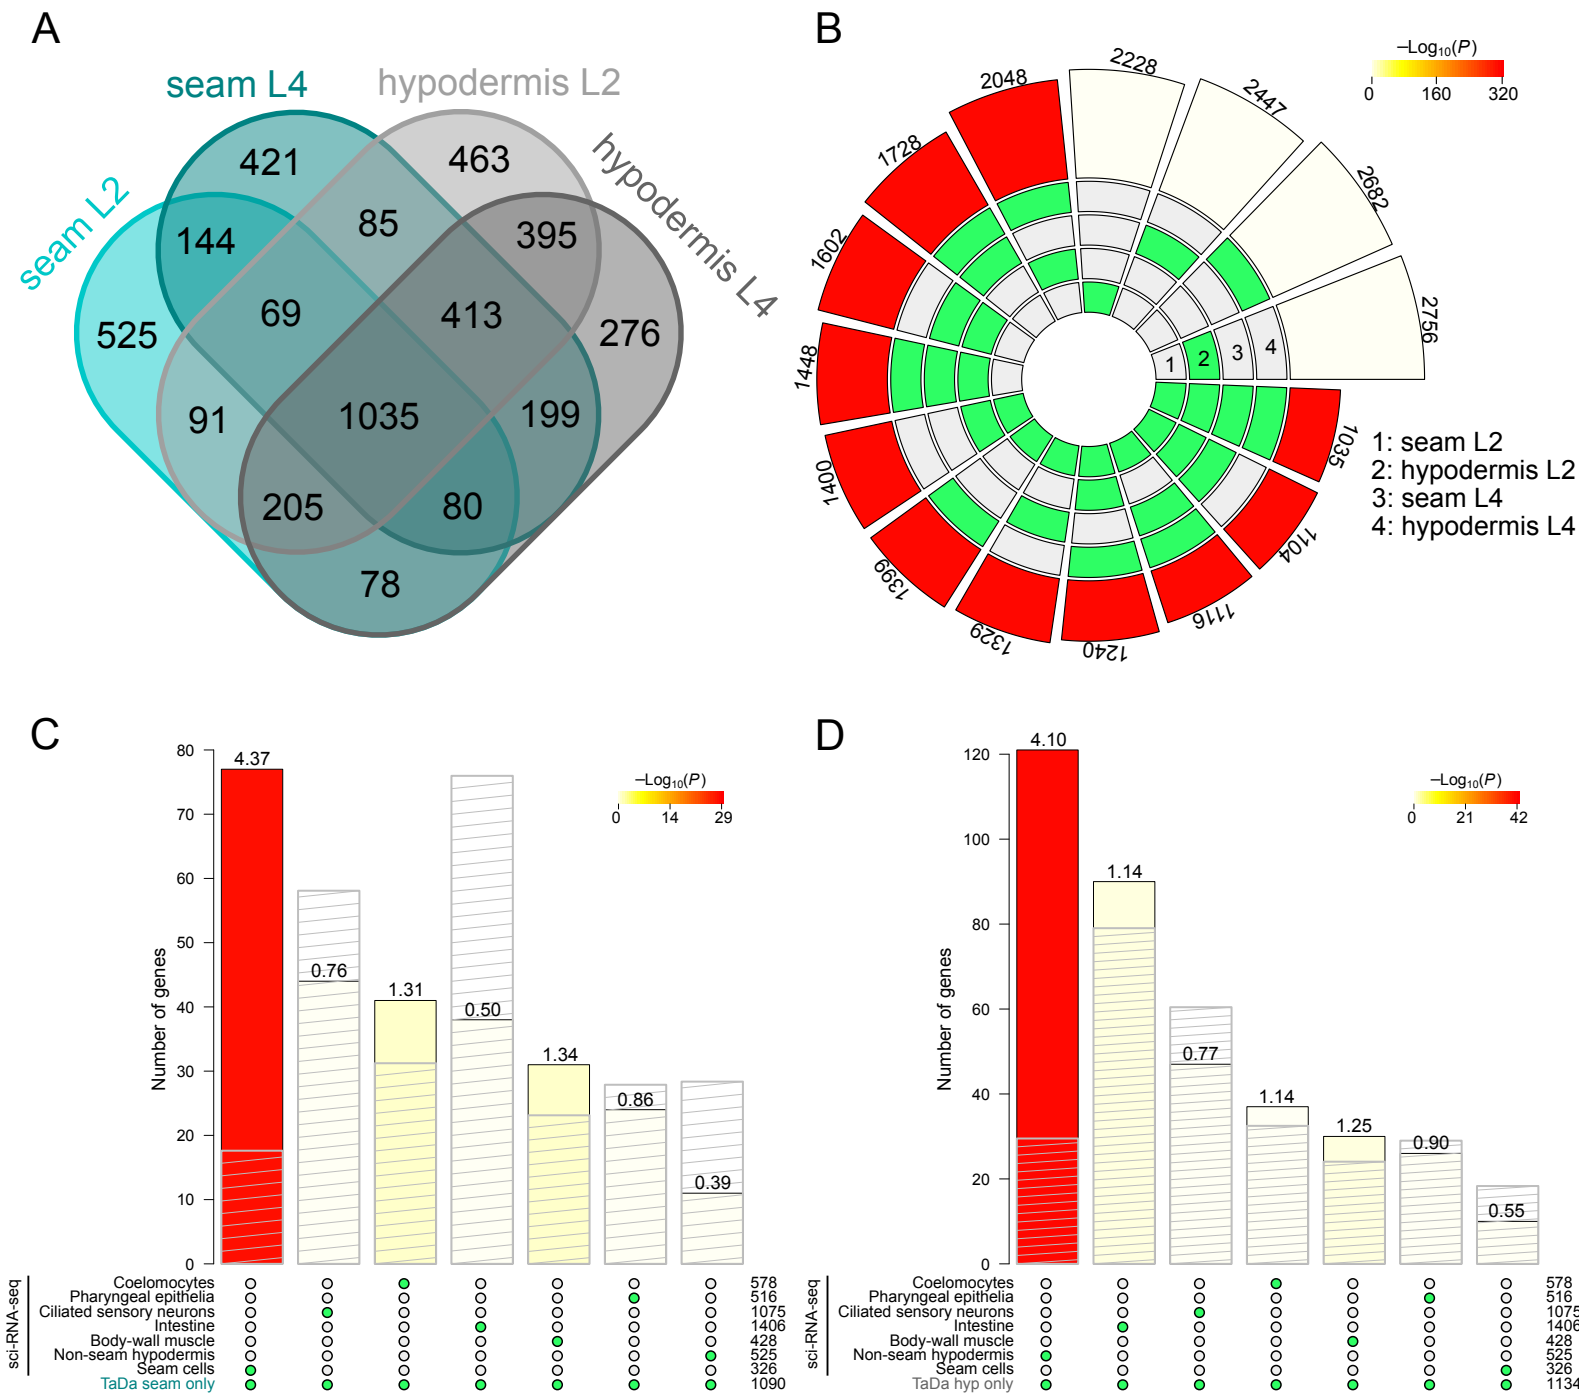

**Fig. S7. Intersections of TaDa-identified expressed gene sets show significant overlap across cell types and reveal seam cell and hypodermal-specific genes.**

**(A-B)** Multiple intersections of all the acquired gene-sets expressed in the seam and hypodermis in both stages. The Venn diagram (A) presents the number of genes that are shared across datasets or are unique to the cell type and/or developmental stage. The circular plot (B) reports the sizes of all pairwise and higher-order intersections between the sets (indicated in green whether they are included in each comparison) and indicates that they are highly significant (in red) with a Fisher's exact test. **(C-D)** Barplots representing intersections between TaDa seam-only (C) or TaDa hypodermis-only (D) gene sets and cell-type-specific genes from 7 non-related cell types from sci-RNA-seq (genes with a TPM>10 and 5-fold higher than the 2<sup>nd</sup> most expressing cell type) (Cao et al., 2017). The colour of the bar signifies statistical significance assessed by a Fisher's exact test, gridded bars indicate expected overlap based on gene set and genome size and the enrichment fold between observed and expected overlaps is printed on top of bars. The most significant intersections are those between gene sets specific for the same-cell type ( $p \leq 7.06 \times 10^{-29}$ ).

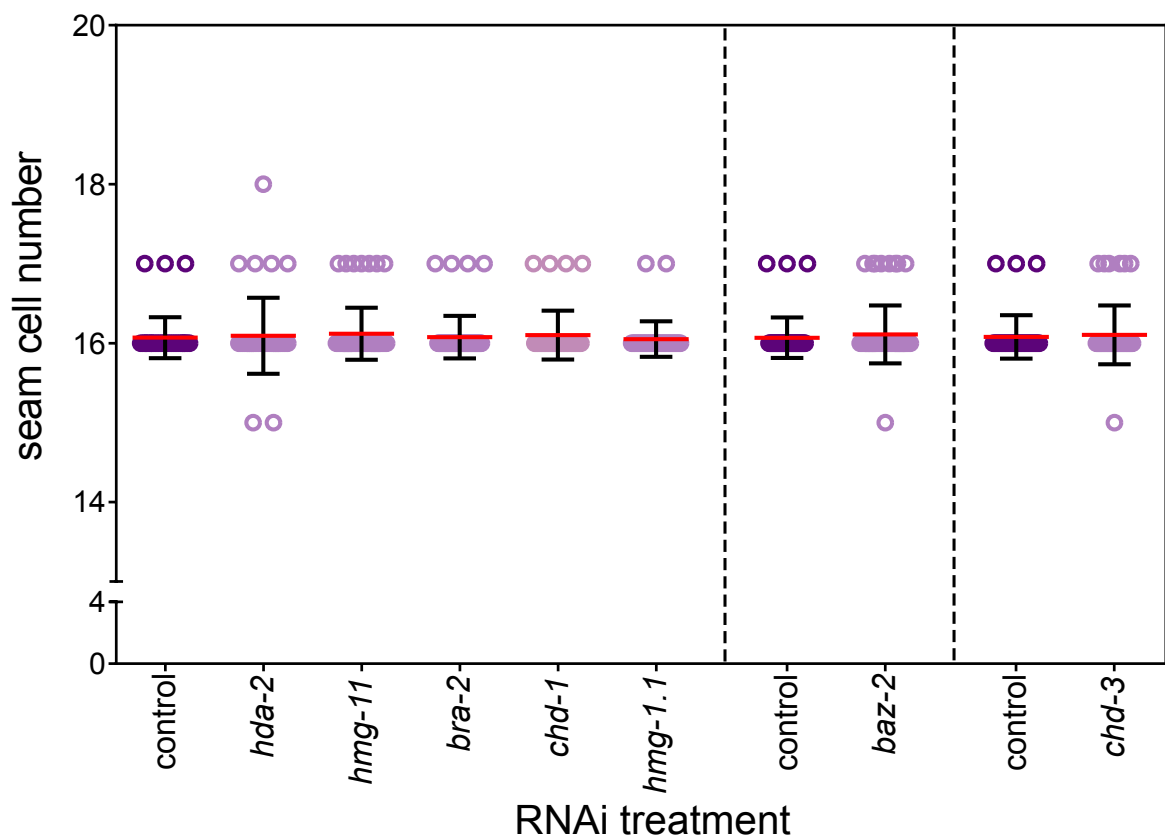

**Fig. S8. RNAi-screen for putative chromatin factors regulating seam cell patterning.** Quantification of seam cell number at the late L4 stage of RNAi treated animals carrying the *SCMp::GFP* reporter in a WT background ( $39 \leq n \leq 63$  animals per treatment). Targeted chromatin factors are indicated on the X-axis and sets of treatments performed on the same day are separated from others by dashed lines, having their respective control. No significant changes to the mean or variance were observed in both backgrounds for the presented treatments.

**Table S1.** List of genes expressed in seam cells and hypodermis at L2 and L4 by TaDa and their overlap with sci-RNAseq and PAT-seq.

[Click here to download Table S1](#)

**Table S2.** List of genes (including transcription and chromatin factors) expressed in seam cells at L2 and L4 by TaDa.

[Click here to download Table S2](#)

Table S3. List of strains used in this study.

| Strain  | Background | Genotype                                                                                                                                                                                |
|---------|------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| N2      | N2         | wild isolate <i>C. elegans</i> from Bristol, UK                                                                                                                                         |
| JR667   | N2         | <i>unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                                                                                                         |
| EG6699  | N2         | <i>ttTi5605 II; unc-119(ed3) III; oxEx1578.</i>                                                                                                                                         |
| MBA250  | N2         | <i>icbIs2[arf-3::pes-10::GFP:CAAX::unc-54] I; icbSi2[dpy-7p::mCherry:H2B::unc-54 3'UTR+cb-unc-119] IV; wls51[SCMp::GFP+unc-119(+)] V</i>                                                |
| MBA467  | N2         | <i>icbSi25[pDK16(srf-3ap::GFPo-H2B::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                                                |
| MBA468  | N2         | <i>icbSi26[pDK1(psr-3ap::GFPo-H2B::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                                                 |
| MBA488  | N2         | <i>icbEx121[pDK18(dpy-7syn1::mCherry-H2B::unc-54 3'UTR) pBJ36, pRF4]; icbIs2[arf-3::GFP:CAAX::unc-54 3'UTR]I; wls51[SCMp::GFP + unc-119(+)] V</i>                                       |
| MBA489  | N2         | <i>icbEx122[pDK18(dpy-7syn1::mCherry-H2B::unc-54 3'UTR) pBJ36, pRF4]; icbIs2[arf-3::GFP:CAAX::unc-54 3'UTR]I; wls51[SCMp::GFP + unc-119(+)] V</i>                                       |
| MBA490  | N2         | <i>icbEx123[pDK18(dpy-7syn1::mCherry-H2B::unc-54 3'UTR) pBJ36, pRF4]; icbIs2[arf-3::GFP:CAAX::unc-54 3'UTR]I; wls51[SCMp::GFP + unc-119(+)] V</i>                                       |
| MBA496  | N2         | <i>icbSi32[pDK26(srf-3bp::GFPo-H2B::unc-54 3'UTR +cb-unc-119)] II; unc-119(ed3) III</i>                                                                                                 |
| MBA497  | N2         | <i>icbSi33[pDK26(srf-3bp::GFPo-H2B::unc-54 3'UTR +cb-unc-119)] II; unc-119(ed3) III</i>                                                                                                 |
| MBA540  | N2         | <i>icbSi42[pDK32(srf-3i1::pes-10::GFPo-H2B::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                                        |
| MBA541  | N2         | <i>icbSi43[pDK32(srf-3i1::pes-10::GFPo-H2B::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                                        |
| MBA542  | N2         | <i>icbSi44[pDK32(srf-3i1::pes-10::GFPo-H2B::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                                        |
| MBA687  | N2         | <i>icbSi71[pDK62(cb-unc-119 + dpy-7syn1::wormCherry::Dam-myc:ama-1::unc-54 3'UTR)] II; unc-119(ed3) III</i>                                                                             |
| MBA688  | N2         | <i>icbSi72[pDK65(dpy-7syn1::wormCherry::Dam-myc:rpb-6::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                             |
| MBA692  | N2         | <i>icbSi76[pDK54(srf-3i1::pes-10::wormCherry::Dam-myc:NLS-GFP::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                     |
| MBA693  | N2         | <i>icbSi77[pDK64(dpy-7syn1::wormCherry::Dam-myc:NLS-GFP::unc-54 3'UTR + cb-unc-119)] II; unc-119(ed3) III</i>                                                                           |
| MBA694  | N2         | <i>icbSi78[pDK46(cb-unc-119 + srf-3i1::pes-10::wormCherry::Dam-myc:ama-1::unc-54 3'UTR)] II; unc-119(ed3) III</i>                                                                       |
| MBA698  | N2         | <i>icbSi82[pDK55(srf-3i1::pes-10::wormCherry::Dam-myc:rpb-6::unc-54 3'UTR + cb-unc-119)]; unc-119(ed3) III</i>                                                                          |
| MBA1138 | N2         | <i>icbEx261[pDK133(srf-3i1::Δpes-10::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                          |
| MBA1139 | N2         | <i>icbEx262[pDK133(srf-3i1::Δpes-10::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                          |
| MBA1140 | N2         | <i>icbEx263[pDK133(srf-3i1::Δpes-10::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                          |
| MBA1141 | N2         | <i>icbEx267[pDK147(dpy-7syn1::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                                 |
| MBA1142 | N2         | <i>icbEx265[pDK139(srf-3i1::Δpes-10::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                             |
| MBA1143 | N2         | <i>icbEx266[pDK139(srf-3i1::Δpes-10::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                             |
| MBA1144 | N2         | <i>icbEx264[pDK139(srf-3i1::Δpes-10::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                             |
| MBA1145 | N2         | <i>icbEx268[pDK148(dpy-7syn1::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                                    |
| MBA1146 | N2         | <i>icbEx269[pDK148(dpy-7syn1::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]; unc-119(e2498::Tc1) III; wls51[SCMp::GFP + unc-119(+)] V</i>                                                    |
| MBA1192 | N2         | <i>icbEx292[pDK158(srf-3i1-mut::Δpes-10::outtron::&gt;hda-1 fragment&lt;::srf-3a intron5::&lt;hda-1 fragment&lt;::p10 3'UTR), myo-2::dsRed, pBJ36]; wls51[SCMp::GFP + unc-119(+)] V</i> |

Table S4. Primers used in this study (general oligos and smFISH probes).

| Oligo name | Sequence 5' -> 3'                                                 |
|------------|-------------------------------------------------------------------|
| DK27       | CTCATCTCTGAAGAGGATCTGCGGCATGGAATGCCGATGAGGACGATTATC               |
| DK28       | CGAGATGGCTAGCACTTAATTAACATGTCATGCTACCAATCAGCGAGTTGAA              |
| DK33       | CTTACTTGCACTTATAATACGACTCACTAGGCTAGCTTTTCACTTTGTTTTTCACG          |
| DK34       | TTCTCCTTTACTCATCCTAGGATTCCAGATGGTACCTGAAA                         |
| DK35       | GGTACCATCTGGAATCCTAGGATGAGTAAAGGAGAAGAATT                         |
| DK36       | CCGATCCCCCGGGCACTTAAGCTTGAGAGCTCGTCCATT                           |
| DK37       | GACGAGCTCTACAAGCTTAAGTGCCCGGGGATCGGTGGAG                          |
| DK38       | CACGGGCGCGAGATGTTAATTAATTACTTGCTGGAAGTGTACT                       |
| DK39       | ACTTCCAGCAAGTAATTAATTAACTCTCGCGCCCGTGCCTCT                        |
| DK40       | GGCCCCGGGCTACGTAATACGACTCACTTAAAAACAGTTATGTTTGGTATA               |
| DK41       | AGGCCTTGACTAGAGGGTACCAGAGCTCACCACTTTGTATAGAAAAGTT                 |
| DK42       | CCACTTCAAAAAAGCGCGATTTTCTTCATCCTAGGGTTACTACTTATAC                 |
| DK43       | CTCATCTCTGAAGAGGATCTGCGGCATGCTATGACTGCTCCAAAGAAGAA                |
| DK44       | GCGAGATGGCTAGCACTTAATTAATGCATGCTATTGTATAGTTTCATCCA                |
| DK46       | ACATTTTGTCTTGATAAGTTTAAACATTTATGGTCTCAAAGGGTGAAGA                 |
| DK47       | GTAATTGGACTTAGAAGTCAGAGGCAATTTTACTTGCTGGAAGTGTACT                 |
| DK48       | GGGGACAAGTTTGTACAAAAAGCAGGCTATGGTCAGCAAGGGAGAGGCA                 |
| DK49       | CTTGTAGAGCTCGTCCATTCT                                             |
| DK50       | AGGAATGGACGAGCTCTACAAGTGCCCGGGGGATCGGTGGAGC                       |
| DK59       | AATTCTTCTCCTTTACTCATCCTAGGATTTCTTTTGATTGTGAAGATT                  |
| DK64       | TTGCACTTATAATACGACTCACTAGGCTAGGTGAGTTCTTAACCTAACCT                |
| DK65       | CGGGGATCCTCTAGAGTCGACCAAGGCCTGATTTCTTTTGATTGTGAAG                 |
| DK66       | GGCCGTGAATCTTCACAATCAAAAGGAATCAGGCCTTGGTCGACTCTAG                 |
| DK67       | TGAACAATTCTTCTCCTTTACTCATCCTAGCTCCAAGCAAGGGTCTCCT                 |
| DK89       | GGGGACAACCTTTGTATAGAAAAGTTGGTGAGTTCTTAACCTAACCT                   |
| DK90       | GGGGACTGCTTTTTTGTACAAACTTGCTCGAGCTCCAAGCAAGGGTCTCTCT              |
| DK102      | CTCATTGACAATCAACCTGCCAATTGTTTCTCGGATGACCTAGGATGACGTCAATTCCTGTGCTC |
| DK103      | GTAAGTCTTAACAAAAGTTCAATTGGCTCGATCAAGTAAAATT                       |
| DK107      | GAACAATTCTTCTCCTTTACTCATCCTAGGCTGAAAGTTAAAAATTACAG                |
| DK113      | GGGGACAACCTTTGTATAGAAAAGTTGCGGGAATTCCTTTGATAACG                   |
| DK114      | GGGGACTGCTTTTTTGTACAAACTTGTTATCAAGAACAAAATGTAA                    |
| DK217      | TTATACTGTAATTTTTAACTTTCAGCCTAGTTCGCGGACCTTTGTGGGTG                |
| DK218      | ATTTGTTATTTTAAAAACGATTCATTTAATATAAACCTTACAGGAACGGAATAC            |
| DK219      | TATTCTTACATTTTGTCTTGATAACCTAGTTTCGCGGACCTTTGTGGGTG                |
| DK220      | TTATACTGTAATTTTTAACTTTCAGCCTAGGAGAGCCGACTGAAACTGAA                |
| DK221      | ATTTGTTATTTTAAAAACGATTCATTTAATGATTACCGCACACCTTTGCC                |
| DK222      | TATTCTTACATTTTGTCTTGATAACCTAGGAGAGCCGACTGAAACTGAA                 |
| DK247      | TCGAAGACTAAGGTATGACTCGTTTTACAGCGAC                                |
| DK248      | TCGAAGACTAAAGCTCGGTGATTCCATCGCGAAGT                               |
| MB100      | ATCGGGAGGCGAACCTAACTG                                             |
| MB106      | AGGCAGAATGTGAACAAGACTCG                                           |
| MB270      | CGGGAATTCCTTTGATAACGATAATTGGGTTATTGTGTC                           |
| MB271      | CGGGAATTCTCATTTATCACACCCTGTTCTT                                   |

| efl-3 probe (1:50)    |                      | srf-3 probe (1:50)    |                       |
|-----------------------|----------------------|-----------------------|-----------------------|
| agagccgaagatagtgtca   | cgggattttcttgttccaa  | atcaaaattgccgttctcat  | atccgacgaatggagattca  |
| ccgggtggaatattttctt   | gggtcaggaccacagtaaac | actattctgtagtgttaacc  | catgctacgacgacggctac  |
| tctggatctgtgttcgatt   | aaacatcgaagcttcggtt  | tcacgagctcgagaatatct  | tccagcaaatccagaaaagac |
| ctggagatggtcttgaaca   | gtgaactactcagaaggcgt | gtactaacaacatggcgtc   | tcctttgagaatctttcga   |
| gaagcatcggagagttgtga  | caattttgcagtctgtct   | cttcagttaacaaacagct   | tccaaagagatactggtgct  |
| gtcacttctagatcgtcatc  | tttgttctgagagcgttct  | ctcttcttgagctactaaga  | actgccatttgaacatttct  |
| cccaaaacttttctttct    | tgcgatttttgagattcc   | gcgtggatgaatcttctagg  | atcgccgaaaatgatgctgg  |
| ctgtctctcattgatagca   | tggtgatgatctgacagctg | ctctaggatttgagttcgta  | cagttttcgaatcctgcata  |
| attcattttcttgcaacgg   | ccacctctcgcaacataaac | ctttcaatgtgtcataggg   | ccatacaacaatccatactc  |
| cgtagattcgtcgttttca   | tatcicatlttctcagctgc | tgtagatcatggcgggaatg  | gtaccaaaagtacagtaagcc |
| ttgttagttttctgcatggc  | attgatgctactgatcccaa | ctgccacgtagaaaagatta  | caacagagagacctccaaca  |
| aagagactctaatacttgcc  | gatgtcattggatgctgtga | gttgcggcgctctaaatgtga | tcggcgctactgatgcaaac  |
| ctctggaagaccttctcaa   | ggaagttgaagaggagccat | aagctgtgatgttatcatga  | ggcaaaatcttggcaatgt   |
| cacgtgtgtgatgacaactca | ggctttggaatctctggaag | gtgaaaatagccgccgtgaa  | agagaatgatggcgactgaa  |
| gagccgacaatatccttgaa  | tgtaaaactgttttgagcct | agagatctgcgcaagatgat  | aggaaaatggatccgattgt  |
| ggtcgggttggaagtacatg  | attgaatcgaggcctagacg | tgcgaaaccattgtgttcgat | aaatgacaagtgaggcgccg  |
| acgagtgtcaactctgcatc  | ttgcacaggtgtatagtcag | ctccgacaaataatacagct  | caccatcgactgatgagatg  |
| tcaaaaaccgtctgcacagc  | agatacgagtggcggtattg | cctgaagttgaacgagaga   | acggaaatctcgccaagtat  |
| ctttcggatattcttcggg   | gttgcgaagattctgtgga  | agatgattccttgcctttg   | agacaaaacgcctctttgt   |
| aactgtgctagctacatcga  | aatgttttggttgacgtct  |                       |                       |
| aaaacctctgtttccggat   | cttcgattcgccagaagtgt |                       |                       |
| tataagcgtctgcatcgact  | tgtgctcgaacgtatctcga |                       |                       |
| aaccaggacattggcaatgt  | cacctggaatgcggaagatg |                       |                       |
| accttttaatgagcccaag   | ctccgaagacttttttggt  |                       |                       |

Table S5. List of transgenes and injection mixes used in this study.

| Extrachromosomal array number | Genetic contents                                                                                                                | Composition of injection mix                          |
|-------------------------------|---------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|
| icbEx121                      | [pDK18(dpy-7syn1::mCherry-H2B::unc-54 3'UTR) pBJ36, pRF4]                                                                       | pDK18 10 ng/ul, pRF4 35 ng/ul, pBJ36 80 ng/ul         |
| icbEx122                      | [pDK18(dpy-7syn1::mCherry-H2B::unc-54 3'UTR) pBJ36, pRF4]                                                                       | pDK18 10 ng/ul, pRF4 35 ng/ul, pBJ36 80 ng/ul         |
| icbEx123                      | [pDK18(dpy-7syn1::mCherry-H2B::unc-54 3'UTR) pBJ36, pRF4]                                                                       | pDK18 10 ng/ul, pRF4 35 ng/ul, pBJ36 80 ng/ul         |
| icbEx261                      | [pDK133(srf-3f1::Δpes-10::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]                                                           | pDK133 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx262                      | [pDK133(srf-3f1::Δpes-10::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]                                                           | pDK133 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx263                      | [pDK133(srf-3f1::Δpes-10::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]                                                           | pDK133 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx264                      | [pDK139(srf-3f1::Δpes-10::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]                                                              | pDK139 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx265                      | [pDK139(srf-3f1::Δpes-10::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]                                                              | pDK139 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx266                      | [pDK139(srf-3f1::Δpes-10::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]                                                              | pDK139 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx267                      | [pDK147(dpy-7syn1::mir-42-44::p10 3'UTR), myo-2::dsRed, pBJ36]                                                                  | pDK147 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx268                      | [pDK148(dpy-7syn1::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]                                                                     | pDK148 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx269                      | [pDK148(dpy-7syn1::mir-47::p10 3'UTR), myo-2::dsRed, pBJ36]                                                                     | pDK148 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |
| icbEx292                      | [pDK158(srf-3f1-mut.delta-pes-10::outtron::>hda-1 fragment<::srf-3a intron5::<hda-1 fragment<::p10 3'UTR), myo-2::dsRed, pBJ36] | pDK158 50 ng/ul, myo-2::dsRed 5 ng/ul, pBJ36 70 ng/ul |

| Single-copy insertion number | Genetic contents                                                                  | Composition of injection mix                                                                              |
|------------------------------|-----------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|
| icbS25                       | [pDK16(srf-3ap::GFPo-H2B::unc-54 3'UTR + cb-unc-119)]                             | pDK16 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS26                       | [pDK16(srf-3ap::GFPo-H2B::unc-54 3'UTR + cb-unc-119)]                             | pDK16 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS32                       | [pDK26(srf-3bp::GFPo-H2B::unc-54 3'UTR +cb-unc-119)]                              | pDK26 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS33                       | [pDK26(srf-3bp::GFPo-H2B::unc-54 3'UTR +cb-unc-119)]                              | pDK26 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS42                       | [pDK32(srf-3f1::pes-10::GFPo-H2B::unc-54 3'UTR + cb-unc-119)]                     | pDK32 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS43                       | [pDK32(srf-3f1::pes-10::GFPo-H2B::unc-54 3'UTR + cb-unc-119)]                     | pDK32 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS44                       | [pDK32(srf-3f1::pes-10::GFPo-H2B::unc-54 3'UTR + cb-unc-119)]                     | pDK32 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS71                       | [pDK62(cb-unc-119 + dpy-7syn1::wormCherry::Dam-myc::ama-1::unc-54 3'UTR)]         | pDK62 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS72                       | [pDK65(dpy-7syn1::wormCherry::Dam-myc::rpb-6::unc-54 3'UTR + cb-unc-119)]         | pDK65 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS76                       | [pDK54(srf-3f1::pes-10::wormCherry::Dam-myc::NLS-GFP::unc-54 3'UTR + cb-unc-119)] | pDK54 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS77                       | [pDK64(dpy-7syn1::wormCherry::Dam-myc::NLS-GFP::unc-54 3'UTR + cb-unc-119)]       | pDK64 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS78                       | [pDK46(cb-unc-119 + srf-3f1::pes-10::wormCherry::Dam-myc::ama-1::unc-54 3'UTR)]   | pDK46 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |
| icbS82                       | [pDK55(srf-3f1::pes-10::wormCherry::Dam-myc::rpb-6::unc-54 3'UTR + cb-unc-119)]   | pDK55 50 ng/ul, pCFJ601 50 ng/ul, pMA122 10 ng/ul, pGH8 10 ng/ul, myo-2::dsRed 2,5 ng/ul, pCFJ104 5 ng/ul |

Table S6. List of RNAi clones used in this study.

| WormBase Gene ID | Public Name     | Sequence Name    | Ahringer RNAi library Geneservice_location |
|------------------|-----------------|------------------|--------------------------------------------|
| WBGene00009899   | <i>efl-3</i>    | <i>F49E12.6</i>  | II-6K03                                    |
| WBGene00000275   | <i>bub-1</i>    | <i>R06C7.8</i>   | I-3H11                                     |
| WBGene00001834   | <i>hda-1</i>    | <i>C53A5.3</i>   | V-9F11                                     |
| WBGene00009672   | <i>F43G9.12</i> | <i>F43G9.12</i>  | I-4C12                                     |
| WBGene00001974   | <i>hmg-4</i>    | <i>T20B12.8</i>  | III-3P10                                   |
| WBGene00010369   | <i>chd-1</i>    | <i>H06O01.2</i>  | I-3M20                                     |
| WBGene00003664   | <i>nhr-74</i>   | <i>C27C7.3</i>   | I-5P17                                     |
| WBGene00001976   | <i>hmg-11</i>   | <i>T05A7.4</i>   | II-3N12                                    |
| WBGene00006554   | <i>tbx-35</i>   | <i>ZK177.10</i>  | II-4O24                                    |
| WBGene00001835   | <i>hda-2</i>    | <i>C08B11.2</i>  | II-5N08                                    |
| WBGene00001971   | <i>hmg-1.1</i>  | <i>Y48B6A.14</i> | II-9G13                                    |
| WBGene00017757   | <i>bra-2</i>    | <i>F23H11.1</i>  | III-1E22                                   |
| WBGene00001470   | <i>baz-2</i>    | <i>ZK783.4</i>   | III-4E11                                   |
| WBGene00006970   | <i>zag-1</i>    | <i>F28F9.1</i>   | IV-1P04                                    |
| WBGene00003606   | <i>nhr-7</i>    | <i>F54D1.4</i>   | IV-6C03                                    |
| WBGene00020062   | <i>nhr-270</i>  | <i>R13D11.8</i>  | V-1B09                                     |
| WBGene00003649   | <i>nhr-59</i>   | <i>T27B7.1</i>   | V-2M07                                     |
| WBGene00001210   | <i>egl-46</i>   | <i>K11G9.4</i>   | V-4L02                                     |
| WBGene00003717   | <i>nhr-127</i>  | <i>T13F3.3</i>   | V-10J08                                    |
| WBGene00000482   | <i>chd-3</i>    | <i>T14G8.1</i>   | X-6G01                                     |
| WBGene00007433   | <i>swsn-7</i>   | <i>C08B11.3</i>  | II-5N10                                    |

How the deposited data were processed for this re-analysis (not part of the article)

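RPB-6 occupancy was measured by TaDa in seam cells and hypodermis at L2 and L4, with 2 replicates of *dam:rpb-6* and 2 of *dam:NLS-GFP* per cell type and stage. According to the methods, the authors mapped single-end reads to WBcel235 with Bowtie 2 and Samtools and computed log2(*dam:rpb-6/dam:NLS-GFP*) scores per GATC fragment with damidseq_pipeline, whose normalisation is part of the deposited values. The authors deposited 16 pairwise profiles and 4 averaged profiles of these log2 scores, each average being the mean of 4 pairwise profiles. They also deposited 4 lists of genes with a mean log2 score, a number of GATC fragments and an FDR, which the authors computed with polii.gene.call on the averaged profiles and limited to an FDR under 0.05. Read counts are not part of these values, so the depth of each sample and its counting error are unknown.

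The deposited profiles were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. All fragment ends were checked to lie at GATC sites of WBcel235, and the averaged profiles were checked against the means of the pairwise profiles, from which they differed by at most 0.0027. Gene occupancy was the mean score over overlapping fragments, weighted by the overlapped length. Calls used 50000 random draws of fragments with replacement per number of fragments (seed 1), with numbers above 20 grouped into bins, and a Benjamini-Hochberg adjusted p under 0.05 over the protein-coding genes with at least 1 fragment. miRNA genes were extended by 500 bp on each side and adjusted among themselves. The profile of replicate 1 against control 1 in seam cells at L4 was left out after its scores had been seen. Calls, overlaps, limma contrasts, correlations, signal in and along genes, miRNA calls and motifs were also computed with the profiles as deposited, and gene families and gene length were not.

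Differences between cell types and stages were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 4 group means, 5 contrasts including the interaction) on occupancy in profiles that share no sample within a group. The residual degrees of freedom were 4, the prior degrees of freedom 1.24 and the median residual SD 0.208 on the log2 scale. Groups of 2 replicates are too few for an exact permutation test to pass 0.05. Gene sets were compared with Fisher's exact test, lengths and GATC numbers with the 2-sided Kolmogorov-Smirnov test, and motifs within 2 kb upstream of the gene start with Fisher's exact test and a rank among all words of 6 bases. Signal along genes was averaged over 60 bins of the gene body and 3 kb on each side. The call was tested on simulated data with genes raised by a known amount and with correlated fragments, and limma on simulated data with known differences. After the results were seen, motifs were also tested by the Mantel-Haenszel odds ratio within 10 groups of genes by their share of A and T upstream.

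The genes named are every gene and miRNA that the paper names in its results, discussion or Table S6 as expressed, tested or missed, the miRNA *let-7*, which was listed in advance although the paper text read here does not name it, and the 3 genes with the highest occupancy in each averaged profile among those with at least 5 fragments. The rule also covers the 3 genes with the largest difference in each direction among those past the limma threshold, of which there were none. Alternatives to these choices covered the threshold, the weighting, the number of fragments, the draws, the profiles and controls used, the normalisation, each replicate, the window around miRNAs, the region searched for motifs, the background and the authors' lists. The test of each comparison, the rule for naming genes and these alternatives were set before the data were examined, except for the profiles as deposited, the motifs of sets at an unadjusted p under 0.05, the crossed replicate block and the fragments overlapping a gene, which were chosen after seeing the data. Of the tests of explanations, those of the *rpb-6* locus, of called coding genes in miRNA windows, of rotated profiles and of replicate spread were set before their results were seen. The share of genes near the threshold and the tests of the seam cell L4 profile, the listed FDR, calls and genes above and below the draws, correlated profiles, shared controls, miRNA windows without a called gene, the share of A and T upstream, scale and chance order were chosen after. RNAi, single-molecule FISH, reporter and published single-cell data were not analysed here.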

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

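The tests of scale and of chance order below were chosen after the results were seen. The collagen genes *col-160* and *col-39* changed in opposite directions between the stages in the 2 cell types, with every replicate at L4 above every replicate at L2 in seam cells and the reverse in hypodermis. Occupancy of *col-160* rose by 1.66 on the log2 scale in seam cells and fell by 0.99 in hypodermis, a difference of 2.65 (limma, standard error 0.54, adjusted p = 0.77). Occupancy of *col-39* rose by 1.2 in seam cells and fell by 1.06 in hypodermis, a difference of 2.25 (limma, standard error 0.81, adjusted p = 0.82). Neither difference passed the limma threshold, and over the alternatives the adjusted p ranged from 0.12 to 1 for *col-160* and from 0.22 to 1 for *col-39*. With the seam cell L4 profiles as deposited, the differences were 0.45 (standard error 1.47) and -0.090 (standard error 2.18). Their size, and for *col-39* also the direction, therefore depends on the profile left out. In the averages of all 4 deposited profiles the changes stayed opposite, with *col-160* at 2.17 and 2.9 in seam cells at L2 and L4 and 5.48 and 4.51 in hypodermis, and *col-39* at 2.81 and 3.07 and at 6.00 and 5.00.

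A difference in scale between the samples was argued against by quantile normalisation, after which the differences were 2.29 (standard error 0.47) for *col-160* and 1.58 (standard error 0.32) for *col-39*. The chance order of 2 replicates per group cannot be told apart from a change in expression. Opposite stage changes were found in 4.26% of the 47 named genes, 4.41% of 19983 genes tested and 7.34% of 1757 genes called in any profile, where chance order gives 5.56%. Both genes were named because they rank 3 and 2 in hypodermis at L2, so they were chosen for a high value at that stage. A stage-dependent difference between the cell types stays open and was not tested further.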

How the results depend on the processing

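The profiles as deposited, the motifs of sets at an unadjusted p under 0.05, the crossed replicate block and the fragments overlapping a gene were chosen after the results were seen. For 67 main results, 282 values were computed under an alternative. Of these, 175 stayed within the limits set for no change, 101 moved, 6 passed the threshold only under the alternative and 0 changed direction. Restricting to genes with at least 5 fragments left all 26 results within those limits, which for a tested difference ask only for the same direction and side of the threshold. The differences in gene length nonetheless fell, in hypodermis at L2 from a median of 1363 bp to 794.5 bp. The limma counts did not change with crossed ratios, median centring or limma on only the groups compared. Outside the totals above, some values changed sign with the profiles as deposited. The *col-39* difference went from 2.25 to -0.090, and the correlation of the seam cell L4 replicates from 0.716 to -0.393.

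With an unadjusted p under 0.05 in place of the adjusted p, the genes called were 2189 and 2517 in seam cells at L2 and L4, and 2755 and 2731 in hypodermis. Genes called at both stages were 1352 in seam cells and 2107 in hypodermis, those called in all 4 profiles 1058, in seam cells alone 1036 and in hypodermis alone 1061. The miRNAs called were 36 and 41 in seam cells, 28 and 35 in hypodermis and 66 in any profile. Fewer or more genes pass by construction when the threshold moves. At an adjusted p under 0.01 the genes called were 253, 503, 664 and 646 in the same order of groups, with 195 and 474 at both stages, 165 in all 4 profiles, 134 in seam cells alone and 409 in hypodermis alone. Against rotated profiles, whose windows also hold expressed genes, each of these gene and miRNA counts was 0, with between 773 and 989 genes at an unadjusted p under 0.05, so these counts of 0 do not measure false calls. With an unweighted mean over fragments, 923 genes were called in seam cells at L2, 619 at both stages in seam cells and 440 in seam cells alone, and the cause was not tested.

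With the authors' deposited lists, 1322 genes were at both stages in seam cells, 2045 in hypodermis, 1034 in all 4 profiles, 1065 in seam cells alone and 1121 in hypodermis alone. TGATAA then had an odds ratio of 1.16 in hypodermis (Fisher's exact test, p = 0.041), *nhr* genes 1.74 in hypodermis at L2 (adjusted p = 7.1e-04) and *msp* genes 0 in seam cells at L4 and in hypodermis at L2 (adjusted p = 0.037 and 0.024). Within 1 kb and 500 bp upstream, the hypodermal TGATAA odds ratio was 1.26 and 1.25, and over all alternatives its p by Fisher's exact test ranged from 0.0012 to 0.31. For these motif and family results the cause was not tested.

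Leaving out each replicate in turn gave from 300 to 789 genes called in seam cells at L2, from 196 to 433 at both stages in seam cells, from 172 to 319 in all 4 profiles and from 252 to 406 in seam cells alone. The lower values of the first 3 came without replicate 2, and the highest in seam cells alone without replicate 1. The correlation across genes ranged from 0.403 to 0.611 between the seam cell stages, from 0.774 to 0.862 between the hypodermal stages, from 0.356 to 0.628 between cell types at L2 and from 0.703 to 0.759 at L4. The miRNAs called ranged from 0 to 6 in seam cells at L2 and from 7 to 15 at L4. Spearman's correlation was 0.474 between the seam cell stages, 0.755 between the hypodermal stages and 0.677 between cell types at L4. Limma without replicate 1 or 2 was not run, since a single value per group leaves no spread. Among 188 calls of named genes, 8 were lost and 3 gained without replicate 1, and 8 were lost and 3 gained without replicate 2.

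With each replicate averaged over both controls (replicate 1 of seam cells at L4 over control 2 alone), limma called 1061 genes between cell types at L2, 104 at L4, 680 between stages in seam cells, 44 in hypodermis and 197 for the interaction. With profiles as deposited it called 1 gene between cell types at L2 and 1 at L4, and with quantile normalisation 1 at L4, for which the cause was not tested. With the replicate number as a block (replicate block), limma called 0 genes in every contrast, with between 886 and 1978 genes at an unadjusted p under 0.05. The crossed replicate block gave 0 in the contrasts of stages in seam cells and of the interaction, with 2054 and 1474. Pairing by number was not clear in the data, since deviations of the replicates correlated across genes with r = -0.275 between the seam cell stages and 0.465 between the hypodermal stages.

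Among called genes only, the 3′ end exceeded the 5′ end by 0.16, 0.20, 0.24 and 0.28 on the log2 scale (seam cells at L2 and L4, then hypodermis), and the TSS differed from the gene body by -0.57, -0.65, -0.66 and -0.73. Genes called for high occupancy have larger values by construction. For genes of at least 2 kb, the 3′ excess was 0.087 and 0.081 in hypodermis at L2 and L4, and the TSS difference -0.093 in seam cells at L4 and -0.11 at both stages in hypodermis. Genic minus intergenic signal per fragment had a mean of 0.21, 0.24 and 0.23 in seam cells at L4 and in hypodermis at L2 and L4. The difference of the medians was 0 in seam cells at both stages, 0.0059 in hypodermis at L2 and 0.014 at L4. In seam cells both medians were 0, where many scores are 0. With profiles as deposited, seam cells at L4 had a genic excess of 0.064, a 3′ excess of 0.028 and a TSS difference of -0.036. Beyond called genes and the seam cell medians, the cause was not tested.

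With miRNAs extended by 1000 bp, 13 and 23 were called in seam cells at L2 and L4, 13 in hypodermis at L2 and 31 in any profile, and with 250 bp 4 and 11 in seam cells. Among windows overlapping no protein-coding gene, 0, 2, 2 and 5 were called in the same order of groups and 6 in any profile, out of fewer windows. The depth of the samples is unknown, so its effect on these results was not tested.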

Differences from the paper's values

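The paper gives 2227 and 2446 genes expressed in seam cells at L2 and L4 and 2756 and 2681 in hypodermis, where 573, 948, 1220 and 1162 were called here. At an unadjusted p under 0.05 the counts were 2189, 2517, 2755 and 2731, and none of the other alternatives set before the data were examined came within 1.5 times the paper's values in any group. The paper's 1035 genes in all 4 profiles compare with 356 here, and its 1090 genes in seam cells alone with 257. These were 1058 and 1036 at an unadjusted p under 0.05, and with the authors' deposited lists 1034 and 1065. Only listed genes that are in the annotation used here were counted. These are 2203 of 2227 and 2426 of 2446 in seam cells at L2 and L4, and 2751 of 2756 and 2657 of 2681 in hypodermis. Genes at both stages are about 1300 in seam cells and about 2000 in hypodermis in Fig. 5A,B of the paper, read by eye, against 412 and 882 here. They were 1352 and 2107 at an unadjusted p under 0.05, and 1322 and 2045 with the authors' deposited lists.

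For miRNAs the paper gives 64 in any profile, 35 and 39 in seam cells at L2 and L4, and 28 and 39 in hypodermis, against 15, 1, 7, 6 and 13 here. The counts were 66, 36, 41, 28 and 35 at an unadjusted p under 0.05. None of the other alternatives closed the gap for any of these overlaps or miRNA counts, apart from the authors' lists for the overlaps. The paper's mean length of GATC fragments in protein-coding genes is 518.4 bp, against 295.3 bp here. With fragments overlapping a gene, chosen after seeing the values, it was 373.3 bp, within 1.5 times the paper's value, and no alternative set before the data were examined covered this length.

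The paper reports enrichment of TGATAA in hypodermal gene sets, which had an odds ratio of 1.21 here (Fisher's exact test, p = 0.087). The methods differ, since the paper searched for motifs with HOMER in its own, longer gene lists. Here the presence of the exact word was counted, which 86.4% of the other genes also had within 2 kb. The p of 0.087 is therefore not a repeat of the paper's test. The hypodermal TGATAA result passed 0.05 within 1 kb (p = 0.0025, Fisher's exact test) and 500 bp (p = 0.0012) and with the authors' lists (p = 0.041). Within 2 kb, by groups of genes with a similar share of A and T upstream, its odds ratio was 1.28 (95% confidence interval 1.04 to 1.58). That test was chosen after the results were seen. The paper reports AGATAG for seam cells, and here it was enriched in both cell types, with odds ratios of 1.5 and 1.4. Of the 412 seam cell genes tested, 356 were also among the 882 of hypodermis, so these enrichments are not independent. Genes called in a single cell type were not tested for the motif, so its specificity for seam cells stays open. Of the named genes in the authors' lists, the following were not called here at an adjusted p under 0.05 and were at an unadjusted p under 0.05: *elt-6*, *srf-3*, *elt-3*, *ceh-16* and *dpy-7* in seam cells at L2, *srf-3*, *nhr-73*, *aff-1* and *col-19* in seam cells at L4, *wrt-8* in hypodermis at L2, and *col-19*, *dpy-7* and *rpb-6* in hypodermis at L4. All 21 genes of Table S6 are listed in seam cells at L2, where 2 were called here, and 11 at L4, where 6 were called. Those of Table S6 listed and not called at an adjusted p under 0.05 were at L2 all but *efl-3* and *swsn-7*, and at L4 *hda-1*, *hmg-4*, *chd-1*, *bra-2* and *nhr-127*, each with an unadjusted p under 0.05. Among the miRNAs that the paper calls, *mir-42*, *mir-43* and *mir-44* in seam cells and *mir-47* in hypodermis at L4 were called only at an unadjusted p under 0.05. In hypodermis at L2, *mir-47* was called at neither threshold. The paper describes *elt-3* as enriched in hypodermis, where its mean exceeded that of seam cells at L2 (1.84 and 0.54) and not at L4 (0.71 and 1.12). The paper describes most miRNAs as shared across expression domains, against 6 of 15 in both cell types here, and 31 of 66 at an unadjusted p under 0.05. The paper counts 2 GATC sites in *lin-22*, where the reference sequence of the gene body holds 5.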

Other observations

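The tests of the *rpb-6* locus, of coding genes in miRNA windows, of rotated profiles and of replicate spread were set before their results were seen. The share that decides the test of genes near the threshold, and the tests of the seam cell L4 profile, the listed FDR, calls and genes above and below the draws, correlated profiles, shared controls, miRNA windows without a called gene and the share of A and T, were chosen after.

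In seam cells at L4, the profile of replicate 1 against control 1 correlated with the log2 ratio of control 2 to control 1 with r = 0.996, which is consistent with a profile that holds the ratio of the controls. A noisy *dam:rpb-6* ratio was argued against by its r of -0.348 with replicate 1 against control 2. How the profile came to hold these scores was not tested.

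The authors' lists are longer than the calls made here. The median log2 ratio of the listed FDR to the unadjusted p was between -0.51 and -0.68 over the lists, while adjustment over all genes tested raised p by a median log2 ratio of 3.85 to 4.16. This is consistent with listed FDR values that were not adjusted for the number of genes tested, although the authors' procedure draws fragments in its own way.

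Neighbouring fragments were correlated (r from 0.705 to 0.809), which the random draws ignore. Against rotated profiles the correlation between neighbouring fragments left 0 calls, with 773 to 989 genes at an unadjusted p under 0.05. Since 62.7% of bases lie in gene bodies, rotated windows also hold expressed genes, so this test cannot be told apart from a loss of real calls. Correlation alone would give as many genes below the draws as above them, which the calls argue against, since those above exceeded those below by at least 3.92-fold in every profile. At an unadjusted p under 0.05 the surplus was small, with 2189 genes above and 1765 below in seam cells at L2, 2517 and 2066 at L4, 2755 and 2296 in hypodermis at L2 and 2731 and 2047 at L4, a ratio of at least 1.2. There, correlation and expressed genes cannot be told apart, since the ratio expected from correlation (at most 1.03) comes from simulated profiles alone. In correlated profiles with no expressed gene, at least 1676 genes had an unadjusted p under 0.05 where chance gives 999. These profiles were less correlated than the real ones, and with the real neighbour correlation the count was 1752 to 2109, so correlation may account for much of the surplus at that threshold, with 2189 to 2755 genes observed.

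Of 258 genes called at both stages in a single cell type, 77.5% had an unadjusted p under 0.05 at a stage in the other cell type. A threshold effect may therefore account for part of these calls. It leaves a difference in expression open, since 152 of the 258 genes differed between the cell types in the expected direction by limma at an unadjusted p under 0.05 at a stage, and 0 after adjustment. Genes called in a single cell type were chosen for such a difference, so the 152 are not independent evidence.

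The stages shared a smaller part of the L4 set in seam cells (43.5%) than in hypodermis (75.9%), but a similar part of the L2 set (71.9% and 72.3%), with a 15.2-fold and a 12.4-fold excess over chance. The share of the L4 set in seam cells is limited by the smaller L2 set (573 genes against 948), and was 19.7% without replicate 2 and 55.8% without replicate 1. Replicates in seam cells at L2 had the lowest correlation (r = 0.309, against 0.716 to 0.803 in the other groups), so replicate spread is a candidate explanation, and a larger change between stages in seam cells stays open as untested.

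Limma called up to 1061 genes when each replicate was averaged over both controls. In groups simulated without any difference, values that shared both controls gave at least 1006 calls per contrast, and values without a shared control at most 1. The observed calls were fewer in all simulated contrasts but that between cell types at L2, with 44 between the hypodermal stages, where both groups share both controls as simulated. The simulation does not reproduce these counts, so shared controls and a difference between groups cannot be told apart as the source of the calls. The values of seam cells at L4 shared only control 2, which was not simulated.

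The *rpb-6* gene ranked in the top 56.8% of genes in seam cells at L2, 54.1% at L4, and 3.64% and 9.94% in hypodermis. Reads from the *dam:rpb-6* transgene were predicted to raise it in every profile, which the seam cell ranks argue against. These ranks cannot exclude such reads in hypodermis, where the transgene has another promoter. Transgene reads and expression of *rpb-6* in hypodermis both stay open.

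Of 27 calls of miRNA windows over the 4 profiles, 33.3% held a called protein-coding gene, against 4.33% of 1017 windows not called. A coding gene within the window is argued against for 9 calls, in which no fragment of the window overlaps a protein-coding gene, and so as the source of every call. A called gene lies in the window of 9 other calls and a gene that was not called in that of the remaining 9. For these, the signals of the miRNA and of the gene cannot be told apart, since both lie in the same fragments.

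Upstream AGATAG was enriched in both cell types, whose gene sets share 356 of the 412 seam cell genes. The share of A and T upstream was argued against as the whole cause, since within 10 groups of genes by that share the odds ratio was 1.47 (95% confidence interval 1.21 to 1.79) in seam cells and 1.39 (1.21 to 1.59) in hypodermis. AGATAG ranked 20 and 21 among 492 words with the same number of A and T, so other words were enriched more, and other features of the sequence stay open. By the same test TGATAA had an odds ratio of 1.3 (0.96 to 1.76) in seam cells and 1.28 (1.04 to 1.58) in hypodermis. Binding of a GATA factor was not tested.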
